# Extrachromosomal circular DNA promotes inflammation and hepatocellular carcinoma development

**DOI:** 10.1126/sciadv.adw0272

**Published:** 2025-10-17

**Authors:** Lap Kwan Chan, Juanjuan Shan, Elias Rodriguez-Fos, Marc Eamonn Healy, Peter Leary, Rossella Parrotta, Nina Desboeufs, Gabriel Semere, Nadine Wittstruck, Anton G. Henssen, Achim Weber

## Abstract

Two decades after the initial report on increased micronuclei in human chronic liver disease (CLD) and hepatocellular carcinoma (HCC), their role in HCC development is still poorly understood. Here, we show that micronuclei in hepatocytes trigger a hepatic immune response and promote HCC development via an increased level of extrachromosomal circular DNA (eccDNA). Livers of a CLD model (*Mcl1*^Δhep^ mice) show increased micronuclei and eccDNA levels. Circular sequencing confirms higher eccDNA levels in micronuclei compared to primary nuclei. The nuclei-segregated DNA fiber (NuSeF) assay we developed demonstrates that micronuclei are more susceptible to replication stress, exhibiting increased replication fork slowing. Comparing different murine liver disease models reveals that high eccDNA correlates with an increased tumor incidence. eccDNA is a strong immunostimulant and promotes a cross-talk between hepatocytes and immune cells through the cGAS-STING pathway. Deletion of *Sting1* in *Mcl1*^Δhep^ mice reduces immune cell chemotaxis and tumor incidence. Our findings suggest that eccDNA from micronuclei mediates inflammation-driven liver carcinogenesis in CLD.

## INTRODUCTION

In 2020, primary liver cancer ranked as the sixth most common type of cancer and the third leading cause of cancer-related deaths (*1*). The number of newly diagnosed liver cancers is expected to increase over the next two decades, reaching 1.4 million in 2040. Hepatocellular carcinoma (HCC) is the most prevalent type of liver cancer and accounts for more than 80% of all primary liver cancers (*2*). Most HCCs develop as a result of a long-term chronic liver disease (CLD). In recent years, the incidence of a particular CLD, namely metabolic dysfunction-associated steatotic liver diseases, has risen markedly worldwide (*3*, *4*). Chronic liver inflammation and fibrosis, which are associated with constant liver cell death, can subsequently progress to cirrhosis and markedly increase the risk of HCC development. Hepatocyte hyperproliferation is a phenomenon frequently observed in CLD as a compensatory regenerative mechanism triggered by increased cell death and supported by a pro-inflammatory microenvironment (*5*, *6*). The production of immunogenic molecules, known as damage-associated molecular patterns, from damaged cells is responsible for triggering immune responses and sustains the status of “sterile inflammation” (*7*). Under such pro-inflammatory microenvironments, hepatocytes can experience increased DNA damage and genetic instability, which can eventually promote liver carcinogenesis (*8*).

Myeloid cell leukemia 1 (MCL1) is a prosurvival member of the B cell lymphoma 2 (Bcl-2) family, which shares BH domains with Bcl-2 and Bcl-X_L_ (*9*). MCL1 inhibits apoptosis by sequestering the proapoptotic proteins Bak (Bcl-2 homologous antagonist killer) and Bax (Bcl-2–associated protein X), thus counteracting mitochondrial outer membrane permeabilization during the initiation of apoptosis. Our group previously reported that liver-specific knockout of *Mcl1* in mice (*Mcl1*^Δhep^) resulted in a phenotype resembling CLD in patients characterized by elevated apoptosis, compensatory proliferation, and DNA damage, with increased tumor incidence at 12 months (*6*, *8*). These observations suggested that the increase in DNA damage and genomic instability in hepatocytes in particular are directly linked to carcinogenesis. However, it is still unclear whether the carcinogenesis from CLD to HCC is mediated by a cell-autonomous or non–cell-autonomous mechanism. In the current study, we use *Mcl1*^Δhep^ mice as a CLD model and find an important mechanism involving a cross-talk between hepatocytes and immune cells in the liver. This is mediated by extrachromosomal circular DNA (eccDNA) and driven by a pro-inflammatory microenvironment in a manner that is dependent on the cyclic GMP-AMP synthase (cGAS)-stimulator of interferon genes (STING) signaling pathway. Our findings suggested that a non–cell-autonomous mechanism is involved in liver tumorigenesis, with micronuclei (MN) and eccDNA playing a pivotal role. Moreover, we present a previously not implemented method that allows us to study replication stress within primary nuclei (PN) and MN, thus providing mechanistic insights into the formation of eccDNA.

## RESULTS

### Livers of *Mcl1*^Δhep^ mice show increased MN levels and an activated cGAS-STING pathway

Previously, we reported that *Mcl1*^Δhep^ mice exhibited liver hyperproliferation already at 2 months of age (*6*, *8*). To determine whether the observed increase in DNA damage in *Mcl1*^Δhep^ livers was a consequence of increased replication stress, we performed DNA fiber assay on primary hepatocytes from wild-type (WT) and *Mcl1*^Δhep^ mice. We established MCL1 immunohistochemistry to confirm a high knockout efficiency and observed that MCL1 expression was almost restricted to nonparenchymal cells (NPCs) in *Mcl1*^Δhep^ livers (Fig. 1A). Pulse labeling of two thymidine analogs, 5-chloro-2′-deoxyuridine (CldU) and 5′-iodo-2′-deoxyuridine (IdU), allowed the monitoring of the replication fork dynamics and detection of replication stress in cells (*10*, *11*). We observed that MCL1-deficient hepatocytes displayed a significantly longer CldU tract length with no difference in the total tract length (CldU + IdU) (Fig. 1B and fig. S1A). The ratio of IdU to CldU, however, was significantly reduced in *Mcl1*^Δhep^ hepatocytes compared to WT (Fig. 1C). This suggested that *Mcl1*^Δhep^ hepatocytes had a higher rate of replication fork stalling, a sign of increased replication stress. Given that the formation of MN had been associated with increased DNA damage and replication stress (*12*), we examined the level of micronucleated hepatocytes in *Mcl1*^Δhep^ livers. Using β-catenin as a membrane marker, we visualized and found a significantly higher level of micronucleated hepatocytes in the *Mcl1*^Δhep^ livers compared to WT livers (Fig. 1, D and E; fig. S1, B and C; and table S1). These results suggested that MCL1 deficiency in hepatocytes caused a higher replication stress and led to increased MN formation.

**Fig. 1.**
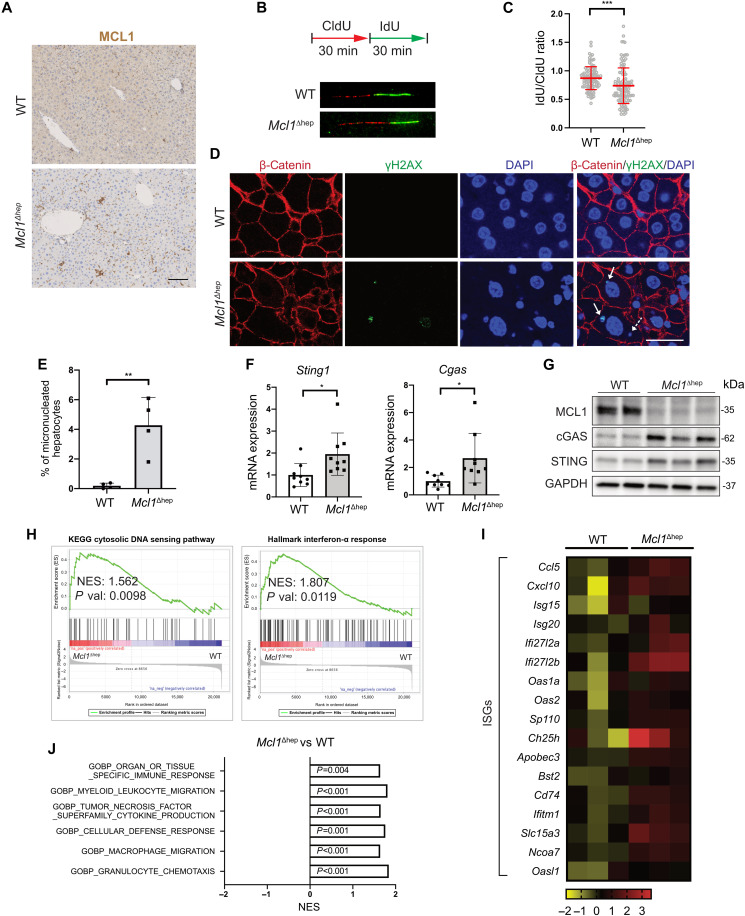
Deletion of MCL1 in hepatocytes leads to increased micronucleated hepatocytes and activation of the cGAS-STING pathway. (**A**) MCL1 immunohistochemistry staining on WT and *Mcl1*^Δhep^ livers. Scale bar, 100 μm. (**B**) DNA fiber assay on primary hepatocytes from WT and *Mcl1*^Δhep^ mice after 24 hours in culture. (**C**) Quantification of IdU-to-CldU ratio. (**D**) Immunofluorescence staining of 2-month-old liver tissue showing the presence of γH2AX^+^ (arrow) and γH2AX^−^ MN (dashed arrow) in hepatocytes. Scale bar, 25 μm. DAPI, 4′,6-diamidino-2-phenylindole. (**E**) Quantification of micronucleated hepatocytes as a percentage of the total hepatocytes. *n* = 4. (**F**) Quantitative polymerase chain reaction (PCR) showing the up-regulation of the cGAS and STING expression in the *Mcl1*^Δhep^ liver. *n* = 9. (**G**) Immunoblot of protein lysates from 2-month-old WT and *Mcl1*^Δhep^ livers showing the up-regulation of the cGAS and STING protein levels. GAPDH, glyceraldehyde-3-phosphate dehydrogenase. (**H**) GSEA showing an enrichment of the cytosolic DNA sensing pathway and the interferon-α response in *Mcl1*^Δhep^ livers. NES, net enrichment score; KEGG, Kyoto Encyclopedia of Genes and Genomes. (**I**) Heatmap showing the up-regulation of ISGs in *Mcl1*^Δhep^ livers. (**J**) *Mcl1*^Δhep^ mice showed a significant enrichment of various gene signatures involved in immune responses and immune cell recruitment. Student’s *t* test: *P < 0.05, **P < 0.01, and ***P < 0.001.

The cytosolic DNA sensing pathway was recently reported to connect DNA damage to the activation of IRF3 (interferon regulatory factor 3) and nuclear factor κB (NF-κB), both known as important transcription factors for immune response (*13*). We therefore analyzed whether this pathway was activated in the *Mcl1*^Δhep^ liver. The expression of the key components of this pathway, cGAS and STING, was up-regulated in 2- and 12-month-old *Mcl1*^Δhep^ livers at both mRNA and protein levels (Fig. 1, F and G, and fig. S1D). Transcriptomic analysis of 2-month-old liver samples showed an enrichment of the cytosolic DNA sensing pathway and the interferon-α response signatures in the *Mcl1*^Δhep^ liver (Fig. 1H). 

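The data behind this comparison are total RNA-seq libraries of the livers of 3 wild-type (WT) mice and 3 *Mcl1* Δhep mice, in which the antiapoptotic gene *Mcl1* is deleted in hepatocytes. The paper gives their age as 2 months. Each liver gave 1 library, sequenced on an Illumina NovaSeq. For each library, the authors deposited the number of reads they counted on each of 40551 mouse Ensembl genes, as whole numbers without normalization. The paper's text names the FGCZ SUSHI platform for the analysis but not the aligner, the annotation, or whether strand was used, so reads of overlapping genes could have been counted for both. The reads counted on genes came to 39340988, 35927311, and 32210041 in the WT livers and to 45266387, 29124473, and 29882873 in the *Mcl1* Δhep livers. Gene names and positions are those of the GENCODE vM39 annotation of GRCm39, which holds 39533 of the identifiers. Libraries were scaled by edgeR's TMM method, and the 15070 genes kept by its filter on low counts were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. The model also held the libraries of *Sting1*-/- and *Mcl1* Δhep *Sting1*-/- livers, 12 in all, which share one estimate of the spread between livers. The deleted gene, *Mcl1* (ENSMUSG00000038612, chromosome 3, 95566026 to 95570487), had 98.6 ± 7.36 CPM (counts scaled to a common library total with the TMM factors) in WT livers and 29.0 ± 4.58 in *Mcl1* Δhep livers (mean ± SD, n = 3 each), a log2 fold change of −1.77 (standard error 0.16, adjusted p = 0.000605 from the quasi-likelihood test).

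The quasi-likelihood test called 3050 genes between *Mcl1* Δhep and WT livers at an adjusted p under 0.05, of which 1629 were higher and 1421 lower in *Mcl1* Δhep livers. For 2853 of them, the 3 *Mcl1* Δhep libraries did not overlap the 3 WT libraries, which held for 33.3% of all tested genes and holds for 10% by chance. The alternative that moved this count most, chosen after the data were seen, took the share of counts on small structured RNAs as a covariate and called 407 genes. That share was 0.172 to 0.369% in the WT libraries, and 0.283, 2.37, and 1.36% in the *Mcl1* Δhep libraries. Leaving out *Mcl1* Δhep replicate 1 gave 5232 genes, leaving out *Mcl1* Δhep replicate 2 gave 1238, and leaving out WT replicate 2 or WT replicate 3 gave 1233 or 1596. WT replicates 2 and 3 expressed Y-linked genes, whereas WT replicate 1 and the 3 *Mcl1* Δhep libraries did not. With Y-linked expression as a covariate, 1531 genes were called.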

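Gene sets were tested on the same counts with camera, a competitive set test of limma, at its preset correlation between genes of 0.01. The gene sets of Fig. 1H were not used here. The test covered 869 mouse Reactome sets with 10 to 500 tested genes, and the adjusted p-values below are Benjamini-Hochberg values over these sets. The set of cytosolic sensors of pathogen-associated DNA (51 genes) had a median log2 fold change of −0.02 between *Mcl1* Δhep and WT livers (camera adjusted p = 0.849). Interferon alpha beta signaling (12 genes) had a median of −0.18 (camera adjusted p = 0.552), and interferon signaling (106 genes) had a median of 0.03 (camera adjusted p = 0.669). None of the 3 medians was past the threshold with fry, a set test that estimates the correlation, either (adjusted p = 0.521, 0.361, and 0.503). In all, 167 sets passed an camera adjusted p of 0.05, of which 134 were higher and 33 lower in *Mcl1* Δhep livers. The lowest adjusted p belonged to DNA methylation (29 genes, median 1.29, adjusted p = 3.35e-09), a set that holds many histone genes. Cell cycle, mitotic (389 genes) had a median of 0.22 (adjusted p = 0.000177), and nucleosome assembly (39 genes) had a median of 1.05 (adjusted p = 3.54e-07). With fry, 198 sets passed. With camera's correlation estimated from the libraries, 0 sets passed, and 35 had an unadjusted p under 0.05. These 6 libraries can be split into groups of 3 in 10 ways, and with camera 3 of them gave as many sets, the real split included. The number of sets does not by itself show a difference between the genotypes.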

Activation of the cGAS-STING pathway is known to facilitate the production of various interferon-stimulated genes (ISGs) (*12*). 

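The heat map of Fig. 1I lists 17 ISGs, of which 16 had enough counts for the quasi-likelihood test and *Ch25h* did not. All 16 had a positive log2 fold change between *Mcl1* Δhep and WT livers, from 0.09 for *Isg15* to 2.04 for *Ifi27l2b*, with a median of 0.81. As a set, they were higher than the other tested genes (two-sided camera, adjusted p = 4.54e-05 over the 24 gene lists tested), which held with fry (adjusted p = 0.00515) but not with camera's correlation estimated (adjusted p = 0.192). Over all 15070 genes, 8 of the 16 had an adjusted p under 0.05, and 10 did when adjusted over the list alone. The list is the one the study shows for these livers, and the paper's text does not say how it was chosen. The second count and the set tests of the list are therefore not taken as independent evidence. A list of 32 other ISGs had a median of −0.25 (camera adjusted p = 0.311), the alternative that moved the result most. The sign of that median rested on WT replicate 3, without which it was 0.158. Leaving out each library in turn kept the median of the 16 genes between 0.73 and 0.95.

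*Ccl5* (ENSMUSG00000035042, chromosome 11, 83416602 to 83425942), which encodes a chemokine, had 0.820 ± 0.296 CPM in WT livers and 1.78 ± 0.389 in *Mcl1* Δhep livers (mean ± SD, n = 3 each). Its log2 fold change was 1.12 (standard error 0.34, edgeR adjusted p = 0.038). This p was above 0.05 in 7 of the 12 fits that each left out 1 library. *Cxcl10* (ENSMUSG00000034855, chromosome 5, 92494497 to 92496748), which encodes another chemokine, had 4.54 ± 3.38 CPM in WT livers and 10.2 ± 1.64 in *Mcl1* Δhep livers. Its change of 1.17 (standard error 0.48) was not past the threshold in edgeR's test (adjusted p = 0.0977), and it was in DESeq2 (adjusted p = 0.0456). WT replicate 3 alone had 8.09 CPM of *Cxcl10*, and without it the change was 1.87 and past the threshold. *Ifi27l2a* (ENSMUSG00000079017, chromosome 12, 103399975 to 103409950) had 8.83 ± 2.43 CPM in WT livers and 20.5 ± 10.3 in *Mcl1* Δhep livers, a change of 1.21 (standard error 0.37, edgeR adjusted p = 0.0393). With the share of small structured RNAs as a covariate, its change was −0.10, and in 8 of the 12 fits without 1 library its p was above 0.05. *Ifi27l2b* (ENSMUSG00000021208, chromosome 12, 103417157 to 103423482) rose from 7.27 ± 2.99 to 29.9 ± 7.56 CPM (standard error of its log2 fold change 0.42, edgeR adjusted p = 0.00815), and it stayed past the threshold in all 12 of these fits. With the same covariate, its change was 1.48 and not past the threshold. Both *Ifi27l2* genes are neighboring paralogs, between which the authors' counting could have split reads.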

Analysis of an ISG list showed that these genes were up-regulated in the 2-month-old *Mcl1*^Δhep^ liver, including genes encoding chemokines (*Ccl5* and *Cxcl10*) and interferon-α–inducible genes (*Ifi27l2a* and *Ifi27l2b*) (Fig. 1I). Several immune response–related signatures, such as pathways promoting immune cell chemotaxis, were also enriched in *Mcl1*^Δhep^ livers (Fig. 1J). 

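Among the Reactome sets, the one closest to immune cell chemotaxis holds the chemokine receptors and their ligands. Its 37 tested genes had a median log2 fold change of 0.91 between *Mcl1* Δhep and WT livers (camera adjusted p = 0.000218). The set also passed with fry (adjusted p = 0.00696) but not with camera's correlation estimated (adjusted p = 0.879). Across the 12 fits that each left out 1 library, its median stayed between 0.82 and 1.11. The gene sets of Fig. 1J were not used here.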

To corroborate these results, we performed immunohistochemistry and found that the infiltration of B cells (B220^+^), neutrophils (Ly6G^+^), and macrophages (F4/80^+^) was significantly higher in *Mcl1*^Δhep^ livers (fig. S2, A and B).

Thus, an activation of the cGAS-STING pathway was observed in *Mcl1*^Δhep^ livers, even though hepatocytes had been shown to have an incomplete cGAS-STING pathway (*14*–*16*). 

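In the same libraries, *Cgas* (ENSMUSG00000032344, chromosome 9, 78337802 to 78350535) had 0.335 ± 0.196 CPM in WT livers and 0.821 ± 0.191 in *Mcl1* Δhep livers (mean ± SD, n = 3 each). Its log2 fold change was 1.31 (standard error 0.45, adjusted p = 0.0562 from edgeR's quasi-likelihood test), with 7 to 17 counts per WT library and 21 to 50 per *Mcl1* Δhep library. DESeq2 gave 1.33 (adjusted p = 0.0474), and without WT replicate 3 the change was 1.87 (edgeR adjusted p = 0.0334). The change of *Sting1* was 1.01 (standard error 0.29, edgeR adjusted p = 0.0324). It was no longer past the threshold with Y-linked expression as a covariate (0.84, adjusted p = 0.154), without *Mcl1* Δhep replicate 2 (0.81, adjusted p = 0.13), or without any one of the 3 WT libraries. From the up-regulated pathway components, the enriched signatures, the ISGs, and the immune cell infiltration, the paper concludes that the cGAS-STING pathway was activated in *Mcl1* Δhep livers.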

Using immunohistochemical staining, we observed that both hepatocytes and NPCs expressed cGAS (fig. S2C). Expression of STING, however, was restricted to NPCs (fig. S2, C and D). Taking advantage of serial sections, we visualized a colocalization of F4/80^+^ and STING (fig. S2E). This pattern was further confirmed in isolated immune cells and hepatocytes using Western blotting (fig. S2, F and G). Some of the cGAS^+^ hepatocytes appeared to express a proliferation marker (Ki67) or DNA damage marker [phosphorylated H2AX at S139 (γH2AX)] (fig. S2H). Because of the differences in the spatial expression pattern of cGAS and STING, we sought to determine whether there is a mechanism mediating a cross-talk between DNA damage in hepatocytes and the activation of the cGAS-STING pathway in immune cells. One of the reported mechanisms to promote a cross-talk between cGAS-activated cells and adjacent bystander cells is via the production and transfer of the second messenger molecule cyclic guanosine monophosphate-adenosine monophosphate (cGAMP) (*17*, *18*). Measurement of cGAMP using the enzyme-linked immunosorbent assay showed that there was no significant change in the cGAMP level between WT and *Mcl1*^Δhep^ liver lysates (fig. S2I). Therefore, presumably, other mechanisms are involved in facilitating the cross-talk between hepatocytes and immune cells in the *Mcl1*^Δhep^ liver.

### eccDNA is increased in *Mcl1*^Δhep^ livers and has a strong immunostimulatory activity

eccDNA is a class of circular DNA elements that can be found in different tissues (*19*). The biogenesis of eccDNA is still not completely understood, although recent evidence showed that their generation might be related to DNA damage, increased cellular stress, and apoptosis (*20*, *21*). We performed eccDNA isolation using a protocol established for cultured cells and adapted it for liver tissue (Fig. 2A) (*22*). We observed that 2-month-old *Mcl1*^Δhep^ livers contained more eccDNA compared to age-matched WT controls (Fig. 2B). Using electron microscopy, we were able to visualize and confirm the presence of eccDNA using a plasmid (pRSV) as a control (Fig. 2C and fig. S3, A and B). To test our hypothesis that the observed activation of the cGAS-STING pathway in *Mcl1*^Δhep^ livers was due to the activation in immune cells, we isolated immune cells and examined their STING and p-p65 levels. Immune cells from *Mcl1*^Δhep^ livers showed a stronger STING expression and higher NF-κB activities, as indicated by increased phosphorylation of p65 at S536 (*23*), compared to immune cells from WT livers (Fig. 2, D and E, and fig. S3C). Analysis of the downstream kinase of STING, TBK1 (TANK-binding kinase 1), also showed an increased level of phosphorylation at S172 in the immune cells from *Mcl1*^Δhep^ livers (Fig. 2, D and E, and fig. S3C). These observations were consistent with the observed activation of the cGAS-STING pathway in *Mcl1*^Δhep^ livers.

**Fig. 2.**
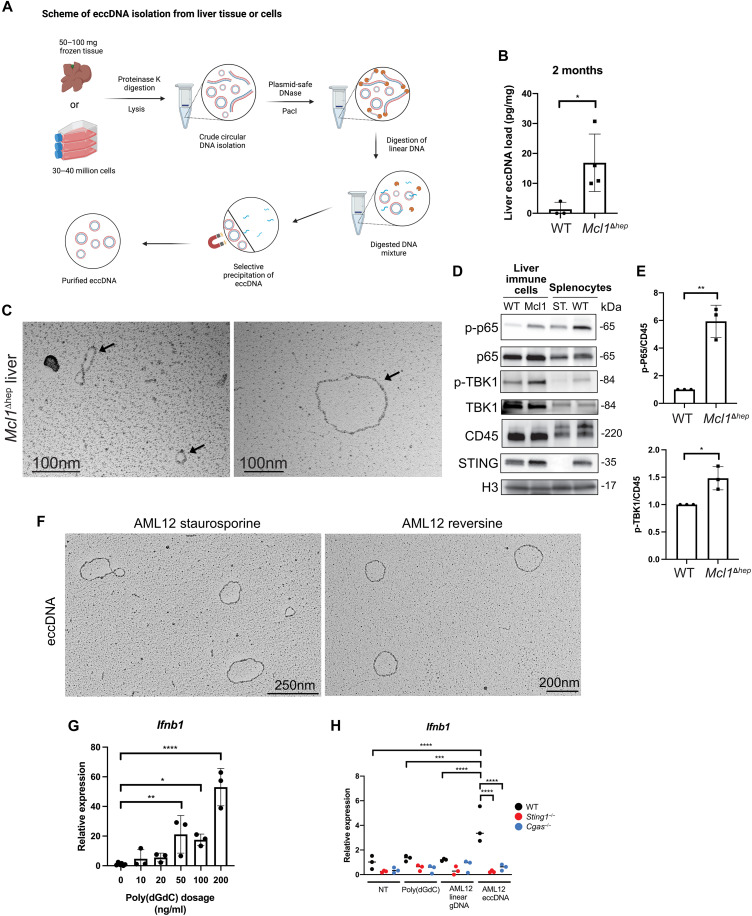
The cross-talk between MCL1-deficient hepatocytes and immune cells is mediated through an increase in eccDNA levels. (**A**) Schematic representation showing the steps of eccDNA isolation from liver tissues and cultured cells. Created in BioRender. L. K. Chan (2025); https://biorender.com/wqbnjku. DNase, deoxyribonuclease. (**B**) Quantification of eccDNA isolated from WT and *Mcl1*^Δhep^ livers by the Qubit HS dsDNA kit (pg/mg of tissues). Student’s *t* test: *P < 0.05. WT: *n* = 3; *Mcl1*^Δhep^: *n* = 4. (**C**) Visualization of eccDNA (arrow) isolated from the *Mcl1*^Δhep^ liver by electron microscopy (pictures show eccDNA captured from different fields). Scale bar, 100 nm. (**D**) Immune cells isolated from the *Mcl1*^Δhep^ liver showing higher p-p65 and STING levels. Mcl1, *Mcl1*^Δhep^; ST, *Sting1*^−/−^. (**E**) Densitometric analysis of Western blot for p-p65 and p-TBK1 levels normalized to the CD45 level from three independent experiments as a fold change compared to WT. Student’s *t* test: *P < 0.05 and **P < 0.01. (**F**) Visualization of eccDNA isolated from AML12 cells treated with 0.5 μM staurosporine for 24 hours or 0.5 μM reversine for 48 hours. Scale bars, 250 and 200 nm. (**G**) Induction of *Ifnb1* expression analyzed by quantitative PCR after poly(dGdC) treatment on WT BMDMs showed a dose-dependent pattern. Student’s *t* test: *P < 0.05. *n* = 3. (**H**) BMDMs from WT, *Sting1*^−/−^, and *Cgas*^−/−^ mice were transfected with eccDNA (10 ng/ml), linear genomic DNA (10 ng/ml), and poly(dGdC) (10 ng/ml). The *Ifnb1* expression was analyzed 12 hours after the transfection. *n* = 3. One-way ANOVA: ***P < 0.001 and ****P < 0.0001.

eccDNA from HeLa cells has been shown to be a strong immunostimulant (*20*). Therefore, we tested the effect of eccDNA from hepatocytes on immune cells and compared them with linear DNA and poly(deoxyguanylic-deoxycytidylic) acid [poly(dGdC)]. To ensure that an adequate amount of eccDNA was generated in hepatocytes, we treated AML12 cells, a murine hepatocyte cell line, with staurosporine using HeLa cells in parallel as a control. Treatment with staurosporine for 24 hours strongly increased the percentage of apoptotic cells in AML12 and HeLa cells (fig. S3, D and E). eccDNA from these cells was isolated and visualized by electron microscopy (Fig. 2F and fig. S3F). Similarly, treatment of AML12 cells over 48 hours with reversine, a reagent known to induce lagging chromosomes and MN formation, also resulted in eccDNA generation (Fig. 2F). Of note, reversine treatment did not induce extensive apoptosis in AML12 cells as staurosporine treatment did. To compare the immune-stimulating potency of eccDNA with linear DNA on immune cells, we generated bone marrow–derived macrophages (BMDMs) from 2-month-old mice of different genotypes (fig. S3, G and H). Poly(dGdC) is a synthetic DNA construct and a known potent agonist of STING. We tested the ability of poly(dGdC) to induce *Ifnb1* expression in WT BMDMs and found a threshold-dependent positive association between the dose of poly(dGdC) and *Ifnb1* induction (Fig. 2G). At a dosage in which both poly(dGdC) and linear DNA were unable to induce *Ifnb1* expression in WT BMDMs, eccDNA from AML12 cells induced a significantly higher expression of *Ifnb1* and *Tnfa* (Fig. 2H and fig. S3I). A similar result was observed with HeLa cell eccDNA, which induced a much stronger expression of *Ifnb1* and *Tnfa* in WT BMDMs (fig. S3J). Such induction was strongly dependent on the cGAS-STING pathway, as a deletion of either cGAS or STING abolished *Ifnb1* and *Tnfa* inductions by eccDNA (Fig. 2H and fig. S3, I and J). These results confirmed that eccDNA had strong immunostimulating properties, and their activities were dependent on both cGAS and STING.

It has been shown that DNA with different sizes has different potency in activating the cGAS-STING pathway with small cytosolic dsDNA [double-stranded DNA; ~20-40 base pairs (bp)] even having an inhibitory activity (*24*, *25*). We compared the DNA size in different categories used for BMDM stimulation. We observed that the majority of the eccDNA from AML12 and HeLa cells was approximately from 400 to 5000 bp in length, with discrete bands observed at lower molecular sizes (fig. S4A, lanes 3 and 5). Poly(dGdC), on the other hand, showed an enrichment of molecular size between 500 and 750 bp (fig. S4A, lane 1). Linear genomic DNA (sonicated) showed a DNA smear pattern, covering lengths from 250 bp to more than 10,000 bp. HeLa linear DNA was more abundant between 300 and 4000 bp (fig. S4A, lane 2). For AML12 linear DNA, we observed a higher abundance of DNA between 500 and 4000 bp and an enriched band at ~1200 bp (fig. S4A, lane 4). This result indicated that the sonicated genomic DNA samples [linear genomic DNA (gDNA)] from both cell lines not only contain DNA with sizes similar to the eccDNA samples but also DNA fragments larger than 5000 bp. To test whether the larger DNA fragments would contribute to the difference in their immunostimulating properties, we performed an additional sonication cycle, particularly on the AML12 linear gDNA sample, aiming to reduce the overall size of linear DNA, thus bringing their size closer to that of eccDNA. An additional sonication cycle reduced the enriched band at 1200 bp and enriched DNA with sizes around 250 to 2000 bp (fig. S4B). However, such a reduction in size did not affect the potency in inducing *Ifnb1* expression in BMDMs (fig. S4C). Collectively, this observation confirmed our finding that linear gDNA, in contrast to eccDNA, was not efficient in inducing *Ifnb1* expression in BMDMs, at least at low doses.

### CirSeq shows that *Mcl1*^Δhep^ livers compared to WT livers have a higher amount of eccDNA, which originates from all chromosomes

To further study the characteristics of eccDNA from *Mcl1*^Δhep^ livers, we performed circular sequencing (cirSeq) using an established protocol (*26*). In contrast to the silica column–based extraction method, this protocol enabled the detection of both large and small circular DNA (*19*, *26*, *27*). Rolling circle amplification was performed on the purified circular DNA followed by 150-bp pair-ended Illumina sequencing (Fig. 3A). The average sequencing depth per sample was 10.01 million reads, and 99.76% of the reads were mapped to the reference genome. Via the identification of the regions with a high abundance of mapped reads, together with the presence of breakpoints, split reads, and outward-facing discordant read pairs, circular DNA structures could be identified. We were able to identify eccDNA of various sizes originating from different regions of the genome. For example, a 1116-bp eccDNA was found to originate from chr1:57,239,706 to 57,240,822 within the long noncoding RNA BC055402 locus of a *Mcl1*^Δhep^ liver sample (Fig. 3B). We detected an average of 1353 unique eccDNA in WT livers, but more than 10 times the amount in *Mcl1*^Δhep^ livers, with an average of 14,835 eccDNA per sample (Fig. 3C). This result was consistent with the observation using a different method reported above (Fig. 2B). Despite an increase in the number of eccDNA in *Mcl1*^Δhep^ samples, the average length of circular DNA was significantly shorter (Fig. 3D). We observed that the majority of the eccDNA had a length between 400 and 6000 bp, which accounted for 85.18% of eccDNA in the WT and 95.81% in the *Mcl1*^Δhep^ group, respectively (Fig. 3E). By aligning the sequences to each chromosome, we detected that eccDNA originated from all chromosomes, with the frequency correlating proportionally with the size of the individual chromosomes (Fig. 3F). Notably, there was no significant difference in the length of eccDNA originating from different chromosomes. Looking into the content of eccDNA from WT and *Mcl1*^Δhep^ livers, more than 99.6% of the eccDNA contained intergenic sequences or partial genes (Fig. 3G). eccDNA carrying partial genes from WT and *Mcl1*^Δhep^ samples originated mostly from intronic regions, although the level was slightly higher in the latter (65.37% versus 70.95%). In WT samples, 17 of 5413 detected eccDNA carried full genes (0.31%), while in *Mcl1*^Δhep^ samples, 44 of 58,860 eccDNA carried full genes (0.075%) (table S2). These results suggest that the increased eccDNA in the liver of *Mcl1*^Δhep^ mice consists mainly of smaller eccDNA originating from all chromosomes.

**Fig. 3.**
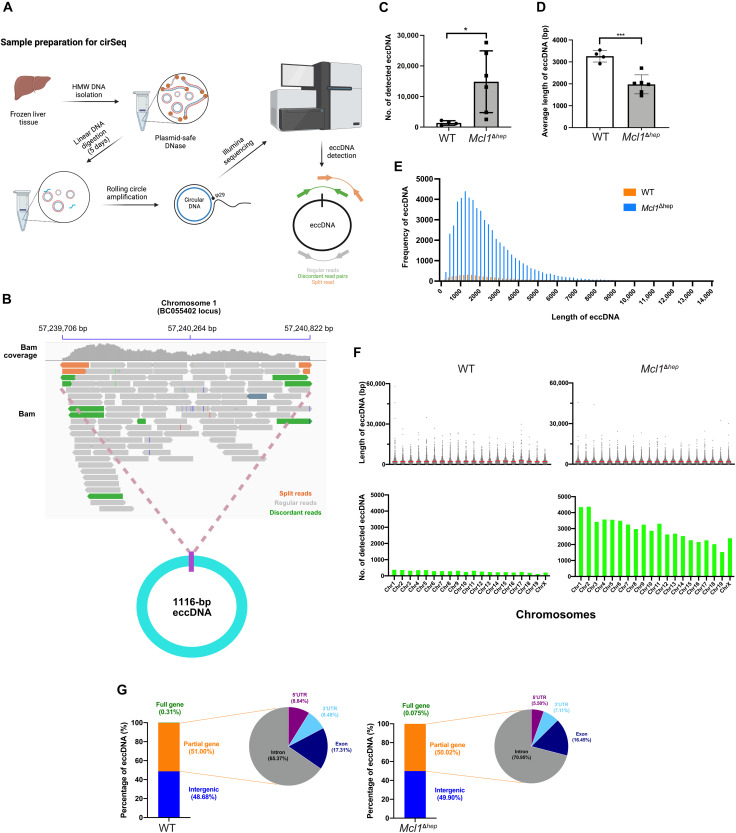
CirSeq shows that eccDNA from *Mcl1*^Δhep^ liver is shorter and comes from all chromosomes. (**A**) Schematic representation showing the steps of sample preparation and cirSeq. Created in BioRender. L. K. Chan (2025); https://biorender.com/w264fyb. HMW, high molecular weight. (**B**) Example of a 1116-bp eccDNA identified on chromosome 1 at the BC055402 locus of a *Mcl1*^Δhep^ liver sample. (**C**) Number of eccDNA detected in each liver sample. (**D**) Average length of eccDNA (base pairs) detected from each liver sample. WT: *n* = 4; *Mcl1*^Δhep^: *n* = 6. Student’s *t* test: *P < 0.05 and **P < 0.01. (**E**) Plotting of frequency of eccDNA according to different sizes (base pairs). Bin size: 200 bp. *n* = 4. (**F**) Size and number of detected eccDNA from each chromosome. Upper: Each dot represents one detected eccDNA. The red line indicates the mean. Lower: Data were summarized from four samples from each group. (**G**) The content of detected eccDNA was analyzed, and the percentages of full gene, partial gene, or intergenic region-containing eccDNA were shown. 3′UTR, 3′ untranslated region; 5′UTR, 5′ untranslated region.

### MN contain more eccDNA compared to PN

DNA damage in MN has been associated with chromothripsis, particularly in cells reintegrating the DNA fragments in MN back into the genome (*28*). During chromothripsis, cells acquire massive genomic rearrangements through DNA fragmentation and rejoining of DNA in a random manner (*29*). Given that we observed an increase in micronucleated hepatocytes in *Mcl1*^Δhep^ mice (Fig. 1D), we hypothesized that the presence of these structures is associated with the increase in eccDNA. To test this hypothesis, we treated AML12 cells with reversine for 48 hours to induce MN (fig. S5, A and B). Quantification of γH2AX fluorescence intensity showed that MN exhibited more severe DNA damage compared to PN (fig. S5C). By labeling the cells with 5-ethynyl-2′-deoxyuridine (EdU), we observed that some of the MN underwent active DNA replication (fig. S5D). To study MN specifically, we performed MN isolation on the basis of a method using sucrose gradient centrifugation to separate MN- and PN-rich fractions (*30*). On the basis of the DNA intensity (Hoechst 33343) and size (forward-scattered light), we sorted PN and MN from both AML12 and human embryonic kidney (HEK) 293T cells using flow cytometry and performed cirSeq (fig. S6, A and B). MN from AML12 cells showed significantly higher eccDNA levels compared to PN (Fig. 4A). Similarly to the distribution observed in livers of *Mcl1*^Δhep^ mice, the majority of eccDNA was below the length of 6000 bp (Fig. 4B). Alignment of the sequences indicated that the eccDNA also originated from all chromosomes (fig. S7A). A similar pattern was observed when comparing MN and PN from HEK293T cells (Fig. 4, A and B, and fig. S7C). The observation of MN bearing more abundant eccDNA was the same in both cell lines. Furthermore, by comparing eccDNA from MN and PN, we observed that MN tended to promote the generation of small eccDNA (Fig. 4C and fig. S7, B and D). These patterns suggested that the more abundant small eccDNA observed in *Mcl1*^Δhep^ compared to WT livers was due to higher levels of micronucleated hepatocytes. By analyzing the sequences of eccDNA identified in PN and MN, MN appeared to contain slightly more eccDNA with partial genes (fig. S7, E and F). Delving into the partial gene–containing eccDNA revealed that those with intronic sequences were more abundant in MN compared to PN (Fig. 4D).

**Fig. 4.**
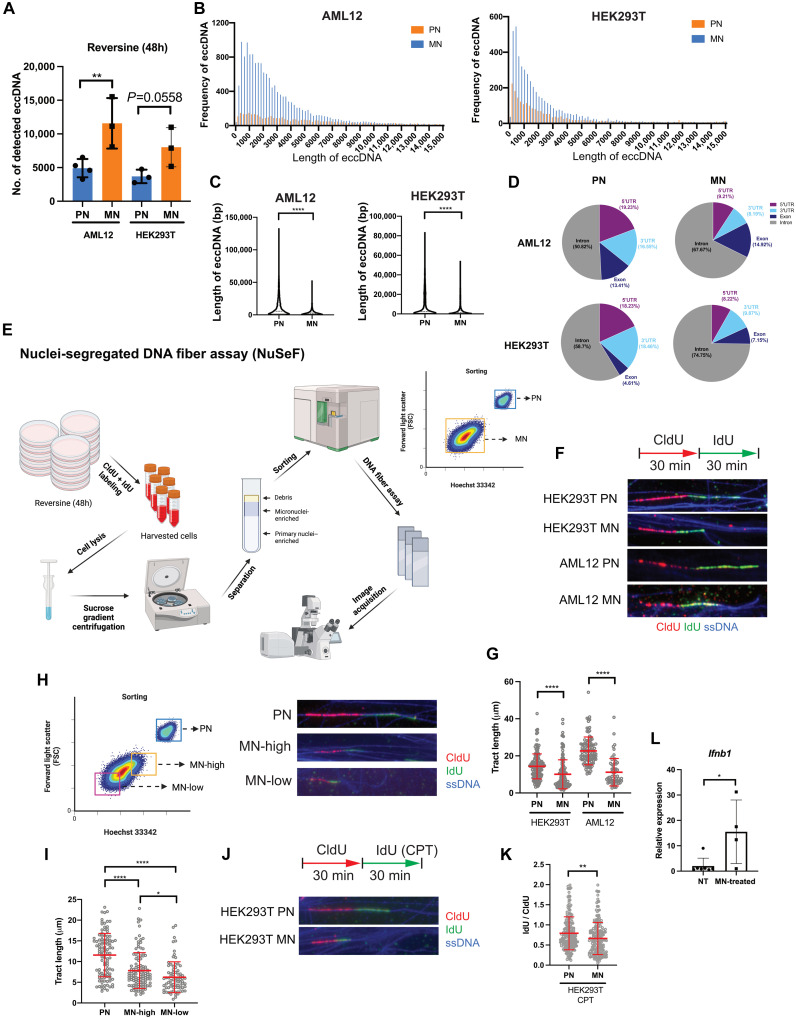
MN have more abundant eccDNA than PN. (**A**) CirSeq performed on sorted PN and MN. The number of detected eccDNA was compared. *n* ≥ 3. h, hours. (**B**) Plotting of frequency of eccDNA detected in AML12 and HEK293T PN and MN according to different sizes (base pairs). Bin size: 200 bp. (**C**) Comparison of the length of eccDNA (base pairs) between PN and MN. (**D**) Comparison of the distribution of partial gene–containing eccDNA that harbors 5′UTR, 3′UTR, intronic, and exonic sequences. (**E**) Schematic of the NuSeF assay. Created in BioRender. L. K. Chan (2025); https://biorender.com/9ljwwy1. (**F**) NuSeF assay comparing the DNA fibers from PN and MN. CldU and IdU were pulse labeled for 30 min each. ssDNA staining was used to visualize the integrity of DNA. (**G**) The tract length (CldU + IdU) was measured. Each dot represents a single fiber. (**H**) Left: Illustration of sorted populations. Created in BioRender. L. K. Chan (2025); https://biorender.com/bhc32os. Right: NuSeF assay showing that the DNA fiber length was decreasing from PN, large MN (MN-high), and small MN (MN-low) from HEK293T cells. (**I**) The tract length (CldU + IdU) was measured. Each dot represents a single fiber. (**J**) Cells were treated with reversine for 48 hours. The NuSeF assay was performed with treatment with/without CPT at the IdU labeling step. (**K**) The ratio of IdU to CldU was measured to study the frequency of fork stalling events under CPT treatment. (**L**) Quantitative PCR analysis of *Ifnb1* expression 16 hours after the treatment of the MN-enriched fraction on BMDMs (40 μl). Nontumor (NT) samples were treated with PBS. *n* ≥ 4. Student’s *t* test: *P < 0.05, **P < 0.01, and ****P < 0.0001 [(C), (K), and (L)]. One-way ANOVA: *P < 0.05, **P < 0.01, and ****P < 0.0001 [(A), (I), and (G)].

### NuSeF assay reveals intrinsic defects in MN that exhibit stronger replication stress

To better understand how MN promote eccDNA generation, we have developed a method called nuclei-segregated DNA fiber (NuSeF) assay (Fig. 4E). This approach allowed us to distinguish DNA fibers originating from PN and MN after separation by fluorescence-activated cell sorting. Using the NuSeF assay, DNA fibers from MN of AML12 and HEK293T cells showed much shorter total tract length (CldU + IdU) (Fig. 4, F and G) compared to their corresponding PN. The reduction was observed in both the CldU and IdU tract lengths, although the IdU-to-CldU ratio was not altered (fig. S8, A to C). This suggested that MN had higher replication stress, which resulted in overall replication fork slowing. Such a pattern was consistent in both cell types. We observed an inverse correlation between the size of nuclei (PN versus MN-high versus MN-low) and the total DNA tract length (Fig. 4, H and I). Similarly to PN, MN also responded to camptothecin (CPT) treatment, showing a reduced total tract length upon induction of replication stress (fig. S8D). Treatment with CPT also resulted in a significant reduction of the IdU-to-CldU ratio in MN compared to PN (Fig. 4, J and K). This indicated that MN were more susceptible to replication stress, which might explain the observed higher DNA damage in these structures (fig. S5C). Our results suggested that although MN still retained the replication properties observed in PN, intrinsic defects in MN, such as their increased susceptibility to replication stress, could be a source of increased eccDNA generation.

### eccDNA is transferred to BMDMs indirectly through MN

To understand how eccDNA is transferred from hepatocytes to macrophages, we applied a systematic approach to study this mechanism. We hypothesized that eccDNA is released from hepatocytes into their environment. We first treated AML12 cells with reversine for 48 hours to induce MN formation. The reversine-containing medium was exchanged with a fresh medium, and the conditioned medium was collected 22 hours later. Incubation of BMDMs with the conditioned medium from AML12 cells enriched with MN for 8 or 16 hours did not result in an increased expression of *Ifnb1* (fig. S8E). Next, we tested the effect of adding linear DNA or eccDNA directly into the BMDM culture medium. BMDMs stimulated with AML12 linear gDNA (30 ng/ml) or AML12 eccDNA (30 ng/ml) also did not result in an increased expression of *Ifnb1* (fig. S8F). Notably, the DNA dosage applied here was three times higher than in the experiment with transfection (Fig. 2H). This indicates that the transfer of eccDNA to macrophages is not efficient without transfection. Given that we have shown that MN were structures enriched with eccDNA, we next wondered whether MN serve as a vehicle for delivering eccDNA to macrophages. To test this hypothesis, we modified the MN isolation protocol and obtained the MN-enriched fraction from AML12 cells treated with reversine (fig. S8G). Additional washing steps were applied on the MN-enriched fraction, and we confirmed that the purified MN-enriched fraction contained more than 91.9% of MN (fig. S8H). BMDMs treated with the MN-enriched fraction showed a significantly higher expression of *Ifnb1* compared to nontreated cells (Fig. 4L). Collectively, these results indicate that the transfer of eccDNA from hepatocytes may occur indirectly through the uptake of MN by BMDMs from the environment.

### eccDNA is increased in mouse models of liver diseases with high tumor incidence

We then aimed to find out whether the increase in eccDNA was specific to the *Mcl1*^Δhep^ mouse model. We performed cirSeq in several CLD mouse models of liver diseases, including a model of polycystic liver disease (JNK1/2^Δhep^), a model of fatty-liver disease (fast-food diet), and a model of oncogene activation (c-MYC overexpression) (Fig. 5A) (*31*–*33*). JNK1/2^Δhep^ mice at 12 months displayed multiple cystic structures in the liver. However, this phenotype was not associated with an increase in eccDNA (Fig. 5B). Mice fed with a fast-food diet developed macrovesicular steatosis but did not show any changes in eccDNA levels. In contrast, high eccDNA levels were observed in livers of *Mcl1*^Δhep^ and *Myc*^OE^ mice. These models had a reduced average size of eccDNA, suggesting that the increased eccDNA was mostly small eccDNA. Both *Mcl1*^Δhep^ and *Myc*^OE^ mouse lines had much higher tumor incidence (~50% in 12-month-old *Mcl1*^Δhep^ mice and 100% in *Myc*^OE^ mice) compared to the other models (0% in JNK1/2^Δhep^ mice and 2.5% in 12-month-old fast-food diet mice) (*31*–*33*). These data suggested a positive correlation between high eccDNA levels and the development of HCC.

**Fig. 5.**
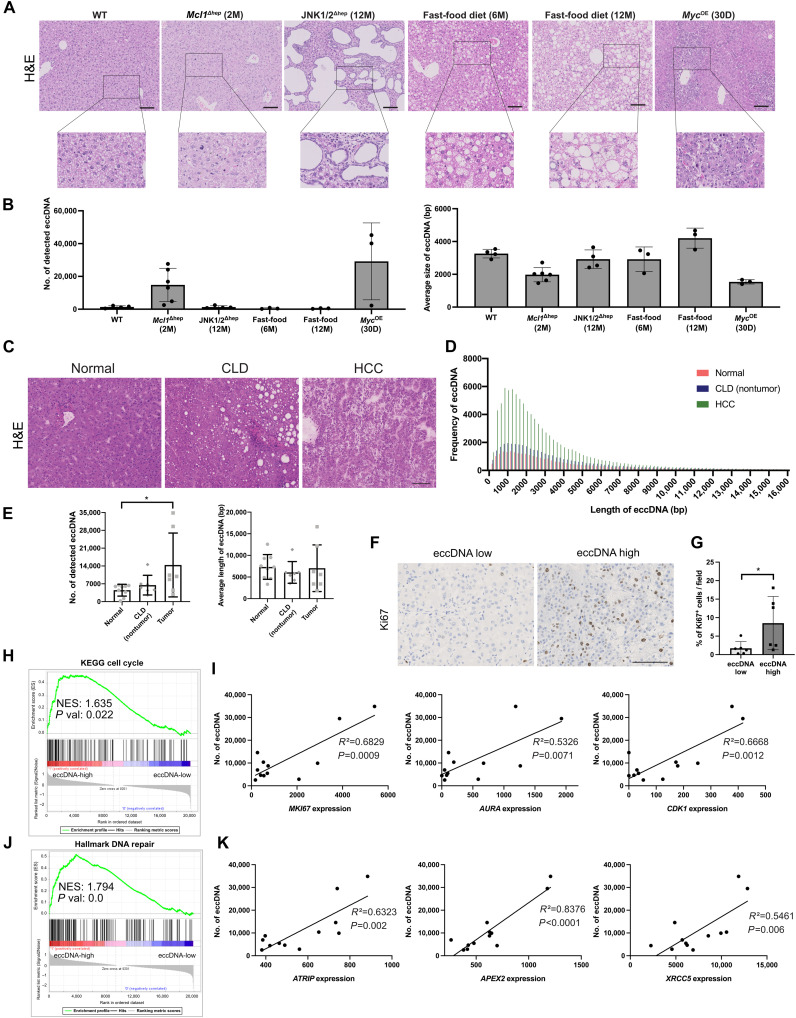
eccDNA levels are increased in mouse models with high tumor incidence and samples from patients with HCC. (**A**) Histology of mouse models of various liver diseases: 2-month-old *Mcl1*^Δhep^ liver (chronic liver injury), 12-month-old JNK1/2^Δhep^ mice (polycystic liver disease), 30-day-old LAP-tTa/tetO-c-MYC mice (MYC oncogene activation), and 6-month-old and 12-month-old fast-food diet–treated mice (fatty liver disease). Scale bars, 100 μm. H&E, hematoxylin and eosin; M, months; D, days. (**B**) CirSeq was performed from the liver tissues of these mice. The average number of detected eccDNA and their average size were compared. *n* ≥ 3. (**C**) Histology of patient tissues from normal, CLD (NT area), and HCC livers. Scale bar, 100 μm. (**D**) Plotting of frequency of eccDNA according to different sizes (base pairs). Bin size: 200 bp. *n* = 7. (**E**) Total number and average length of detected eccDNA. Each dot represents one sample. Student’s *t* test: *P < 0.05. *n* ≥ 7. (**F**) Staining of Ki67 on HCC samples from the eccDNA-high and eccDNA-low groups. Scale bar, 100 μm. (**G**) Quantification of the percentage of Ki67^+^ cells per field on the eccDNA-high and eccDNA-low CLD and HCC samples. Student’s *t* test: *P < 0.05. *n* = 6. (**H**) GSEA using RNA-seq data comparing the eccDNA-high and eccDNA-low groups showing an enriched “Cell Cycle” signature in the eccDNA-high group. (**I**) Correlation of eccDNA levels from CLD and HCC samples to their corresponding expression of proliferation-associated genes (*MKI6*, *AURA*, and *CDK1*) using normalized counts. *n* = 12. (**J**) GSEA showing an enriched “DNA Repair” signature in the eccDNA-high group. (**K**) Correlation of eccDNA levels to their corresponding expression of DNA repair–related genes (*ATRIP*, *APEX2*, and *XRCC5*) using normalized counts. *n* = 12. Pearson’s correlation coefficient and *R*^2^ were calculated in all the correlation tests.

### eccDNA levels are increased in human CLD and HCC tissues

To investigate whether elevated eccDNA levels could also be relevant for hepatocarcinogenesis in humans, we examined eccDNA levels in HCC and the adjacent CLD tissues in comparison to nondiseased liver tissues (Fig. 5C). CirSeq revealed that the eccDNA levels were already increased in CLD tissues and significantly elevated in HCC tissues (Fig. 5, D and E). We observed that the majority of eccDNA had a size below 8000 bp. The largest detected circular DNA in patient samples was 724,600 bp, which was still much smaller than the expected size observed in extrachromosomal DNA, a class of circular DNA frequently detectable in tumor cells (*27*). To determine whether some of these circular DNA carried complete genes, the cirSeq sequences were aligned to the human genome (GRCh38). We were able to identify eccDNA carrying at least one complete gene in all samples, with an average of 95, 62, and 73 eccDNA per sample in the normal, CLD, and HCC groups, respectively.

To analyze whether there was a correlation between the presence of full genes in eccDNA to their expression, we performed total RNA sequencing (RNA-seq). A comparison of samples that contained full genes present in eccDNA with the rest of the samples did not reveal a significant up-regulation of these genes, suggesting that these genes were most likely not amplified in the circular form (fig. S9, A to C). Given that eccDNA levels were increased in CLD and HCC tissue samples, we divided these samples into eccDNA-high and eccDNA-low groups on the basis of their eccDNA levels. We observed that the percentage of Ki67^+^ cells in the eccDNA-high group was significantly higher than in the eccDNA-low group (Fig. 5, F and G). eccDNA-high samples also showed a tendency toward increased infiltration by CD11b^+^ cells (fig. S10A). We then performed gene set enrichment analysis (GSEA) and observed a significant enrichment of the “Cell Cycle” signature in the eccDNA-high group (Fig. 5H). Correlation analyses revealed that the level of eccDNA was strongly correlated with the expression of proliferation-associated genes, e.g., *MKI67* (gene encoding Ki67), *AURKA* (gene encoding aurora kinase A), and *CDK1* (gene encoding CDK1) (Fig. 5I). In line, a statistically significant positive correlation was found between the eccDNA levels and the percentage of Ki67^+^ cells (fig. S10B). Furthermore, we observed an enrichment of the “Hallmark DNA Repair” signature in the eccDNA-high group (Fig. 5J). A strong positive correlation was also observed between eccDNA levels and the expression of various genes in several DNA repair mechanisms: *ATRIP*, which is essential for recruiting ATR (ataxia telangiectasia and Rad3-related protein) in response to DNA double-strand break (DSB) as part of the DNA damage response; *APEX2*, which encodes an apurinic/apyrimidinic endodeoxyribonuclease that functions in the DNA base excision repair; and XRCC5, which encodes Ku80 that, together with Ku70, binds to DSB and promotes nonhomologous end-joining (Fig. 5K and fig. S10C). Collectively, these results suggested that patient samples with strong proliferation and consequently increased replication stress and DNA damage tended to generate higher levels of eccDNA.

### Deletion of *Sting1* reduces inflammation and tumor incidence in *Mcl1*^Δhep^ mice

Given that the effect of eccDNA on immune cells in inducing *Ifnb1* and *Tnfa* expression was dependent on the cGAS-STING pathway (Fig. 2H and fig. S3I), we sought to determine whether the phenotype of *Mcl1*^Δhep^ mice would be affected by blocking this pathway. To this aim, we crossed *Sting1*^−/−^ mice with *Mcl1*^Δhep^ mice to generate an *Mcl1*^Δhep^ *Sting1*^−/−^ mouse line. We confirmed the knockout status of the *Sting1*^−/−^ mice by Western blotting and observed that splenocytes from these mice were not able to induce IRF3 phosphorylation after DMXAA (5,6-dimethylxanthenone-4-acetic acid; a murine STING1 agonist) stimulation (fig. S11A). *Mcl1*^Δhep^ *Sting1*^−/−^ mice showed no significant difference in liver damage [serum alanine transaminase (ALT)], level of apoptosis (cl. caspase 3), proliferation (Ki67), or DNA damage (γH2AX) when compared to *Mcl1*^Δhep^ mice (Fig. 6, A and B). Given the expression pattern of STING in the liver (fig. S2C), the effect of inhibiting the STING pathway was assumed to affect immune cells. To test this, total RNA-seq and gene signature analyses were performed on *Mcl1*^Δhep^ *Sting1*^−/−^ liver samples using *Mcl1*^Δhep^ mice as a control. 

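Total RNA of 3 *Mcl1* Δhep *Sting1*-/- livers was sequenced beside the 3 *Mcl1* Δhep livers described with Fig. 1, and the same experiment holds 3 livers of *Sting1*-/- mice with intact *Mcl1*. The authors deposited raw read counts per gene for these libraries in the same form. The totals were 28826367, 38735263, and 37621491 counts in the *Mcl1* Δhep *Sting1*-/- libraries and 37258654, 40214267, and 42121919 in the *Sting1*-/- libraries. The paper's text does not give the age of these livers beside the analysis. *Mcl1*, with 22.3 ± 3.96 CPM in *Mcl1* Δhep *Sting1*-/- livers and 81.8 ± 7.20 in *Sting1*-/- livers (mean ± SD, n = 3 each), was lower with *Mcl1* deletion in every library (log2 fold change −1.87, standard error 0.16, adjusted p = 0.00145 from edgeR's quasi-likelihood test).

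*Sting1* (ENSMUSG00000024349, chromosome 18, 35866732 to 35873607) had 2.53, 2.43, and 2.11 CPM in WT replicates 1 to 3 and 4.59, 6.00, and 3.67 in *Mcl1* Δhep replicates 1 to 3. It had 1.90, 2.53, and 2.33 in the libraries labelled *Mcl1* Δhep *Sting1*-/- and 1.16, 1.73, and 2.70 in the libraries labelled *Sting1*-/-. The counts behind these values were 40 to 222 per library. The libraries labelled *Mcl1* Δhep *Sting1*-/- were below the *Mcl1* Δhep libraries, without overlap (log2 fold change −1.07, standard error 0.29, edgeR adjusted p = 0.134). The change was past the threshold in DESeq2 (adjusted p = 0.0223) and in edgeR without *Mcl1* Δhep replicate 1. The libraries labelled *Sting1*-/- were not distinguishable from WT (−0.34, edgeR adjusted p = 0.998). Without *Sting1*-/- replicate 3 the change was −0.70 and without *Sting1*-/- replicate 1 it was −0.091, neither past the threshold, so in this comparison the counts on the gene do not show the deletion by themselves. Gene counts do not tell whether the remaining reads come from a transcript that the deletion left without function. The paper showed the loss of the protein by Western blotting (fig. S11A).

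At an adjusted p under 0.05, 0 of 15070 genes differed between *Mcl1* Δhep *Sting1*-/- and *Mcl1* Δhep livers in edgeR's quasi-likelihood test, and 3098 had an unadjusted p under 0.05. DESeq2, the alternative that moved this count most apart from leaving out a library, called 663 genes, of which 345 were higher and 318 lower in *Mcl1* Δhep *Sting1*-/- livers. The count rested on *Mcl1* Δhep replicate 1, without which edgeR called 3108 genes. The *Mcl1* Δhep libraries left in that fit, replicates 2 and 3, had 2.37 and 1.36% of their counts on small structured RNAs. The other libraries, with replicate 1 at 0.283%, had 0.172 to 0.897%. That fit therefore cannot tell *Sting1* deletion from library preparation. Leaving out *Mcl1* Δhep replicate 2 gave 2 genes, and leaving out *Mcl1* Δhep replicate 3 gave 6. The 3 libraries of each group did not overlap for 18.2% of all genes, where 10% is the chance share. *Mcl1* Δhep *Sting1*-/- replicate 1 expressed Y-linked genes, whereas the other *Mcl1* Δhep *Sting1*-/- libraries and the 3 *Mcl1* Δhep libraries did not.

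**Figure D1:**
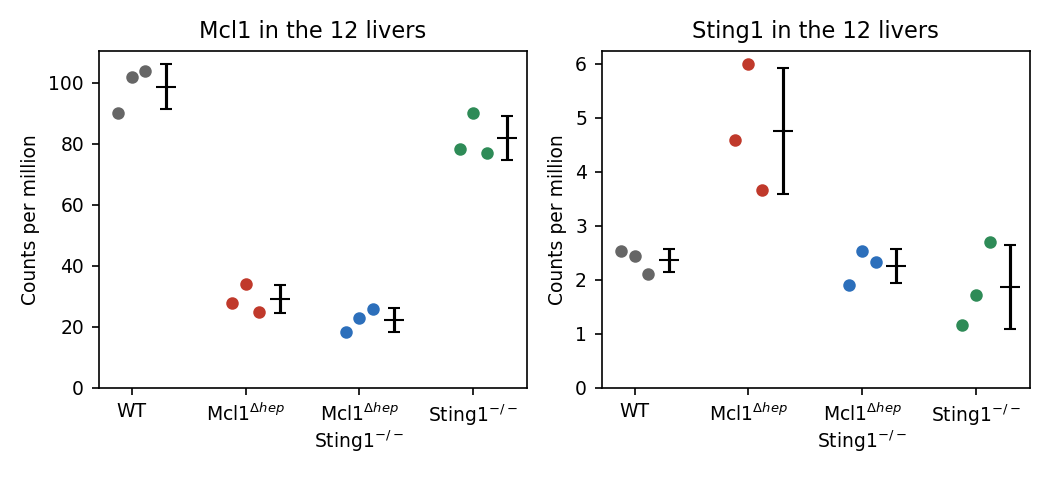
Normalized counts in CPM (vertical axes, starting at 0) of *Mcl1* (left) and *Sting1* (right) in the 12 livers, by genotype (horizontal axis). Each point is a liver, and the bars give the mean and SD of 3 livers. *Mcl1* was at 18.1 to 34.0 CPM in the livers with its deletion and at 77.0 to 104 in the others. *Sting1* was highest in the *Mcl1* Δhep livers and overlapped between the WT livers and those labelled *Sting1*-/-.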

Overrepresentation analysis (ORA) indicated that most of down-regulated signatures in the *Mcl1*^Δhep^ *Sting1*^−/−^ liver were related to immune response (Fig. 6C). 

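With 0 genes called lower in *Mcl1* Δhep *Sting1*-/- livers by edgeR at an adjusted p under 0.05, an overrepresentation analysis on its calls had no genes to test. The alternative list from edgeR held the 482 genes with an unadjusted p under 0.01 and a fall of at least 0.5 on the log2 scale. Against all 15070 tested genes as the background, 45 of 869 Reactome sets were overrepresented (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p under 0.05). The set with the lowest p was DNA methylation, with 17 of its 29 genes in the list where 0.928 are expected by chance (adjusted p = 9.2e-16). Of the 60 histone genes tested, 36 were in the list. Without the histone genes, 446 genes and 4 sets remained. They were muscle contraction (11 genes in the list, adjusted p = 7.11e-06), striated muscle contraction (6 genes, adjusted p = 0.000117), platelet degranulation (12 genes, adjusted p = 0.00114), and response to elevated platelet cytosolic Ca2+ (12 genes, adjusted p = 0.00163). The 318 genes called lower by DESeq2, a list tested after the data were seen, gave 46 of 858 sets against the 14390 genes with a DESeq2 adjusted p, and 43 of the 46 were among the 45 above. DNA methylation was again first (17 genes, adjusted p = 1.64e-18). Without histone genes, 283 genes and 6 sets remained, led by platelet degranulation (12 genes, adjusted p = 4.33e-05). The others were response to elevated platelet cytosolic Ca2+, muscle contraction, platelet activation, hemostasis, and G alpha i signaling. *Mcl1* Δhep replicate 3, on the higher side of this comparison, had 0.218% of its counts on skeletal muscle transcripts, against at most 0.0013% in every other library. The term source and gene threshold of Fig. 6C are not named in the paper's text.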

Various ISGs were found to be significantly down-regulated upon *Sting1* deletion (fig. S11B). 

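Of the 17 ISGs of Fig. 1I, the 16 that were tested all had a negative log2 fold change between the libraries labelled *Mcl1* Δhep *Sting1*-/- and the *Mcl1* Δhep libraries, with a median of −0.48. As a set, they were lower than the other tested genes (two-sided camera, adjusted p = 0.000799 over the 24 lists). This did not hold with fry (adjusted p = 0.169, from an unadjusted 0.0422) or with camera's correlation estimated (adjusted p = 0.41). The 32 other ISGs had a median of −0.08 (camera adjusted p = 0.888). By edgeR's quasi-likelihood test, 0 of the 16 genes passed an adjusted p of 0.05 over all genes and 0 did when adjusted over the list alone, while 4 had an unadjusted p under 0.05. DESeq2 also called 0 of them. The largest fall was that of *Ifi27l2a*, from 20.5 to 9.63 ± 1.02 CPM (mean ± SD, n = 3), or −1.09 on the log2 scale (standard error 0.37, edgeR adjusted p = 0.158). Without *Mcl1* Δhep replicate 1, its change was −1.44 and past the threshold. The *Mcl1* Δhep libraries in that fit were those with the highest shares of small structured RNAs. *Isg20* changed by −0.88 (standard error 0.33, edgeR adjusted p = 0.18). *Ccl5* reached 1.05 ± 0.337 CPM, a change of −0.76 (standard error 0.33, edgeR adjusted p = 0.228). *Ifitm1* changed by −0.64 (standard error 0.19, edgeR adjusted p = 0.142). Leaving out each library in turn, the median of the list was between −0.59 and −0.43. The paper shows this list as raised in the same *Mcl1* Δhep livers, so its fall from them is not independent evidence either. Between *Mcl1* Δhep *Sting1*-/- and *Sting1*-/- livers, 14 of the 16 genes were also higher, with a median of 0.39. The change with *Mcl1* deletion differed between *Sting1* backgrounds with camera (adjusted p = 0.0103) and not with fry (adjusted p = 0.316).

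**Figure D2:**
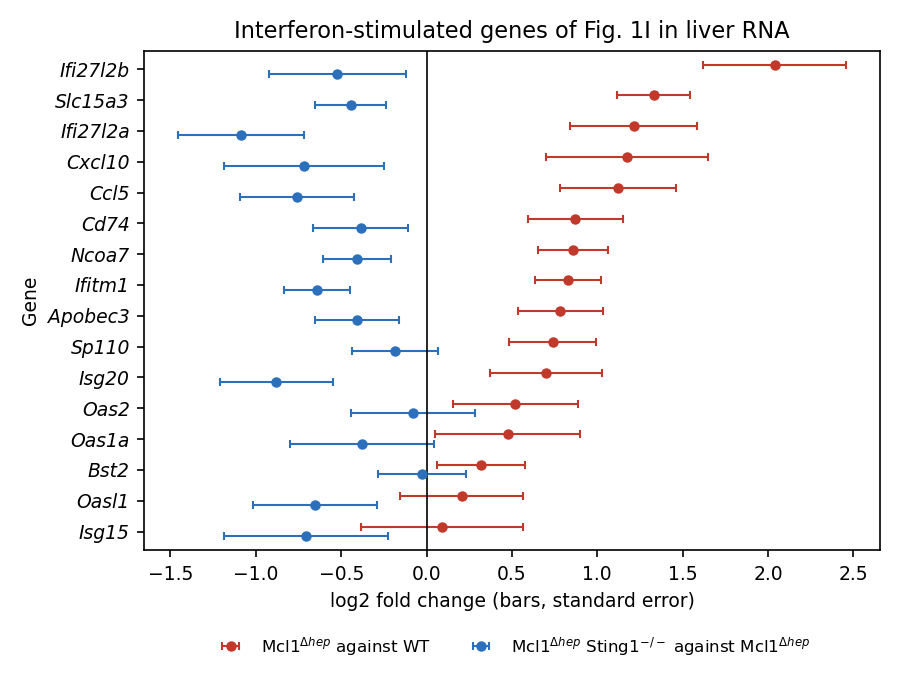
Log2 fold change (horizontal axis) of the 16 tested ISGs of Fig. 1I (vertical axis), with the standard error as bars, between *Mcl1* Δhep and WT livers (red) and between the livers labelled *Mcl1* Δhep *Sting1*-/- and *Mcl1* Δhep livers (blue). All 16 lie above 0 in the first comparison and below 0 in the second, and for *Isg15*, *Oasl1*, *Oas2*, *Sp110*, *Oas1a*, and *Bst2* the value lies within 1 standard error of 0 in at least one of the comparisons. The *Mcl1* Δhep livers enter both comparisons and are those for which the paper shows the list, so the opposite signs are not independent.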

Using GSEA, we observed a depletion of signatures involved in immune cell chemotaxis in *Mcl1*^Δhep^ *Sting1*^−/−^ mice, e.g., macrophage migration and granulocyte chemotaxis (fig. S11C). 

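The Reactome set of chemokine receptors and their ligands (37 genes) had a median log2 fold change of −0.61 between the libraries labelled *Mcl1* Δhep *Sting1*-/- and the *Mcl1* Δhep libraries (camera adjusted p = 0.00142). It did not pass with fry (adjusted p = 0.165) or with camera's correlation estimated (adjusted p = 0.974). In all, 109 of 869 sets passed with camera, of which 73 were lower and 36 higher in *Mcl1* Δhep *Sting1*-/- livers. With fry, 0 sets passed and 134 had an unadjusted p under 0.05. The lowest camera p belonged to a set with many histone genes (SIRT1 negatively regulates rRNA expression, 33 genes, median −0.78, adjusted p = 4.38e-09), and translation (139 genes) had a median of −0.28 (adjusted p = 1.8e-05). Without *Mcl1* Δhep replicate 1, 205 sets passed with camera, and without *Mcl1* Δhep replicate 2, 72 did. The gene sets of fig. S11C were not used here.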

In line, quantification of F4/80-positive cells showed that STING knockout reduced the number of macrophages/Kuffer cells in the *Mcl1*^Δhep^ liver (Fig. 6B). Such a reduction could be associated with a down-regulation of key chemokines of macrophages, e.g., CXCL10, in *Mcl1*^Δhep^ *Sting1*^−/−^ mice (fig. S11B).

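*Cxcl10* had 11.9, 8.69, and 9.96 CPM in *Mcl1* Δhep replicates 1 to 3, and 5.04, 7.48, and 6.07 in the libraries labelled *Mcl1* Δhep *Sting1*-/-, so the groups did not overlap. The means were 10.2 and 6.20 ± 1.22 (SD, n = 3), and the *Sting1*-/- livers had 3.55 ± 1.48. The log2 fold change between *Mcl1* Δhep *Sting1*-/- and *Mcl1* Δhep was −0.72 (standard error 0.47), which was not past the threshold (adjusted p = 0.398 from edgeR's quasi-likelihood test). In the 12 fits that each left out 1 library, it was between −0.87 and −0.58, and none passed.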

**Fig. 6.**
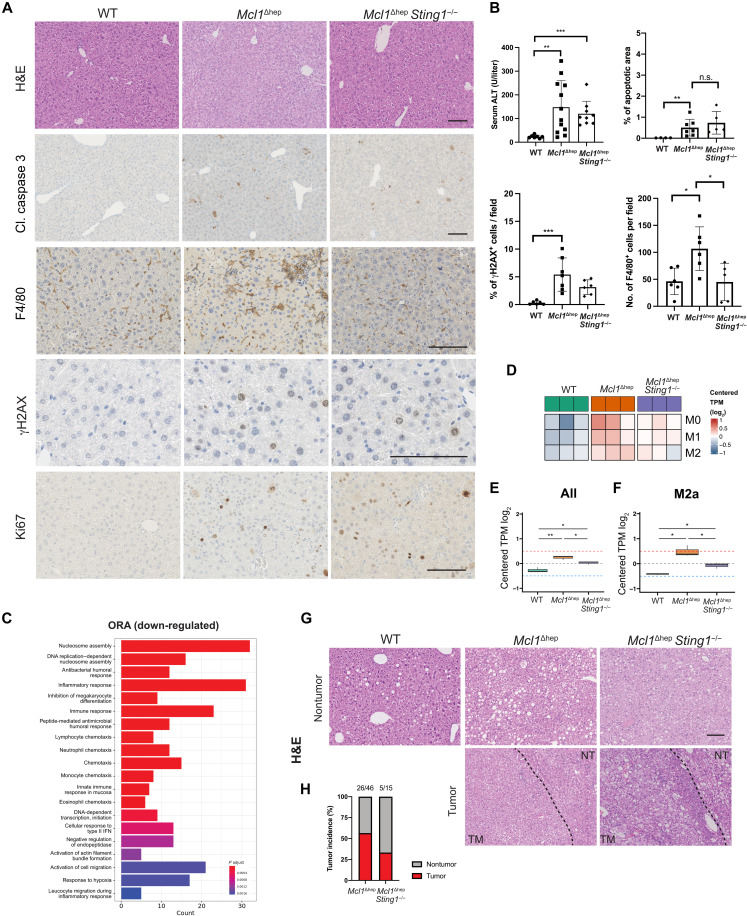
STING knockout reduces immune cell infiltration and tumor incidence in *Mcl1*^Δhep^ mice. (**A**) Histological analyses of 2-month-old mice showed no differences in apoptosis (cleaved caspase 3), DNA damage (γH2AX), and proliferation (Ki67) but a reduction in macrophage infiltration (F4/80) in *Mcl1*^Δhep^ *Sting1*^−/−^ mice. Scale bar, 100 μm. (**B**) Measurement of serum alanine transaminase (ALT) levels from blood samples collected at the 2-month time point. Quantification of the cleaved caspase 3 staining as a percentage of total area. Quantification of the number of γH2AX^+^ hepatocytes per field. Quantification of the number of F4/80^+^ cells per field. Student’s *t* test: *P < 0.05, **P < 0.01, and ***P < 0.001. n.s., not significant. (**C**) *Mcl1*^Δhep^ *Sting1*^−/−^ mice showed a significant down-regulation of gene signatures involved in immune responses and immune cell recruitment. ORA, overrepresentation analysis. (**D**) Heatmap showing averaged M0-, M1-, and M2-associated genes. (**E** and **F**) Box plot comparing the log_2_-centered TPM of the averaged M0-, M1-, and M2-associated genes together or M2a-associated genes. One-way ANOVA followed by post hoc pairwise two-sided Student’s *t* test: *P < 0.05 and **P < 0.01. (**G**) Histology of 12-month livers showing the tumor (TM) area and nontumor (NT) area. Scale bar, 100 μm. (**H**) Tumor incidence showing the percentage of mice in the corresponding genotypes that displayed at least one tumor in the liver.

Given that the polarization of macrophages into the M1 or M2 phenotype can have a distinct effect on the microenvironment and remarkably influence liver tumorigenesis, we investigated the different macrophage subpopulations in the WT, *Mcl1*^Δhep^, and *Mcl1*^Δhep^ *Sting1*^−/−^ mice. 

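The clusters of fig. S11D hold 6 genes for M0, 13 for M1, and 15 for M2 macrophages. Following the paper's methods, each library's counts were turned into TPM, which divide counts by gene length (here from the GENCODE vM39 annotation) and scale each library to the same total, then into log2(TPM + 1), and each gene was centered on its mean over the 9 libraries of WT, *Mcl1* Δhep, and *Mcl1* Δhep *Sting1*-/- livers. The pseudocount is not stated in the methods. The score of a liver is the mean over the cluster. Exact permutation tests were used in place of the paper's tests, since each group has 3 livers. The M0 score was −0.38 ± 0.31 in WT livers and 0.29 ± 0.35 in *Mcl1* Δhep livers (mean ± SD, n = 3 each). The M1 score was −0.31 ± 0.14 and 0.24 ± 0.19, and the M2 score was −0.19 ± 0.06 and 0.17 ± 0.06. For each of the 3 clusters, every *Mcl1* Δhep liver scored higher than every WT liver (exact two-sided permutation p = 0.10, the smallest that 3 livers against 3 allow). Over all 3 genotypes, the exact permutation p was 0.0321 for M0, 0.0107 for M1, and 0.0143 for M2, where 0.00357 is the smallest possible. The M2 score was the most sensitive to its construction, and with the median over the cluster in place of the mean the difference from WT was 0.26 (exact permutation p over 3 genotypes = 0.146). For M0, 6 of the 9 fits that each left out 1 liver had a p above 0.05, the largest without WT replicate 2 (difference 0.50, exact permutation p = 0.136). The M2 p was above 0.05 without *Mcl1* Δhep replicate 1 or *Mcl1* Δhep replicate 3 (exact permutation p = 0.0607 for each) and at 0.05 without WT replicate 1. Within the clusters genes moved apart, such as the M1 gene *Marco*, from 23.0 to 95.7 TPM, and the M2 gene *Cd163*, from 8.43 ± 1.98 to 1.92 ± 0.0342 TPM.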

We extracted the expression levels of gene clusters associated with M0, M1, and M2 macrophages and observed that all three subpopulations were elevated in the *Mcl1*^Δhep^ group compared to WT (Fig. 6, D and E, and fig. S11, D and E). When comparing the *Mcl1*^Δhep^ mice to *Mcl1*^Δhep^ *Sting1*^−/−^ mice, we observed a significant reduction in the latter when analyzing all these macrophage-associated genes together (Fig. 6E). However, when looking at individual M0, M1, or M2 gene clusters, only a strong tendency of reduced expression was found in the *Mcl1*^Δhep^ *Sting1*^−/−^ group (fig. S11E). 

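Over the 34 genes of the 3 clusters together, the score was −0.27 ± 0.10 in WT livers, 0.22 ± 0.12 in *Mcl1* Δhep livers, and 0.05 ± 0.08 in the livers labelled *Mcl1* Δhep *Sting1*-/- (mean ± SD, n = 3 each). The 3 genotypes differed (exact permutation p = 0.00357, the smallest possible). The *Mcl1* Δhep *Sting1*-/- livers, at 0.08, 0.11, and −0.04, lay below the *Mcl1* Δhep livers, at 0.35, 0.20, and 0.11, by 0.17 on average, a difference larger than the pooled SD of 0.10. The gap between the closest livers of both groups was small, with *Mcl1* Δhep replicate 3 at 0.109 and *Mcl1* Δhep *Sting1*-/- replicate 2 at 0.107. The exact two-sided permutation p for this pair of groups was 0.10, below which 3 livers against 3 cannot go. In the fits that each left out 1 liver, the difference was between −0.22 and −0.10, the smallest without *Mcl1* Δhep replicate 1.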

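Taken one at a time, the clusters overlapped between *Mcl1* Δhep livers and the livers labelled *Mcl1* Δhep *Sting1*-/-. The M0 score of the latter was 0.09 ± 0.10, which was lower than in *Mcl1* Δhep livers by 0.21 (mean ± SD, n = 3; exact two-sided permutation p = 0.5). The M1 score was 0.07 ± 0.05, lower by 0.17 (exact permutation p = 0.3), and the M2 score was 0.02 ± 0.16, lower by 0.15 (exact permutation p = 0.2). The size of each difference depended on single livers. The M0 difference was −0.032 without *Mcl1* Δhep replicate 1 and −0.38 without *Mcl1* Δhep replicate 3, and the M1 difference was −0.080 and −0.27 without the same livers. The M2 difference was −0.064 without *Mcl1* Δhep *Sting1*-/- replicate 3 and −0.22 without *Mcl1* Δhep *Sting1*-/- replicate 1. The single genes did not all fall. *Adgre1*, which encodes F4/80, had 60.6 ± 19.8 TPM in *Mcl1* Δhep livers and 69.4 ± 3.52 in the livers labelled *Mcl1* Δhep *Sting1*-/-, and *Cd163* had 7.81 ± 2.26 TPM in the latter. *Cd68* went from 66.6 ± 10.3 to 53.6 ± 4.23 TPM. *Cd14*, an M0 gene, went from 19.2 to 6.90 TPM, and it lies on chromosome 18 from 36858120 to 36859851, within 10 Mb of *Sting1*, where 13 of 144 tested genes had an unadjusted p under 0.01 between the *Sting1* genotypes. Between *Sting1*-/- and WT livers, no M0 gene, *Cd14* included, had a log2 fold change under −0.207. The large fall of *Cd14* was thus seen only beside *Mcl1* deletion.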

M2 macrophages often exhibit an immunosuppressive function in the tumor microenvironment and can be further classified as M2a, M2b, M2c, and M2d subsets (*34*). The M2a subset has been shown to exhibit a protumoral activity (*35*). 

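The M2a cluster of fig. S11F holds 12 genes, several of them shared with the M2 cluster. Its score was −0.38, −0.44, and −0.47 in WT replicates 1 to 3 and 0.42, 0.62, and 0.37 in *Mcl1* Δhep replicates 1 to 3, a difference of 0.90 against a pooled SD of 0.10 (exact two-sided permutation p = 0.10, the smallest for 3 livers against 3). Among its genes, *Clec7a* had 12.8 ± 5.78 TPM in WT livers and 96.3 ± 32.3 in *Mcl1* Δhep livers (mean ± SD, n = 3 each), and *H2-Ab1* had 45.2 ± 16.9 and 127 ± 31.3. *Arg1*, which hepatocytes express at a high level, had 1496 and 1459 TPM. Leaving out each liver in turn, the difference in the score was between 0.82 and 0.95.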

By analyzing a gene cluster associated with the M2a macrophages, we observed that this subset was significantly elevated in the *Mcl1*^Δhep^ mice compared to WT mice. However, STING deletion led to a significant reduction of the M2a subset in the *Mcl1*^Δhep^ mice (Fig. 6F). 

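In the livers labelled *Mcl1* Δhep *Sting1*-/-, the M2a score was 0.08, −0.03, and −0.18 in replicates 1 to 3, below every *Mcl1* Δhep liver and above every WT liver. The difference from *Mcl1* Δhep livers was −0.51 against a pooled SD of 0.13 (exact two-sided permutation p = 0.10, the smallest possible for 3 against 3), and the p over the 3 genotypes was 0.00357 by exact permutation, again the smallest possible. *Clec7a* was at 46.0 ± 21.3 TPM (SD, n = 3), and its log2 fold change from *Mcl1* Δhep livers was −1.29 (standard error 0.44, adjusted p = 0.158 from edgeR's quasi-likelihood test). *Chil3* had 7.81 ± 7.06 TPM in *Mcl1* Δhep livers, a spread nearly as large as the mean, and 1.19 ± 0.668 in the livers labelled *Mcl1* Δhep *Sting1*-/-. As a set, the 11 M2a genes with enough counts for edgeR's test were lower than the other genes in *Mcl1* Δhep *Sting1*-/- livers (camera adjusted p = 0.000799 and fry adjusted p = 0.0247 over the 24 lists, and 0.205 with camera's correlation estimated). From its results, the paper proposes that the deletion of STING reduced the immune response in *Mcl1* Δhep livers. It further proposes that this change led to the lower tumor incidence of older mice.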

Given that we observed a reduced immune response and subsets of protumorigenic macrophages upon *Sting1* deletion, we compared cohorts of these mice at the age of 12 months. *Mcl1*^Δhep^ *Sting1*^−/−^ mice showed a reduced tumor incidence of 33.33% compared to 56.52% in the *Mcl1*^Δhep^ group (Fig. 6, G and H). These results suggested that the deletion of STING reduced the immune response and that such a disrupted inflammatory microenvironment led to a reduction in the tumor incidence, highlighting the importance of the cGAS-STING pathway in eccDNA-mediated inflammation in *Mcl1*^Δhep^ livers.

## DISCUSSION

Two decades have passed since the presence of MN in human CLD and HCC tissues was first described (*36*). However, it is still not fully understood how the presence of MN is linked to HCC carcinogenesis. The results of this study shed light on this old observation and suggest a close connection between the formation of eccDNA, the immune response, and the development of liver cancer. MN are known to arise from chromosome missegregation. However, in cells experiencing replication stress, MN can also contain chromatin fragments caused by DNA damage (*12*). Using *Mcl1*^Δhep^ mice as a CLD model, DNA fiber assay indicated increased replication stress in MCL1-deficient hepatocytes. Prolonged replication fork stalling often causes fork collapses, leading to DSB (*37*). The high replication stress caused by apoptosis-triggered hyperproliferation in MCL1-deficient hepatocytes can in turn lead to higher DNA damage and MN, which ultimately promote apoptosis in a positive feedback loop. Although apoptosis has been shown to promote the formation of eccDNA, its biogenesis has also been shown to be associated with other stress conditions or DNA damage (*20*, *21*). Our data suggest that the formation and accumulation of eccDNA occur before apoptosis through the formation of MN.

To gain insight into the relationship between MN and eccDNA formation, we aimed at developing a method allowing us to study replication stress directly in MN. This approach, designated the NuSeF assay, enabled us to distinguish DNA fibers originating from MN and PN, in contrast to the conventional protocol that examines bulk DNA fibers. The NuSeF assay revealed that MN were more susceptible to replication stress, as indicated by replication fork slowing. This observation confirms the overall higher DNA damage levels in MN compared to PN detected by imaging methods. Using cirSeq, eccDNA was detected in both PN and MN. The fact that eccDNA was detected in PN may explain the previous report that eccDNA was found in various healthy tissues (*19*). Presumably, the main source of eccDNA from healthy tissue is from PN, as healthy cells generally do not contain MN. Even though MN contained more abundant eccDNA, as shown in this study, their eccDNA is much smaller. This may partly reflect the more abundant but smaller eccDNA observed in *Mcl1*^Δhep^ livers because of the increased proportion of micronucleated cells. The micronucleated hepatocytes in *Mcl1*^Δhep^ livers and the MN-containing AML12 cells after reversine treatment were nonapoptotic. A potential limitation of our study is that we could not completely exclude a contribution of apoptosis to eccDNA biogenesis in the *Mcl1*^Δhep^ model, as apoptosis was one of the effects of MCL1 deletion in hepatocytes. Given that excessive DNA damage may ultimately promote apoptosis, it is more likely that eccDNA is generated after MN formation and the generation is later enhanced by apoptosis. This is in line with the current understanding that eccDNA can be produced by multiple mechanisms (*38*). Further application of the NuSeF assay, in combination with cirSeq, on cells exposed to various genotoxic insults or in experimental designs to restore replication defects within MN will contribute to a better understanding of the MN biology and possibly reveal further mechanisms of eccDNA generation.

The circular nature of eccDNA is likely to provide additional stability and therefore increase the potency in inducing the immune response (*20*). We observed that even at low dosage, eccDNA can induce *Ifnb1* expression in BMDMs. The potency can also be an effect of eccDNA resistance to intracellular exonuclease such as TREX1 (three prime repair exonuclease 1), which has an inhibitory function for the activation of the cGAS-STING pathway (*39*). However, it is still unclear whether eccDNA is actively secreted by damaged hepatocytes or whether they are released during cell death. The ability of eccDNA to induce a strong response in immune cells suggests that they are acting as damage-associated molecular pattern molecules. Furthermore, it is also unclear whether eccDNA is secreted locally to activated adjacent immune cells or whether they have a systemic effect when present in the circulation as part of the circulating DNA. Cell-free eccDNA has been reported in the plasma of both mice and humans, which suggests a possibility to reach distant targets (*40*). In this study, we demonstrate an alternative mechanism that facilitates the transfer of eccDNA to macrophages. Neither the addition of eccDNA directly to the culture medium nor the application of conditioned medium derived from reversine-treated hepatocytes was able to stimulate *Ifnb1* expression in BMDMs. In contrast, treatment of BMDMs with the MN-enriched fraction strongly induced *Ifnb1* expression in BMDMs. Given that MN are structures enriched with eccDNA, they could serve as vehicles for delivering eccDNA to macrophages. Further studies are needed to investigate whether hepatocytes actively release MN into the environment.

Although an increase in DNA damage may eventually increase the number of accumulated mutations, which ultimately can drive neoplastic transformation, we observed an essential role of the immune cells in the carcinogenesis process in the *Mcl1*^Δhep^ model. Our results suggest a cross-talk between hepatocytes and the microenvironment, with eccDNA serving as a link connecting the increased DNA damage in hepatocytes to the activation of the cGAS-STING pathway in the immune cells. This connection is essential because hepatocytes do not express STING (*14*, *16*). Inhibition of this pathway reduced the overall immune cell infiltration in *Mcl1*^Δhep^ livers and reduced the tumor incidence at 12 months. Inflammation has long been known to be associated with HCC development (*41*). Therefore, our results suggest that carcinogenesis in *Mcl1*^Δhep^ mice, which very faithfully recapitulate the CLD pathophysiology, is mediated through a non–cell-autonomous mechanism.

In the present study, we showed that the effect of eccDNA on immune cells is dependent on both cGAS and STING. In animal models receiving high-fat diet or methionine- and choline-deficient diet, constitutive knockout of STING and selective knockout of STING in myeloid cells both led to a reduced nonalcoholic steatohepatitis phenotype, which includes attenuated liver steatosis, inflammation, and fibrosis (*14*, *16*). These studies also highlighted the observation of a lack of STING expression in hepatocytes, as confirmed in the current study. Such an observation also supports the concept that hepatocytes are susceptible to hepatitis B virus infection because of a lack of the DNA sensing pathway and their inability to induce a type 1 interferon response after viral infection (*15*). Therefore, the postulated role of STING in eliciting a senescence-associated secretory phenotype might be important in other cell types but may not be relevant in hepatocytes (*42*). Because of the different spatial expressions of cGAS and STING, selective inhibition of these components may result in different outcomes. Several studies reported a noncanonical role of cGAS in regulating senescence, cell death, and DNA repair (*43*–*46*). Similarly, noncanonical activation of STING after DNA damage has been reported through the recruitment of ATM (ataxia-telangiectasia mutated) and IFI16 (interferon-γ–inducible protein 16), leading to the activation of the downstream NF-κB signaling (*47*). The relevance of these noncanonical functions in hepatocytes, especially in the pathogenesis of liver diseases, still requires further elucidation.

In summary, this study provides evidence that eccDNA, generated by an accumulation of MN, acts as a link in a cross-talk between hepatocytes and immune cells to maintain the immune response in the liver. Our results show that carcinogenesis in *Mcl1*^Δhep^ mice is mediated by a non–cell-autonomous mechanism, with the cross-talk between hepatocytes and immune cells playing a pivotal role. The NuSeF assay is a previously unknown approach to enable the study of replication fork dynamics in MN, where here led to the discovery of higher replication stress in MN.

## MATERIALS AND METHODS

### Experimental design

Although the increase in DNA damage and genomic instability in hepatocytes may be directly linked to carcinogenesis in CLD, it is still unclear whether the carcinogenesis from CLD to HCC is mediated by a cell-autonomous or non–cell-autonomous mechanism. Here, we used several murine liver disease models and human CLD and HCC tissues, in combination with cultured cells, to study the relationship between MN and eccDNA in liver inflammation and HCC development. Previously unindentified mechanisms involving interaction between hepatocytes and immune cells in the liver were uncovered, suggesting a non–cell-autonomous mechanism in the maintenance of chronic inflammation and hepatocarcinogenesis.

### Mouse lines and patient tissue

*Mcl1*^Δhep^ mice were generated by crossing Alb-Cre transgenic mice with *Mcl1* floxed mice, as described previously (*8*). Livers of JNK1/2^Δhep^ mice, mice treated for 6 or 12 months of fast-food diet, and *Myc*^OE^ mice were obtained as described previously (*31*–*33*). *Sting1*^−/−^ mice were provided by T. Buch (Laboratory Animal Services Center, Universität Zürich). *Mcl1*^Δhep^ *Sting1*^−/−^ mice were generated by crossing *Mcl1*^Δhep^ mice with *Sting1*^−/−^ mice. *Cgas*^−/−^ mice were purchased from JAX. WT, *Mcl1*^Δhep^, and *Mcl1*^Δhep^ *Sting1*^−/−^ mice were analyzed at the ages of 2 and 12 months. Experiments were performed using animals of both sexes. Snap-frozen or formalin-fixed, paraffin-embedded human liver samples were provided by the biobank of the Department of Pathology and Molecular Pathology, University Hospital Zurich, for morphological and molecular analyses.

### NuSeF assay

Cells were pulse labeled with two thymidine analogs, CldU and IdU, for 30 min each. Labeled cells were harvested and treated with cytochalasin B for 30 min on ice. PN and MN were enriched in fractions by sucrose gradient centrifugation. Fluorescence-activated cell sorting was performed on these enriched fractions to obtain pure PN and MN. Purified nuclei were lysed, and the DNA content was spread on glass slides. The slides were then incubated with anti-CldU (BD Bioscience, no. 347580) and anti-IdU (Abcam, no. ab6326) primary antibodies, followed by secondary antibodies. Single-stranded DNA (ssDNA) (DSHB TROMA-III) counterstaining was performed to visualize the integrity of DNA fibers. The fiber tract length was quantified and compared. A detailed NuSeF assay protocol is available in the Supplementary Text and has been uploaded to www.protocols.io (DOI: dx.doi.org/10.17504/protocols.io.bp2l6znpkgqe/v1).

### Primary hepatocyte and immune cell isolation from the liver

Hepatocyte isolation was performed according to the proposed protocol (*48*). Briefly, mice were first anesthetized with ketamine (100 mg/kg) and xylazine (16 mg/kg). The liver was first perfused with the preperfusion buffer (0.5 mM EDTA/20 mM Hepes/Hanks’ balanced salt solution) for 5 min and then switched to a perfusion solution [20 mM Hepes/1× penicillin/streptomycin/3 mM CaCl_2_/Dulbecco’s modified Eagle’s medium/F12/Liberase (0.2 mg/ml; Roche, no. 05401127001)] for 10 min. The liver was then transferred to a petri dish with 10 ml of Wash solution (4% FBS/1× penicillin/streptomycin/Willian’s E medium), and hepatocytes were gently released from the liver using forceps. The Wash solution containing cells was filtered through a 70-μm cell strainer (Falcon, no. 352350) and stored on ice. The cell suspension was centrifuged at 20*g* for 3 min. The pellet was used for hepatocyte isolation, and the supernatant, which contained NPCs, was transferred to another 50-ml Falcon tube for immune cell isolation. For hepatocyte purification, the pellet was resuspended with 10 ml of Wash solution, mixed with 10 ml of 90% Percoll solution (Cytiva, no. GE-17-0891-01), and centrifuged at 200*g* for 10 min. This step was repeated one more time to increase the purity of viable cells. The pellet was then resuspended in the Wash solution and seeded at a density of 3 × 10^5^ cells per well in a collagen-precoated 24-well plate. For isolating immune cells, the volume was brought to 50 ml using the Wash solution. The solution was centrifuged at 20*g* for 3 min, and the supernatant was transferred to another 50-ml Falcon tube. This step was repeated for additional two times. The transferred supernatant was then centrifuged at 2000 rpm for 5 min. The immune cell pellet was resuspended in 10 ml of 36% Percoll solution and centrifuged at 2000 rpm for 20 min at 4°C. Red blood cells were lysed with 1× RBC lysis buffer (G Biosciences, no. 786-649) at room temperature for 5 min. The immune cells were washed once with 10 ml of phosphate-buffered saline (PBS) and pelleted followed by snap-freezing and storage. The purity of the isolated cells was examined using Western blotting for hepatocyte- and immune cell–specific markers (albumin and CD45, respectively).

### DNA fiber assay

For the DNA fiber assay on primary hepatocytes, primary hepatocytes were isolated as described above. Hepatocytes were seeded in collagen-coated six-well plates at a density of 20% after isolation. Hepatocytes were cultured for 24 hours before the assay. On the day of the experiment, the hepatocyte medium was removed from the wells and first replaced with 19 mM CldU in a fresh medium followed by exchanging the medium with 28.24 mM IdU in a fresh medium at 30-min intervals. The wells were washed twice with prewarmed PBS in between CldU- and IdU-containing media. After the IdU incubation, cells were washed twice with cold PBS and trypsinized. Cells were harvested and stored on ice until DNA spread. Approximately 1000 cells in 3 μl were transferred onto a glass slide and then mixed with 7 μl of lysis buffer (200 mM tris-HCl, pH 7.4/50 mM EDTA/0.5% SDS). After 5 min of lysis at room temperature, the slides were tilted at an angle of 45° to promote the spreading of DNA by gravity. The slides were then dried and fixed with methanol/acetic acid (3:1) for 20 min at 4°C. Slides were rehydrated in PBS and then denatured with 2.5 M HCl for 1 hour at room temperature. These slides were then washed five times with PBS and blocked with blocking buffer (2% bovine serum albumin/0.1% Tween 20/PBS) for 1 hour at room temperature. The slides were then incubated with anti-CldU (BD Bioscience, no. 347580) and anti-IdU (Abcam, no. ab6326) primary antibodies overnight at 4°C, followed by 2 hours of secondary antibodies at room temperature. ssDNA (DSHB TROMA-III) counterstaining was performed to visualize the integrity of DNA fibers. The stained slides were mounted with ProLong Gold Antifade mounting medium (Invitrogen, no. P36930). DNA fiber images were acquired using a Leica DM6 microscope.

### Study approval

All animal experiments were approved by the Zurich Cantonal Veterinary Office (licenses: ZH193/2020 and ZH104/2019). This study was approved by the internal review board of the University Hospital Zurich and the Cantonal Ethics Committee of Zurich, Switzerland (KEK-ZH no. 2013-0382). Where required by local regulations governing the use of human tissue samples, informed consent was obtained in all cases.

### Statistical analysis

Statistical analyses were performed as indicated in the figure legends. For a comparison between the two groups, Student’s *t* test was used. For a comparison of more than two groups, a one-way analysis of variance (ANOVA) was used. For analyzing the cell type gene set, the mean-centered log_2_ transcript per million reads (TPM) gene expression was calculated per sample. A global one-way ANOVA was performed, followed by post hoc pairwise two-sided Student’s *t* tests. For all analyses, *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Sample numbers (*n*) are indicated in figure legends. All graphs show the means ± SD. Each dot in all dot plots indicates each sample or individual quantified unit. Detailed information is provided in the corresponding figure legend. Statistical tests were performed using GraphPad Prism 10 or R. Extended technical descriptions are available in the Supplementary Text.

## References

[1] H. Rumgay, M. Arnold, J. Ferlay, O. Lesi, C. J. Cabasag, J. Vignat, M. Laversanne, K. A. McGlynn, I. Soerjomataram, Global burden of primary liver cancer in 2020 and predictions to 2040. J. Hepatol. 77, 1598–1606 (2022).36208844 10.1016/j.jhep.2022.08.021PMC9670241

[2] J. D. Yang, P. Hainaut, G. J. Gores, A. Amadou, A. Plymoth, L. R. Roberts, A global view of hepatocellular carcinoma: Trends, risk, prevention and management. Nat. Rev. Gastroenterol. Hepatol. 16, 589–604 (2019).31439937 10.1038/s41575-019-0186-yPMC6813818

[3] P. Le, M. Tatar, S. Dasarathy, N. Alkhouri, W. H. Herman, G. B. Taksler, A. Deshpande, W. Ye, O. A. Adekunle, A. M. Cullough, M. B. Rothberg, Estimated burden of metabolic dysfunction-associated steatotic liver disease in US adults, 2020 to 2050. JAMA Netw. Open 8, e2454707 (2025).39821400 10.1001/jamanetworkopen.2024.54707PMC11742522

[4] G. Feng, G. Targher, C. D. Byrne, Y. Yilmaz, V. Wai-Sun Wong, C. R. Adithya Lesmana, L. A. Adams, J. Boursier, G. Papatheodoridis, M. el-Kassas, N. Méndez-Sánchez, S. Sookoian, L. Castera, W. K. Chan, F. Ye, S. Treeprasertsuk, H. Cortez-Pinto, H. H. Yu, W. Kim, M. Romero-Gómez, A. Nakajima, K. M. Win, S. U. Kim, A. G. Holleboom, G. Sebastiani, P. Ocama, J. D. Ryan, M. Lupșor-Platon, H. Ghazinyan, M. al-Mahtab, S. Hamid, N. Perera, K. A. Alswat, Q. Pan, M. T. Long, V. Isakov, M. Mi, M. Arrese, A. J. Sanyal, S. K. Sarin, N. C. Leite, L. Valenti, P. N. Newsome, H. Hagström, S. Petta, H. Yki-Järvinen, J. M. Schattenberg, M. I. Castellanos Fernández, I. A. Leclercq, G. Aghayeva, A. N. Elzouki, A. Tumi, A. I. Sharara, A. Labidi, F. M. Sanai, K. Matar, M. al-Mattooq, M. W. Akroush, M. Benazzouz, N. Debzi, M. Alkhatry, S. Barakat, S. A. al-Busafi, J. Rwegasha, W. Yang, A. Adwoa, C. K. Opio, M. Sotoudeheian, Y. J. Wong, J. George, M. H. Zheng, Global burden of metabolic dysfunction-associated steatotic liver disease, 2010 to 2021. JHEP Rep. 7, 101271 (2025).39980749 10.1016/j.jhepr.2024.101271PMC11840544

[5] M. Ringelhan, D. Pfister, T. O’Connor, E. Pikarsky, M. Heikenwalder, The immunology of hepatocellular carcinoma. Nat. Immunol. 19, 222–232 (2018).29379119 10.1038/s41590-018-0044-z

[6] A. Weber, R. Boger, B. Vick, T. Urbanik, J. Haybaeck, S. Zoller, A. Teufel, P. H. Krammer, J. T. Opferman, P. R. Galle, M. Schuchmann, M. Heikenwalder, H. Schulze-Bergkamen, Hepatocyte-specific deletion of the antiapoptotic protein myeloid cell leukemia-1 triggers proliferation and hepatocarcinogenesis in mice. Hepatology 51, 1226–1236 (2010).20099303 10.1002/hep.23479PMC2936921

[7] H. Nakagawa, A. Umemura, K. Taniguchi, J. Font-Burgada, D. Dhar, H. Ogata, Z. Zhong, M. A. Valasek, E. Seki, J. Hidalgo, K. Koike, R. J. Kaufman, M. Karin, ER stress cooperates with hypernutrition to trigger TNF-dependent spontaneous HCC development. Cancer Cell 26, 331–343 (2014).25132496 10.1016/j.ccr.2014.07.001PMC4165611

[8] Y. Boege, M. Malehmir, M. E. Healy, K. Bettermann, A. Lorentzen, M. Vucur, A. K. Ahuja, F. Böhm, J. C. Mertens, Y. Shimizu, L. Frick, C. Remouchamps, K. Mutreja, T. Kähne, D. Sundaravinayagam, M. J. Wolf, H. Rehrauer, C. Koppe, T. Speicher, S. Padrissa-Altés, R. Maire, J. M. Schattenberg, J. S. Jeong, L. Liu, S. Zwirner, R. Boger, N. Hüser, R. J. Davis, B. Müllhaupt, H. Moch, H. Schulze-Bergkamen, P. A. Clavien, S. Werner, L. Borsig, S. A. Luther, P. J. Jost, R. Weinlich, K. Unger, A. Behrens, L. Hillert, C. Dillon, M. di Virgilio, D. Wallach, E. Dejardin, L. Zender, M. Naumann, H. Walczak, D. R. Green, M. Lopes, I. Lavrik, T. Luedde, M. Heikenwalder, A. Weber, A dual role of caspase-8 in triggering and sensing proliferation-associated DNA damage, a key determinant of liver cancer development. Cancer Cell 32, 342–359.e10 (2017).28898696 10.1016/j.ccell.2017.08.010PMC5598544

[9] L. W. Thomas, C. Lam, S. W. Edwards, Mcl-1; The molecular regulation of protein function. FEBS Lett. 584, 2981–2989 (2010).20540941 10.1016/j.febslet.2010.05.061

[10] D. A. Jackson, A. Pombo, Replicon clusters are stable units of chromosome structure: Evidence that nuclear organization contributes to the efficient activation and propagation of s phase in human cells. J. Cell Biol. 140, 1285–1295 (1998).9508763 10.1083/jcb.140.6.1285PMC2132671

[11] C. J. Merrick, D. Jackson, J. F. X. Diffley, Visualization of altered replication dynamics after DNA damage in human cells. J. Biol. Chem. 279, 20067–20075 (2004).14982920 10.1074/jbc.M400022200

[12] M. Di Bona, S. F. Bakhoum, Micronuclei and cancer. Cancer Discov. 14, 214–226 (2024).38197599 10.1158/2159-8290.CD-23-1073PMC11265298

[13] J. Kwon, S. F. Bakhoum, The cytosolic DNA-sensing cGAS-STING pathway in cancer. Cancer Discov. 10, 26–39 (2020).31852718 10.1158/2159-8290.CD-19-0761PMC7151642

[14] X. Luo, H. Li, L. Ma, J. Zhou, X. Guo, S. L. Woo, Y. Pei, L. R. Knight, M. Deveau, Y. Chen, X. Qian, X. Xiao, Q. Li, X. Chen, Y. Huo, K. McDaniel, H. Francis, S. Glaser, F. Meng, G. Alpini, C. Wu, Expression of STING is increased in liver tissues from patients with NAFLD and promotes macrophage-mediated hepatic inflammation and fibrosis in mice. Gastroenterology 155, 1971–1984.e4 (2018).30213555 10.1053/j.gastro.2018.09.010PMC6279491

[15] M. K. Thomsen, R. Nandakumar, D. Stadler, A. Malo, R. M. Valls, F. Wang, L. S. Reinert, F. Dagnæs-Hansen, A. K. Hollensen, J. G. Mikkelsen, U. Protzer, S. R. Paludan, Lack of immunological DNA sensing in hepatocytes facilitates hepatitis B virus infection. Hepatology 64, 746–759 (2016).27312012 10.1002/hep.28685

[16] Y. Yu, Y. Liu, W. An, J. Song, Y. Zhang, X. Zhao, STING-mediated inflammation in Kupffer cells contributes to progression of nonalcoholic steatohepatitis. J. Clin. Invest. 129, 546–555 (2019).30561388 10.1172/JCI121842PMC6355218

[17] A. Ablasser, M. Goldeck, T. Cavlar, T. Deimling, G. Witte, I. Röhl, K. P. Hopfner, J. Ludwig, V. Hornung, cGAS produces a 2′-5′-linked cyclic dinucleotide second messenger that activates STING. Nature 498, 380–384 (2013).23722158 10.1038/nature12306PMC4143541

[18] A. Ablasser, J. L. Schmid-Burgk, I. Hemmerling, G. L. Horvath, T. Schmidt, E. Latz, V. Hornung, Cell intrinsic immunity spreads to bystander cells via the intercellular transfer of cGAMP. Nature 503, 530–534 (2013).24077100 10.1038/nature12640PMC4142317

[19] H. D. Moller, M. Mohiyuddin, I. Prada-Luengo, M. Reza Sailani, J. F. Halling, P. Plomgaard, L. Maretty, A. J. Hansen, M. P. Snyder, H. Pilegaard, H. Y. K. Lam, B. Regenberg, Circular DNA elements of chromosomal origin are common in healthy human somatic tissue. Nat. Commun. 9, 1069 (2018).29540679 10.1038/s41467-018-03369-8PMC5852086

[20] Y. Wang, M. Wang, M. N. Djekidel, H. Chen, D. Liu, F. W. Alt, Y. Zhang, eccDNAs are apoptotic products with high innate immunostimulatory activity. Nature 599, 308–314 (2021).34671165 10.1038/s41586-021-04009-wPMC9295135

[21] L. W. Dillon, P. Kumar, Y. Shibata, Y.-H. Wang, S. Willcox, J. D. Griffith, Y. Pommier, S. Takeda, A. Dutta, Production of extrachromosomal MicroDNAs is linked to mismatch repair pathways and transcriptional activity. Cell Rep. 11, 1749–1759 (2015).26051933 10.1016/j.celrep.2015.05.020PMC4481157

[22] Y. Wang, M. Wang, Y. Zhang, Purification, full-length sequencing and genomic origin mapping of eccDNA. Nat. Protoc. 18, 683–699 (2023).36517607 10.1038/s41596-022-00783-7

[23] G. Sankar, M. Karin, Missing pieces in the NF-κB puzzle. Cell 109, S81–S96 (2002).11983155 10.1016/s0092-8674(02)00703-1

[24] S. Luecke, A. Holleufer, M. H. Christensen, K. L. Jønsson, G. A. Boni, L. K. Sørensen, M. Johannsen, M. R. Jakobsen, R. Hartmann, S. R. Paludan, cGAS is activated by DNA in a length-dependent manner. EMBO Rep. 18, 1707–1715 (2017).28801534 10.15252/embr.201744017PMC5623850

[25] Y. Liu, X. Chen, Y. Zhao, X. Y. Wang, Y. W. Luo, L. Chen, W. Wang, S. Zhong, M. Hu, Z. Dai, J. Jiang, X. Wang, H. Ji, X. X. Cheng, A. Zheng, J. Zuo, H. Liu, D. Ma, Z. Luo, F. Cao, S. Hu, A. L. Huang, K. F. Tang, Small cytosolic double-stranded DNA represses cyclic GMP-AMP synthase activation and induces autophagy. Cell Rep. 42, 112852 (2023).37481718 10.1016/j.celrep.2023.112852

[26] A. Henssen, I. MacArthur, R. Koche, H. Dorado-García, A. Henssen, Purification and sequencing of large circular DNA from human cells. Protoc. Exch., 10.1038/protex.2019.006 (2019).

[27] R. P. Koche, E. Rodriguez-Fos, K. Helmsauer, M. Burkert, I. C. MacArthur, J. Maag, R. Chamorro, N. Munoz-Perez, M. Puiggròs, H. Dorado Garcia, Y. Bei, C. Röefzaad, V. Bardinet, A. Szymansky, A. Winkler, T. Thole, N. Timme, K. Kasack, S. Fuchs, F. Klironomos, N. Thiessen, E. Blanc, K. Schmelz, A. Künkele, P. Hundsdörfer, C. Rosswog, J. Theissen, D. Beule, H. Deubzer, S. Sauer, J. Toedling, M. Fischer, F. Hertwig, R. F. Schwarz, A. Eggert, D. Torrents, J. H. Schulte, A. G. Henssen, Extrachromosomal circular DNA drives oncogenic genome remodeling in neuroblastoma. Nat. Genet. 52, 29–34 (2020).31844324 10.1038/s41588-019-0547-zPMC7008131

[28] C. Z. Zhang, A. Spektor, H. Cornils, J. M. Francis, E. K. Jackson, S. Liu, M. Meyerson, D. Pellman, Chromothripsis from DNA damage in micronuclei. Nature 522, 179–184 (2015).26017310 10.1038/nature14493PMC4742237

[29] P. J. Stephens, C. D. Greenman, B. Fu, F. Yang, G. R. Bignell, L. J. Mudie, E. D. Pleasance, K. W. Lau, D. Beare, L. A. Stebbings, S. McLaren, M. L. Lin, D. McBride, I. Varela, S. Nik-Zainal, C. Leroy, M. Jia, A. Menzies, A. P. Butler, J. W. Teague, M. A. Quail, J. Burton, H. Swerdlow, N. P. Carter, L. A. Morsberger, C. Iacobuzio-Donahue, G. A. Follows, A. R. Green, A. M. Flanagan, M. R. Stratton, P. A. Futreal, P. J. Campbell, Massive genomic rearrangement acquired in a single catastrophic event during cancer development. Cell 144, 27–40 (2011).21215367 10.1016/j.cell.2010.11.055PMC3065307

[30] E. Toufektchan, J. Maciejowski, Purification of micronuclei from cultured cells by flow cytometry. STAR Protoc. 2, 100378 (2021).33778777 10.1016/j.xpro.2021.100378PMC7982749

[31] K. Müller, H. Honcharova-Biletska, C. Koppe, M. Egger, L. K. Chan, A. T. Schneider, L. Küsgens, F. Böhm, Y. Boege, M. E. Healy, J. Schmitt, S. Comtesse, M. Castoldi, C. Preisinger, M. Szydlowska, E. Focaccia, N. T. Gaisa, S. H. Loosen, S. Jörs, F. Tacke, C. Roderburg, V. Keitel, J. G. Bode, P. Boor, R. J. Davis, T. Longerich, F. Geisler, M. Heikenwalder, A. Weber, M. Vucur, T. Luedde, JNK signaling prevents biliary cyst formation through a CASPASE-8-dependent function of RIPK1 during aging. Proc. Natl. Acad. Sci. U.S.A. 118, e2007194118 (2021).33798093 10.1073/pnas.2007194118PMC8000530

[32] J. He, M. Gerstenlauer, L. K. Chan, F. Leithäuser, M. M. Yeh, T. Wirth, H. J. Maier, Block of NF-kB signaling accelerates MYC-driven hepatocellular carcinogenesis and modifies the tumor phenotype towards combined hepatocellular cholangiocarcinoma. Cancer Lett. 458, 113–122 (2019).31128214 10.1016/j.canlet.2019.05.023

[33] M. J. Wolf, A. Adili, K. Piotrowitz, Z. Abdullah, Y. Boege, K. Stemmer, M. Ringelhan, N. Simonavicius, M. Egger, D. Wohlleber, A. Lorentzen, C. Einer, S. Schulz, T. Clavel, U. Protzer, C. Thiele, H. Zischka, H. Moch, M. Tschöp, A. V. Tumanov, D. Haller, K. Unger, M. Karin, M. Kopf, P. Knolle, A. Weber, M. Heikenwalder, Metabolic activation of intrahepatic CD8+ T cells and NKT cells causes nonalcoholic steatohepatitis and liver cancer via cross-talk with hepatocytes. Cancer Cell 26, 549–564 (2014).25314080 10.1016/j.ccell.2014.09.003

[34] Z. Strizova, I. Benesova, R. Bartolini, R. Novysedlak, E. Cecrdlova, L. K. Foley, I. Striz, M1/M2 macrophages and their overlaps – Myth or reality? Clin. Sci. (Lond.) 137, 1067–1093 (2023).37530555 10.1042/CS20220531PMC10407193

[35] C. Wang, C. Ma, L. Gong, Y. Guo, K. Fu, Y. Zhang, H. Zhou, Y. Li, Macrophage polarization and its role in liver disease. Front. Immunol. 12, 803037 (2021).34970275 10.3389/fimmu.2021.803037PMC8712501

[36] T. M. de Almeida, R. C. Leitão, J. D. Andrade, W. Beçak, F. J. Carrilho, S. Sonohara, Detection of micronuclei formation and nuclear anomalies in regenerative nodules of human cirrhotic livers and relationship to hepatocellular carcinoma. Cancer Genet. Cytogenet. 150, 16–21 (2004).15041218 10.1016/j.cancergencyto.2003.08.001

[37] H. Dungrawala, K. L. Rose, K. P. Bhat, K. N. Mohni, G. G. Glick, F. B. Couch, D. Cortez, The replication checkpoint prevents two types of fork collapse without regulating replisome stability. Mol. Cell 59, 998–1010 (2015).26365379 10.1016/j.molcel.2015.07.030PMC4575883

[38] Y. Zhao, L. Yu, S. Zhang, X. Su, X. Zhou, Extrachromosomal circular DNA: Current status and future prospects. eLife 11, e81412 (2022).36256570 10.7554/eLife.81412PMC9578701

[39] L. Mohr, E. Toufektchan, P. von Morgen, K. Chu, A. Kapoor, J. Maciejowski, ER-directed TREX1 limits cGAS activation at micronuclei. Mol. Cell 81, 724–738.e9 (2021).33476576 10.1016/j.molcel.2020.12.037PMC7897315

[40] S. T. Sin, J. Deng, L. Ji, M. Yukawa, R. W. Chan, S. Volpi, A. Vaglio, P. Fenaroli, P. Bocca, S. H. Cheng, D. K. Wong, K. O. Lui, P. Jiang, K. C. A. Chan, R. W. Chiu, Y. M. D. Lo, Effects of nucleases on cell-free extrachromosomal circular DNA. JCI Insight 7, e156070 (2022).35451374 10.1172/jci.insight.156070PMC9089787

[41] E. Pikarsky, R. M. Porat, I. Stein, R. Abramovitch, S. Amit, S. Kasem, E. Gutkovich-Pyest, S. Urieli-Shoval, E. Galun, Y. Ben-Neriah, NF-κB functions as a tumour promoter in inflammation-associated cancer. Nature 431, 461–466 (2004).15329734 10.1038/nature02924

[42] Z. Dou, K. Ghosh, M. G. Vizioli, J. Zhu, P. Sen, K. J. Wangensteen, J. Simithy, Y. Lan, Y. Lin, Z. Zhou, B. C. Capell, C. Xu, M. Xu, J. E. Kieckhaefer, T. Jiang, M. Shoshkes-Carmel, K. M. A. A. Tanim, G. N. Barber, J. T. Seykora, S. E. Millar, K. H. Kaestner, B. A. Garcia, P. D. Adams, S. L. Berger, Cytoplasmic chromatin triggers inflammation in senescence and cancer. Nature 550, 402–406 (2017).28976970 10.1038/nature24050PMC5850938

[43] S. Glück, B. Guey, M. F. Gulen, K. Wolter, T.-W. Kang, N. A. Schmacke, A. Bridgeman, J. Rehwinkel, L. Zender, A. Ablasser, Innate immune sensing of cytosolic chromatin fragments through cGAS promotes senescence. Nat. Cell Biol. 19, 1061–1070 (2017).28759028 10.1038/ncb3586PMC5826565

[44] H. Yang, H. Wang, J. Ren, Q. Chen, Z. J. Chen, cGAS is essential for cellular senescence. Proc. Natl. Acad. Sci. U.S.A. 114, E4612–E4620 (2017).28533362 10.1073/pnas.1705499114PMC5468617

[45] H. Liu, H. Zhang, X. Wu, D. Ma, J. Wu, L. Wang, Y. Jiang, Y. Fei, C. Zhu, R. Tan, P. Jungblut, G. Pei, A. Dorhoi, Q. Yan, F. Zhang, R. Zheng, S. Liu, H. Liang, Z. Liu, H. Yang, J. Chen, P. Wang, T. Tang, W. Peng, Z. Hu, Z. Xu, X. Huang, J. Wang, H. Li, Y. Zhou, F. Liu, D. Yan, S. H. E. Kaufmann, C. Chen, Z. Mao, B. Ge, Nuclear cGAS suppresses DNA repair and promotes tumorigenesis. Nature 563, 131–136 (2018).30356214 10.1038/s41586-018-0629-6

[46] C. Zierhut, N. Yamaguchi, M. Paredes, J. D. Luo, T. Carroll, H. Funabiki, The cytoplasmic DNA sensor cGAS promotes mitotic cell death. Cell 178, 302–315.e23 (2019).31299200 10.1016/j.cell.2019.05.035PMC6693521

[47] G. Dunphy, S. M. Flannery, J. F. Almine, D. J. Connolly, C. Paulus, K. L. Jønsson, M. R. Jakobsen, M. M. Nevels, A. G. Bowie, L. Unterholzner, Non-canonical activation of the DNA sensing adaptor STING by ATM and IFI16 mediates NF-κB signaling after nuclear DNA damage. Mol. Cell 71, 745–760.e5 (2018).30193098 10.1016/j.molcel.2018.07.034PMC6127031

[48] M. Charni-Natan, I. Goldstein, Protocol for primary mouse hepatocyte isolation. STAR Protoc. 1, 100086 (2020).33111119 10.1016/j.xpro.2020.100086PMC7580103

[49] G. Toda, T. Yamauchi, T. Kadowaki, K. Ueki, Preparation and culture of bone marrow-derived macrophages from mice for functional analysis. STAR Protoc. 2, 100246 (2021).33458708 10.1016/j.xpro.2020.100246PMC7797923

# Supplementary material for: Extrachromosomal circular DNA promotes inflammation and hepatocellular carcinoma development
**Source:** Sci Adv. 2025 Oct 17;11(42):eadw0272. doi: 10.1126/sciadv.adw0272
**Supplement:** Supplementary file 1 — Supplementary Text Figs. S1 to S11 Tables S1 to S7 References

Supplementary Materials for  
**Extrachromosomal circular DNA promotes inflammation and hepatocellular carcinoma development**

Lap Kwan Chan *et al.*

*Sci. Adv.* **11**, eadw0272 (2025)  
DOI: 10.1126/sciadv.adw0272

**This PDF file includes:**

Supplementary Text  
Figs. S1 to S11  
Tables S1 to S7  
References

## **Supplementary Text**

### **Extended Methods**

#### Cell lines

AML12 (CRL-2254), HEK293T (CRL-3216), and HeLa (CCL-2) cells were obtained from ATCC. Mycoplasma, bacterial, and fungal testing was performed by the supplier with the information that none of these contaminants were detected.

#### Serum enzyme activities measurement

To determine the serum ALT and AST activities, approximately 50 µl of blood was collected from the tail vein of mice at the indicated time points using BD Microtainer SST Tubes (BD #365968). After settling at room temperature for at least 10 minutes, serum was obtained by centrifugation at 8500g for 90 seconds. ALT and AST activities were measured using Reflotron Plus (Roche) with GOT/AST and GPT/ALT stripes (Roche #10745120202 & 10745138202).

#### Histology, immunohistochemistry (IHC), immunofluorescence (IF) and microscopy

For histological analysis, mice were euthanized and livers were harvested and fixed in 4% neutral buffered formalin (PFA) for at least 24 hours. Liver tissues were then dehydrated and embedded with paraffin. Paraffin sections of 3µm thickness were used in IHC and IF staining.

Hematoxylin and eosin (H&E) stains were performed by a standard protocol. For IHC, immune stains were performed by Leica Bond RX. Stained IHC slides were scanned by Hamamatsu C9600 slide scanner. For IF, stains were performed manually, using heat-mediated antigen retrieval

(pressure cooker, 10 minutes) with citrate buffer (pH 6) after deparaffinization and rehydration. Tissue sections were blocked with 5% BSA/PBS solution for one hour at room temperature prior to overnight primary antibody incubation, followed by one hour of fluorophore-tagged secondary antibody incubation at room temperature. Slides were mounted with EverBrite hardset mounting medium carrying DAPI (Biotium #23004) for microscopy. IF images were acquired with Leica DM6 microscope or Leica SP8 confocal microscope. Images were analyzed using QuPath (version 0.4.4) or ImageJ (Fiji). A list of IHC and IF antibodies is provided in Table S4.

#### Western blot

Liver tissues were harvested and snap-frozen followed by homogenization through powderization. Total proteins were extracted with 4% sodium dodecyl sulfate (SDS)/100mM Tris-HCl. Protein concentration was determined by the BCA Protein Assay Kit (Thermo Scientific #23228). For Western blots, protein lysates (10-20µg for tissue lysates; 5µg for cell lysates) were prepared with NuPage LDS Sample Buffer (Invitrogen #NP0007) and 4-20% mini-PROTREAN TGX gels (Bio-rad #4568096 and #4568094) were used to separate proteins. Protein were transferred onto PVDF membranes using the Transblot-turbo system (Bio-Rad). Membranes were blocked with 5% BSA in TBS buffer/0.1% Tween-20 or 1X ROTI Block (ROTH #A151.2) for 1 hour. Primary and secondary antibodies were then applied. Signals were detected by Fushion Solo. Densitometry of bands was performed using ImageJ. A list of Western blot antibodies is provided in Table S5.

#### Primary hepatocyte and immune cell isolation from the liver

Hepatocyte isolation was performed according to the proposed protocol (48). Briefly, mice were first anesthetized by ketamine (100mg/kg) and xylazine (16mg/kg). A pre-warmed (37°C) pre-

perfusion solution (0.5mM EDTA/20mM HEPES/HBSS) was perfused via the vena cava using a constant flow rate of 7ml/min regulated by a peristaltic pump (VWR). Once yellow spots were seen in the liver, the portal vein was cut to release the blood and perfusion buffer. The liver was first perfused with the pre-perfusion buffer for 5 minutes and then switched to perfusion solution (20mM HEPES / 1X Penicillin/Streptomycin / 3mM CaCl<sub>2</sub> / DMEM/F12 / 0.2mg/ml Liberase (Roche #05401127001)) for 10 minutes. At the end of the liberase digestion, the liver was carefully transferred to a 10cm petri dish and washed with Wash solution (4% FBS / 1X Penicillin/Streptomycin / Willian's E medium) and the gall bladder was removed. The liver was then transferred to a new petri dish with 10ml of Wash solution and hepatocytes were gently released from the liver using forceps. The Wash solution containing cells was filtered through a 70µm cell strainer (Falcon #352350) and stored on ice. The cell suspension was centrifuged at 20g for 3 minutes. The pellet was used for hepatocyte isolation and the supernatant, which contained non-parenchymal cells, was transferred to a new 50ml Falcon tube for immune cell isolation. For hepatocyte purification, the pellet was resuspended with 10ml of Wash solution and mixed with 10ml of 90% percoll solution (Cytiva #GE-17-0891-01) and centrifuged at 200g for 10 minutes. This step was repeated one more time to increase the purity of viable cells. The pellet was then resuspended in Wash solution and seeded at a density of  $3 \times 10^5$  cells/well in a collagen pre-coated 24-well plate. The medium was exchanged to Hepatocyte medium (Wash solution / 50ng/ml EGF / 1µg/ml insulin / 10µg/ml Transferrin / 1.3µg/ml Hydrocortisone) after 4 hours. A lower seeding density was used for hepatocytes in the DNA fiber assay. For isolating immune cells, the volume was brought to 50ml using the Wash solution. The solution was centrifuged at 20g for 3 minutes and the supernatant was transferred to a new 50ml Falcon tube. This step was repeated for additional two times. The transferred supernatant was then centrifuged at 2000 rpm for 5 minutes.

The immune cell pellet was resuspended in 10ml of 36% Percoll solution and centrifuged at 2000rpm for 20 minutes at 4°C. RBCs were lysed with 1X RBC lysis buffer (G Biosciences #786-649) at room temperature for 5 minutes. The immune cells were washed once with 10ml of PBS and pelleted followed by snap-freezing and storage.

#### Preparation of bone-marrow-derived macrophages (BMDM)

BMDM was prepared according to the proposed protocol (49). Briefly, mice were euthanized using CO<sub>2</sub>. The femur and tibia from both limbs were collected in 1.5ml Eppendorf tubes and stored on ice. Under a cell culture hood, 1ml of cold PBS was carefully injected through the collected femur and tibia to flush out the bone marrow cells into a well of a 6-well plate. The collected bone marrow cells were centrifuged at 200g for 5 minutes at 4°C. The cell pellet was resuspended in 1X RBC lysis buffer and incubated at room temperature for 5 minutes to remove erythrocytes. The cells were then washed once with 10ml of cold PBS and pelleted. The cell pellet was then resuspended in 12 ml of Bone Marrow Culture Medium (DMEM / 10% FBS/ 1% Penicillin/Streptomycin / 10ng/ml M-CSF) and distributed into a 6-well plate, with 2ml per well. Each well carried approximately 3 million cells. On day 4, half of the medium was exchanged with fresh Bone Marrow Culture Medium. BMDMs were ready for experiments on day 7.

#### Transfection of poly(dGdC), linear gDNA and eccDNA

For generating linear gDNA, total gDNA was isolated from AML12 cells and HeLa cells. An aliquot of the gDNA (1µg) was sonicated using Bandelin SONOPLUS Mini 20 for 50 seconds. The size of DNA fragments was confirmed to be below 3kb by gel electrophoresis. Transfections of poly(dGdC) (InvivoGen #tlrl-pgcn), linear gDNA, and eccDNA were performed by

Lipofectamine 3000 Transfection Reagent (Invitrogen #L3000008) according to the manufacturer's instruction. Transfected BMDMs were collected 12 hours after the transfection. Controls received only transfection reagents.

#### Flow cytometry

For detection of apoptotic cells, cells were treated with staurosporine (1 $\mu$ M) (MedChemExpress #HY-15141) for 24 hours or reversine (0.5 $\mu$ M) (MedChemExpress # HY-14711) for 48 hours. Cells were trypsinized and washed twice with cold PBS. Pelleted cells were resuspended in Annexin V binding buffer (BioLegend #640914). Approximately 1 million cells in a volume of 100 $\mu$ l were prepared in a 5ml test tube. Annexin V-FITC and Propidium Iodine were added to the cells followed by an incubation for 15 minutes at room temperature in the dark. At the end of incubation, 400 $\mu$ l of Annexin V binding buffer was added to the tube, and the cells were analyzed with BD FACS Canto II. A list of Western blot antibodies is provided in Table S6.

#### Quantitative real-time PCR (qPCR)

Total RNA was isolated from pulverized liver tissues or cells using the RNeasy mini kit or RNeasy micro kit (Qiagen #74004 and #74104). Complementary DNA (cDNA) synthesis was performed using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems #4368814) with the extracted mRNA from each sample. qPCR was performed using SYBR Green PCR master mix (Applied Biosystem #43-687-02) with ViiA7 Real-Time PCR system (Applied Biosystems). A list of primers is provided in Table S7.

#### Primary nuclei and micronuclei isolation

Purification of micronuclei and primary nuclei was performed following the protocol introduced by Toufektchan and Maciejowski (30). Briefly, AML12 (6 x 150mm plates) and HEK293T cells (3 x 150mm plates) were treated with reversine for 48 hours to promote micronuclei formation. On the day of the experiment, cells were harvested and incubated with cytochalasin B for 30 minutes at 37°C, then pelleted and resuspended in 5 ml of lysis buffer. The cell lysate was then mixed with an equal volume of 1.8M sucrose buffer. A sucrose gradient was prepared by first adding 15 ml of 1.6M sucrose buffer at the bottom of a 50 ml falcon tube followed by layering 20 ml of 1.8M sucrose buffer on top. The cell lysate/1.8M sucrose buffer mixture was laid on top of the prepared sucrose gradient and centrifuged at 950g for 20 minutes at 4°C. The top 2ml were discarded. The next 5 ml of the micronuclei-enriched fraction were transferred to another 50 ml falcon tube and washed with 20 ml of PBS supplemented with 1X protease inhibitor followed by centrifugation at 1500g for 20 minutes at 4°C. The supernatant was discarded, leaving only 1 ml for resuspending the pellet. The sample was filtered through the cell strainer of the FACS round-bottom tube (Falcon #352235). Hoechst 33342 stain (1µg/ml) (Life technology #H3570) and MitoView Green dye (Biotium #70054-T) (40nM) were added to the sample 10 minutes prior to FACS sorting. Primary nuclei and micronuclei were sorted according to the size and Hoechst 33342 intensity using BD FACSAria III. MitoView dye was used to minimize mitochondria contamination during sorting.

#### Stimulation of BMDM with DNA, conditioned media or MN-enriched fraction

BMDM from WT mice was prepared as described above. On Day 7, 30,000 of BMDMs were seeded in each well of a 96 well plate. On the day of experiment, 30ng/ml of AML12 linear DNA

or isolated AML12 eccDNA was added to each well. BMDMs were harvested after 12 hours of incubation and RNA was isolated for qPCR analysis.

For preparing conditioned media, AML12 cells were treated with reversine for 48 hours. The culture medium was exchanged with fresh medium at the end of 48 hours and the cells were cultured for another 22 hours. Conditioned medium was then collected and filtered with 0.2 $\mu$ m filter. Non-treated cells were used as control. Conditioned media were added to BMDM at a ratio of 1:2 with the BMDM medium. BMDMs were collected after 8 or 16 hours of incubation.

To prepare MN-enriched fraction, AML12 cells were treated with reversine followed by sucrose gradient centrifugation as described above in the MN isolation protocol. After the sucrose gradient centrifugation, the MN-enriched fraction was collected (5ml) and washed with 20ml of PBS supplemented with protease inhibitor. The sample was centrifuged at 1500g for 20 minutes. The supernatant was removed and the sample was washed with 48ml of cold PBS. The sample was centrifuged at 3000g for 10 minutes. The purity of MN in the sample was assessed by flow cytometry. For the stimulation of BMDMs, purified MN-enriched fraction was added at a ratio of 1:3 to the BMDM culture medium. BMDMs were harvested after 16 hours for analysis. PBS was applied to the cells as non-treated controls (NT).

#### eccDNA isolation and CirSeq

We used the eccDNA isolation protocol proposed by Wang et al., 2023 for purifying eccDNA for transfection experiments and electron microscopy (22). Briefly, AML12 cells or HeLa cells were treated with 1 $\mu$ M staurosporine for 24 hours or with 0.5 $\mu$ M reversine for 48 hours. Cells were

collected and washed twice with PBS. The cells were pelleted and resuspended in 10ml of suspension buffer (10mM EDTA pH8 / 150 mM NaCl / 1% glycerol / lysis blue / RNase A /  $\beta$ -mercaptoethanol). 10 ml of Pyr buffer (0.5M pyrrolidine / 20mM EDTA / 1% SDS /  $\beta$ -mercaptoethanol / pH 11.8) was added to the resuspended cells and gently mixed well. The mixture was incubated at room temperature for 5 minutes. 10 ml of Buffer S3 (Qiagen Plasmid Plus Midi kit #12943) was then added to the solution and mixed well until the solution turned white. The mixture was centrifuged at 3148g for 20 minutes at 4°C. The clear lysate was filtered through the QIAfilter Cartridge (Qiagen Plasmid Plus Midi kit) and mixed with 1/3 volume of Buffer BB. Using QIAvac 24 plus, all lysates were passed through the QIAGEN Plasmid Plus spin column. The spin columns were then washed with ETR buffer and PE buffer. Crude circular DNA extract was eluted with 100 $\mu$ l of DNase-free water. The crude circular DNA concentration was determined by Qubit 1X dsDNA HS Assay Kit (Invitrogen #Q33230). Next, plasmid-safe DNase (Lucigen #E3101K) with a final concentration of 0.4U/ $\mu$ l (1X Plasmid-safe Reaction Buffer / 1mM ATP / 10U Plasmid-safe DNase) was mixed with 3 $\mu$ g of crude circular DNA to eliminate the contaminating linear DNA. PacI was added to facilitate the elimination of mitochondrial DNA. The digested DNA was then cleaned up using the phenol/chloroform/isoamyl alcohol method. DNA was then precipitated from the aqueous fraction by adding 1 $\mu$ l of glycogen, 1/10 volume of sodium acetate (3M, pH5.5), and 3 volumes of 200 proof ethanol with incubation at -80°C for at least 3 hours. The precipitated DNA was centrifuged at 20,000g for 30 minutes at 4°C. The DNA pellet was washed once with 1 ml of freshly prepared 80% ethanol and resuspended in 50  $\mu$ l of 2 mM Tris-HCl (pH 7). eccDNA was then selectively purified using Solution A (Bingene #220501). DNA resuspended in 2mM of Tris-HCl was mixed with 700 $\mu$ l of Solution A and incubated at room temperature for 5 minutes. The solution was then mixed well with 10 $\mu$ l of Dynabeads MyOne

Silane beads (Invitrogen #37002D) and put on a magnetic holder (Invitrogen DynaMag-2 #12321D). After settling for 2 minutes, all solution was discarded without disturbing the beads. The beads were washed twice with 300µl of Solution A using the same procedure. While leaving the tubes on the magnetic holder, the beads were washed twice with 700µl of 3.5M NaCl and twice with 800µl of freshly prepared 80% ethanol. eccDNA was eluted with 20µl of 0.1X elution buffer (Qiagen Plasmid Plus Midi kit).

For the purification of eccDNA from tissue, the isolation of crude circular DNA was performed using the QIAprep Spin Miniprep Kit (Qiagen # 27104). 50 mg of frozen tissue obtained from animals were cut into small pieces and digested overnight with proteinase K at 0.6U/µl (Thermo #EO0491) in 600µl of P1 solution (QIAprep Spin Miniprep Kit # 27104) at 50°C with shaking at 650rpm. The lysate was centrifuged at 1,000 rpm for 2 minutes and the supernatant was transferred to a 2ml eppendorf tube (DNase free) and LyseBlue was added at 1:1000 to the collected supernatant. 600µl of Buffer P2 was then added to the lysate and incubated at room temperature for 5 minutes. Immediately after the incubation, 840µl of Buffer N3 was added to neutralize the solution. The mixed solution was centrifuged at 13,000 rpm for 10 minutes at room temperature. 800µl of the supernatant was transferred to a QIAprep 2.0 spin column. The column was centrifuged for 30 seconds and the flow through was discarded. The column was then washed with 0.5ml of Buffer PB followed by 0.75ml of Buffer PE. The column was then dried by centrifuging at a maximum speed for 1 minute and the DNA was eluted with 100µl of DNase-free water. eccDNA purification was then performed as described above.

For preparing DNA samples for cirSeq, we used a different protocol that was suggested to preserve large circular DNA and reduce eccDNA loss due to the potential linearization of eccDNA by restriction enzymes (26). Briefly, high-molecular-weight (HMW) DNA was isolated from tissue using the MagAttract HMW DNA kit (Qiagen #67563) according to the manual of the manufacturer. Around 5-10 mg of tissue was obtained and briefly washed with cold PBS. The tissue was briefly spun down and resuspended in 220µl of Buffer ATL. 20µl of proteinase K was added to the sample and mixed well by vortexing. The sample was digested overnight at 56°C with shaking at 900rpm. After digestion, 200µl of the samples were transferred to a new 2ml Eppendorf tube. For each sample, 4µl of RNase A was added and incubated for 2 minutes at room temperature. Then, 150µl of Buffer AL 280µl of Buffer MB and 40µl of MagAttract Suspension G were added to each sample and incubated for 3 minutes at room temperature. Tubes were transferred to a Magnetic rack and waited for 1 minute until the beads were completely separated. Beads were washed twice with 700µl of Buffer MW1 by resuspending the beads and incubating at room temperature for 2 minutes followed by removal of the buffer using the magnetic rack. Beads were then washed twice with 700µl of Buffer PE. While keeping on the magnetic holder, the beads were then rinsed twice with 700µl of DNase-free water. Tubes were removed from the magnetic holder and the HMW DNA was eluted with 150µl of DNase-free water with shaking at 1400rpm for 3 minutes at room temperature. Purified HMW DNA was obtained by separating the beads from the elute using the magnetic holder. The eluted HMW DNA was transferred to a new 1.5ml DNA low-bind tube. Concentration of HMW DNA was determined by Qubit dsDNA HS Assay Kit (Invitrogen #Q32850).

Digestion of linear DNA was performed using plasmid-safe DNase (Lucigen #E3101K) with a final concentration of 0.2U/ $\mu$ l (1X Plasmid-safe Reaction Buffer / 1mM ATP / 20U Plasmid-safe DNase) for every 5 $\mu$ g of HMW DNA for 5 days at 37°C. For PN and MN samples, 50ng of DNA was used in this step. Plasmid-safe DNase and ATP were replenished every 24 hours. At the end of the 5-day digestion cycle, the DNase was inactivated at 70°C for 30 minutes. Rolling circle amplification was performed using the REPLI-g Mini Kit (Qiagen #150025) to amplify the circular DNA in the plasmid-safe DNase digested sample. In a 0.2ml PCR tube, 5 $\mu$ l of the digested HMW DNA was mixed with 5 $\mu$ l of Buffer D1 and incubated at 25°C for 3 minutes. After that, 10 $\mu$ l of Buffer N1 was added to the sample and mixed well by vortexing. 30 $\mu$ l of REPLI-g DNA polymerase master mix (29 $\mu$ l of REPLI-g Mini Reaction Buffer and 1 $\mu$ l of REPLI-g Mini DNA polymerase) were then added to each sample and incubated at 30°C for 16 hours. Samples were then inactivated at 65°C for 3 minutes. The quantity of double-stranded DNA was measured by Qubit BR dsDNA kit (Invitrogen #Q32850).

Library Preparation was performed on a 96-well plate using the NEBNext® Ultra™ II FS DNA Library Prep Kit for Illumina (NEB # E7805L). 20 ng of the RCA product from each sample was fragmented with 1.75 $\mu$ l of Ultra II FS Reaction Buffer and 0.5 $\mu$ l of Ultra II FS Enzyme Mix in a thermal cycler at 37°C for 25 minutes and 65°C for 30 minutes. Adaptor ligation was performed with 1 $\mu$ l of Adaptor (0.04  $\mu$ l of adaptor diluted by 0.96  $\mu$ l of 10 mM Tris-HCl, pH 7.5-8.0 with 10 mM NaCl), 7.5  $\mu$ l of Ligation Master Mix and 0.25  $\mu$ l of Ligation Enhancer. After 15 minutes of incubation at 20°C, 1  $\mu$ l of diluted USER (0.75 $\mu$ l of USER with 0.25 $\mu$ l of nuclease-free water) was added and the samples were incubated at 37°C for 15 minutes. Adaptor-ligated DNA was cleaned with 0.8X (14.8  $\mu$ l) of AMPure XP Beads from Beckman Coulter (A63881), mixed and

incubated for 5 minutes. Samples were kept on a magnetic holder (Invitrogen DynaMag™-96 Magnet # 12027). The supernatant was discarded, and beads were washed twice with 100 µl of 80 % ethanol while the plate was on the magnet. All ethanol was discarded, and the beads were dried for 2 minutes. DNA was eluted with 6µl of Elution Buffer (Qiagen Buffer EB #19086). 5µL of the eluted DNA from each well was transferred into a new 96-well plate.

PCR enrichment of 5µL adaptor-ligated DNA was performed by adding 2.5 µl of pre-mixed unique dual index primer pairs (NEBNext 96 unique dual index primer pairs kit 3 NEB #E6444L). Each well must contain a different primer pair for multiplexing. 6.25 µL of Ultra II Q5 Master Mix was added to each well. In a thermocycler, run a PCR program: 98°C for 30 seconds, 98°C for 10 seconds and 65°C for 75 seconds for 7 cycles and finish with 65°C for 5 minutes. The PCR reaction was cleaned using 10 µl (0.8X) of AMPure XP Beads from Beckman Coulter (A63881), mixed and incubated for 5 minutes. The supernatant was discarded without touching the beads and the beads were washed twice with 100 µl of 80 % Ethanol while the plate was on the magnetic holder (Invitrogen DynaMag™-96 Magnet # 12027). The beads were dried for 2 minutes, and DNA was eluted in 30 µl of Elution Buffer (Qiagen Buffer EB #19086) after 5 minutes of incubation. 28 µl of supernatant from each well was transferred to a new 96-well plate. The concentration of all samples was determined using Qubit 1X dsDNA HS Assay-Kit (ThermoFisher scientific # Q33231). Quality control of libraries was performed using TapeStation (Agilent High Sensitivity D1000 Reagents # 5067-5585 and High Sensitivity D1000 ScreenTape # 5067-5584). All samples were brought to the same concentration and 3 µl of each row of the 96-well plate was pooled into a 0.2 ml 8-tube strip. 10µl of each 0.2 ml tube was pooled into a 1.5 ml DNA LoBind tube. A cleanup step was performed with 64 µl (0.8X) of AMPure XP Beads in 80 µl of the pooled libraries

using a magnetic holder (DynaMag™-2 Magnet # 12321D). The beads were washed twice with 200 µl of 80 % ethanol using the magnetic holder. After drying for 2 minutes, samples were eluted in 20 µl of Elution Buffer (Qiagen Buffer EB #19086). 18µl of the eluted supernatant was transferred to a new DNA LoBind tube. The concentration of all samples was determined using Qubit 1X dsDNA HS Assay-Kit (ThermoFisher scientific # Q33231). A quality control step of libraries was performed again using TapeStation (Agilent High Sensitivity D1000 Reagents # 5067-5585 and High Sensitivity D1000 ScreenTape # 5067-5584). DNA libraries were submitted for 150bp pair-end Illumina sequencing using NovaSeq X Plus 10B.

To detect the presence of eccDNA, adapter sequences were trimmed from the reads using Trim Galore v. 0.6.10. The reads were then aligned either to the human reference genome hg38 or the mouse reference genome mm39 using the Burrows–Wheeler Aligner MEM v. 0.7.17 with default parameters. PCR and optical duplicates were removed with biobambam2 v. 2.0.183. The resulting BAM files were then analyzed to identify split reads and outward-facing discordant read pairs, which indicate circle-supporting reads. The coordinates of eccDNA were extracted from genomic regions enriched in these circle-supporting reads. The aligned reads were visualized using IGV version 2.17.2.

#### Design and replication of *in vivo* and *in vitro* experiments

Sample size required for this study was calculated based on the previous records of the status of liver damage in *Mcl1*<sup>Δhep</sup> mice (i.e. ALT and AST values). Blinding was not applicable since we aim to use all the possible animals with the desired genotypes. A stratified randomization strategy was used to maintain the same distribution of sex in the control and experimental groups.

Biological or technical replications were used when applicable. All n numbers in Fig. 1E, 1F, 2B, 2E, 3C, 3D, 5B, 5E, 5G, 5I, 5K, 6B, 6E, 6H, S2B, S2I, S3C, S10A, S10B and S11E represent biological replicates. All n numbers in Fig. 2G, 2H, 4A, 4L, S3I, S3J, S4C, S5B, S5C, S8E and S8F represent technical replicates.

### Total RNAseq

Total RNA was extracted from frozen mouse tissue or frozen patient tissue using the RNeasy Micro kit (Quagen #74004). Total RNAseq using the Illumina Novaseq 6000 platform was performed at the Functional Genomic Center Zurich (FGCZ). Differential expression of genes and pathway analysis were performed by the FGCZ SUSHI platform. To perform GSEA analysis on the transcriptomic data, the datasets from WT, *Mcl1*<sup>Δhep</sup>, and *Mcl1*<sup>Δhep</sup> *Sting1*<sup>-/-</sup> mice were imported to GSEA (4.3.3) Desktop Application and analyzed. For the preparation of heatmaps and statistical analysis of gene clusters, per-gene counts were transformed into transcripts per million (TPM) in log<sub>2</sub> and then centered around zero using the per-gene row means. Small sets of key marker genes for cell types of interest (e.g., M1 and M2 macrophages) were generated using known lineage markers from the literature. For each cell type gene set, the mean-centered log<sub>2</sub> TPM gene expression was calculated per sample. Global one-way ANOVA was performed, followed by post-hoc pairwise two-sided Student's t-tests.

### Graphical illustrations

Graphical illustrations shown in the main figures (Figure 2A, 3A, 4E, 4H left panel and S8G) were created with BioRender.com.

Supplementary figures

Fig. S1

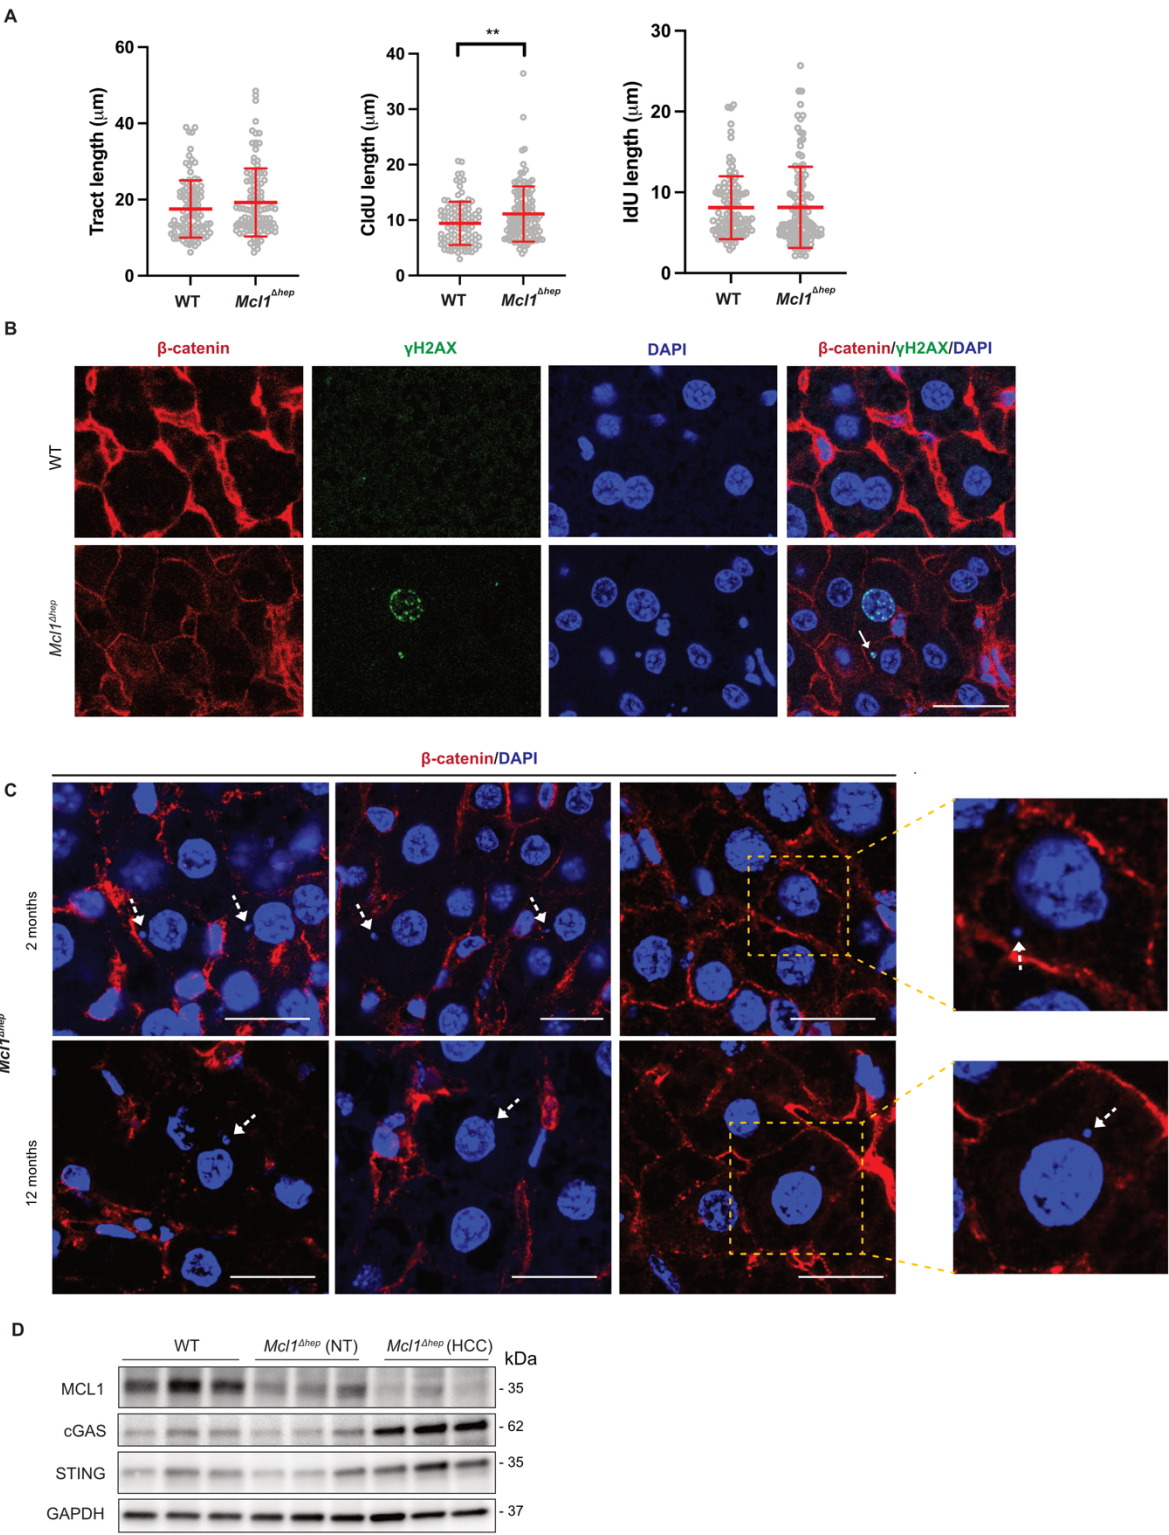

**Fig. S1.** A) DNA fiber assay on primary hepatocytes from WT and *Mcl1*<sup>Δ<sub>hep</sub></sup> mice after 24 hours in culture. CldU: 5-chloro-2'-deoxyuridine; IdU: 5-Iodo-2'-Deoxyuridine. Quantification of CldU track length, IdU track length, and CldU+IdU total track length. Student's t-test: \*\* p<0.01. B) Immunofluorescence staining indicating micronuclei (arrow) showing DNA damage in 12-month-old liver tissue. Scale bar: 25μm. C) Further representative micronuclei (dashed arrow) observed in the hepatocytes of 2- and 12-month-old mice. Scale bar: 20 μm. D) Immunoblot of tissue extracts from the 12-month-old liver. WT: wild-type; NT: non-tumor; HCC: hepatocellular carcinoma.

Fig. S2

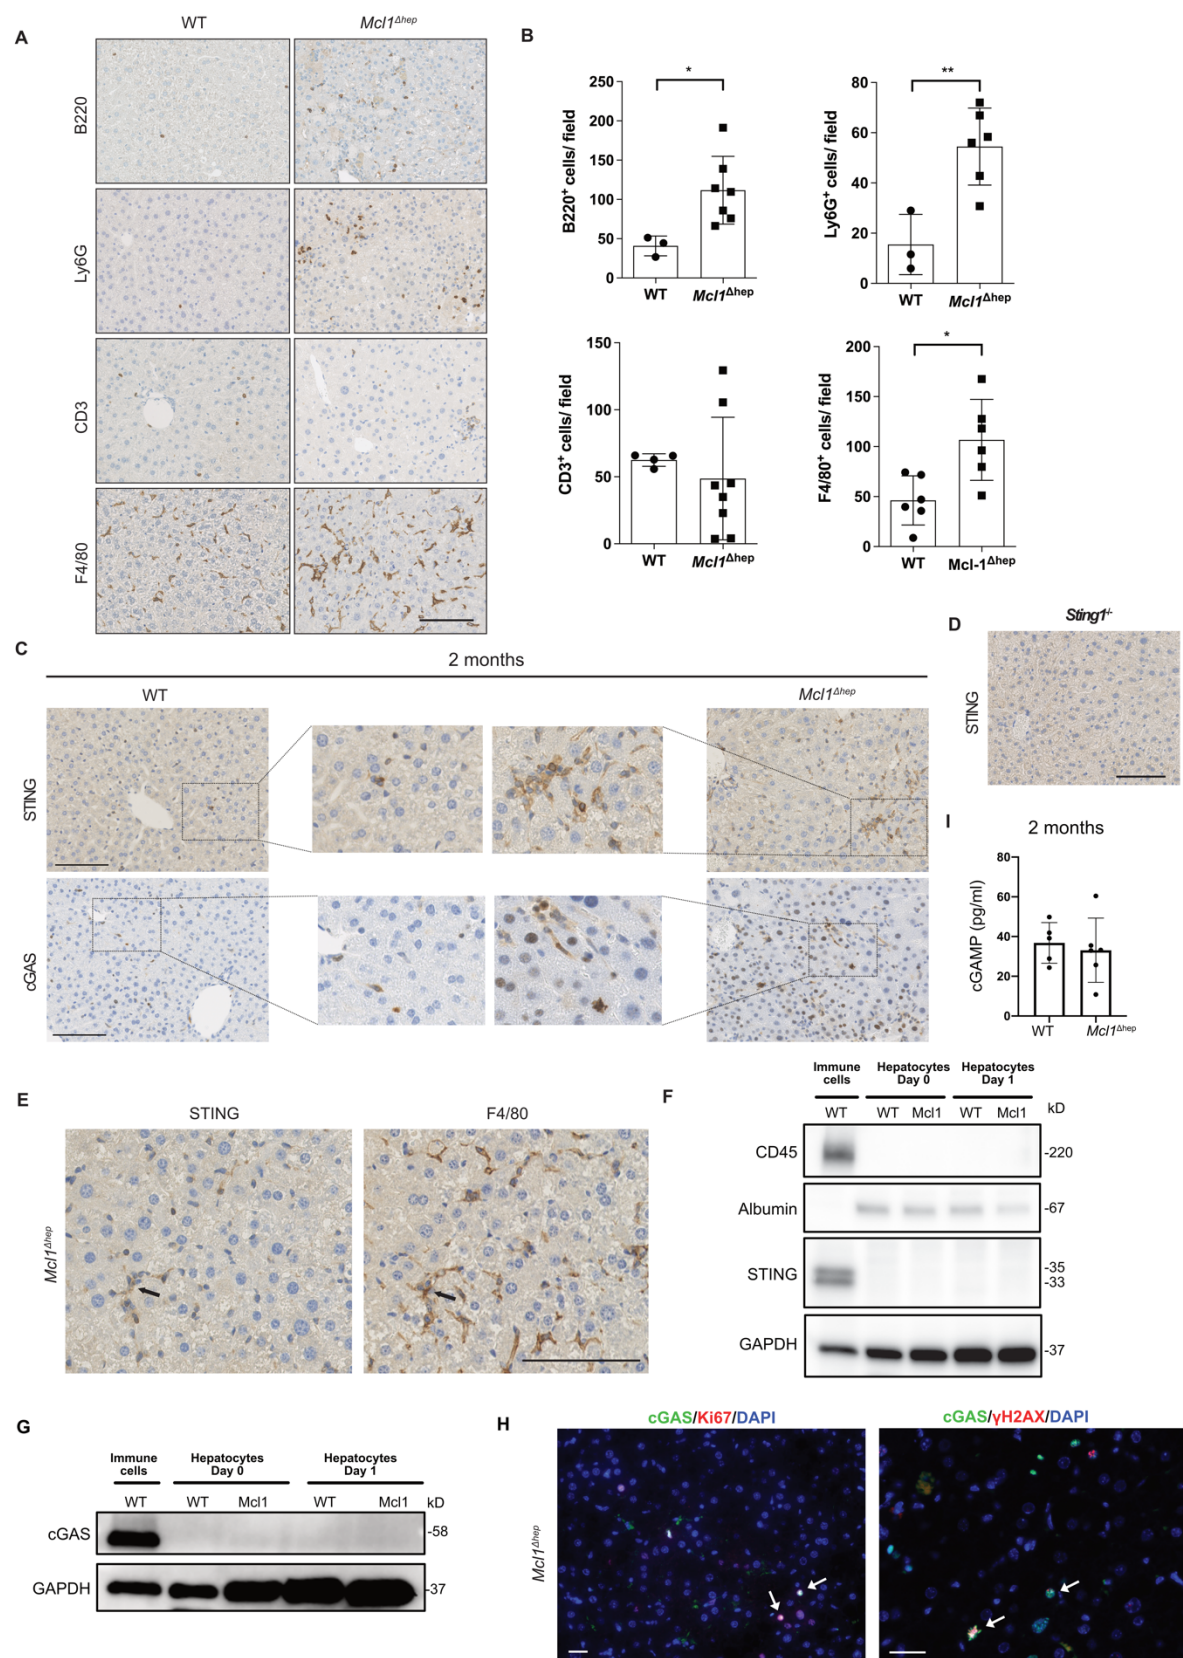

**Fig. S2.** A) IHC staining of immune cell markers: B220, Ly6G, CD3, and F4/80. Scale bar: 50 $\mu$ m. B) Quantification of immune cells showing an increase in the infiltration of neutrophils, macrophages, and B cells.  $n \geq 3$ . Student's t-test: \*  $p < 0.05$ , \*\*  $p < 0.01$ . C) IHC staining of STING and cGAS showing a different spatial expression pattern. Scale bar: 100 $\mu$ m. D) IHC staining of STING in *Sting*<sup>-/-</sup> liver. Scale bar: 100 $\mu$ m. E) IHC staining of STING and F4/80 on serial sections showing the expression of STING and F4/80 in the same cells (arrow). Scale bar: 100 $\mu$ m. F&G) Western blot from isolated immune cells and hepatocytes from mouse livers. WT: wild-type; Mcl1: *Mcl1* <sup>$\Delta$ hep</sup>. Immune cells and hepatocytes (Day 0) were used directly after isolation. Hepatocytes were then kept in culture for 24 hours (Day 1), and protein was isolated. H) Immunofluorescence of cGAS/ $\gamma$ H2AX or cGAS/Ki67 shows their colocalization in a subset of cells (arrows). Scale bar: 25 $\mu$ m. I) Measurement of cGAMP level from protein lysates using ELISA.  $n \geq 5$ .

**Fig. S3**

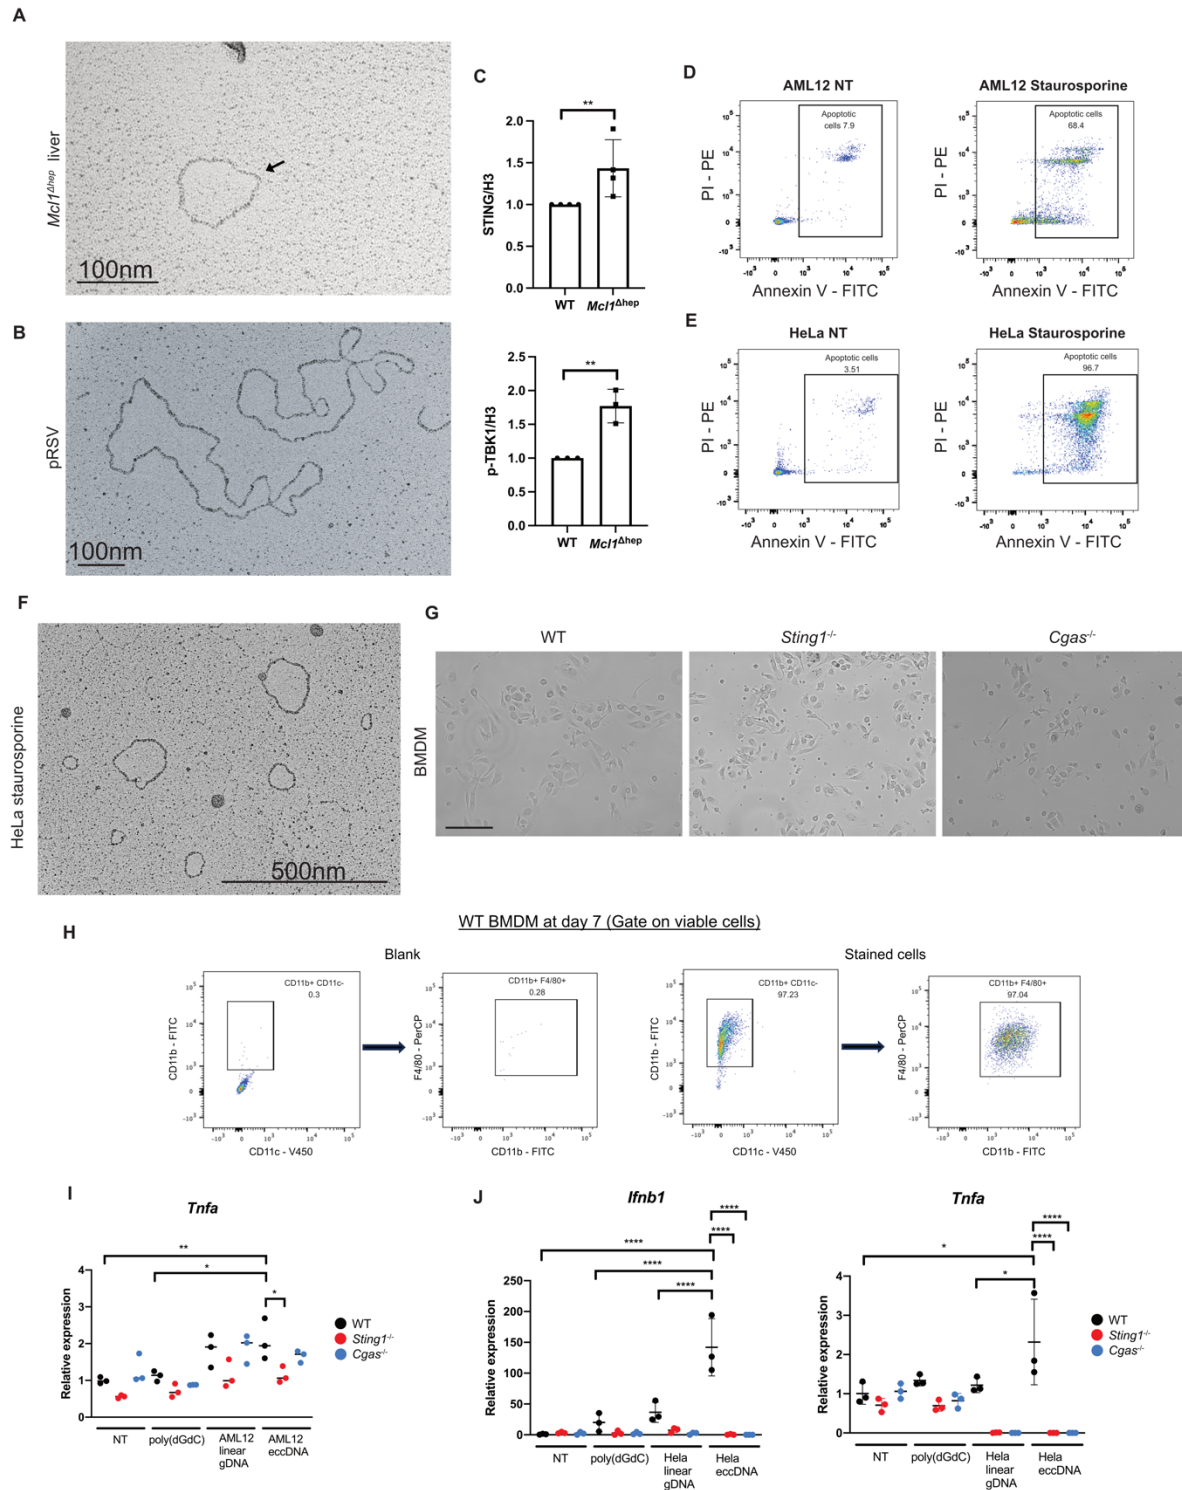

**Fig. S3.** A-B) Electron micrographs of eccDNA (arrow) from *Mcl1<sup>Δhep</sup>* liver tissue (A) and plasmid pRSV (B). Scale bar: 100nm. C) Densitometric analysis of Western blot for p-TBK1 and STING levels normalized to histone 3 (H3) level as a fold change compared to WT. n≥3. Student's

t-test \*\*  $p < 0.01$ . D&E) Flow cytometry analysis of AML12 and HeLa cells treated with staurosporine for 24 hours. Cells were stained with Annexin V and PI for labelling early and late apoptotic stages. F) Visualization of eccDNA isolated from HeLa cells treated with 0.5M of staurosporine for 24 hours. Scale bar: 500nm. G) BMDM differentiated from bone marrow cells stimulated with M-CSF for 7 days. Scale bar: 50 $\mu$ m. H) Phenotyping of WT BMDM by flow cytometry. I) BMDMs from WT, *Sting1*<sup>-/-</sup>, and *Cgas*<sup>-/-</sup> mice were transfected with 10ng/ml of AML12 eccDNA, AML12 linear genomic DNA, and poly(dGdC). *Tnfa* expression was analyzed 12 hours after transfection. n=3. J) BMDMs from WT, *Sting1*<sup>-/-</sup>, and *Cgas*<sup>-/-</sup> mice were transfected with 100ng/ml of poly(dGdC), HeLa linear gDNA, or HeLa eccDNA. The expression of *Ifnb1* and *Tnfa* was detected by qPCR. n=3. One-way ANOVA: \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

**Fig. S4**

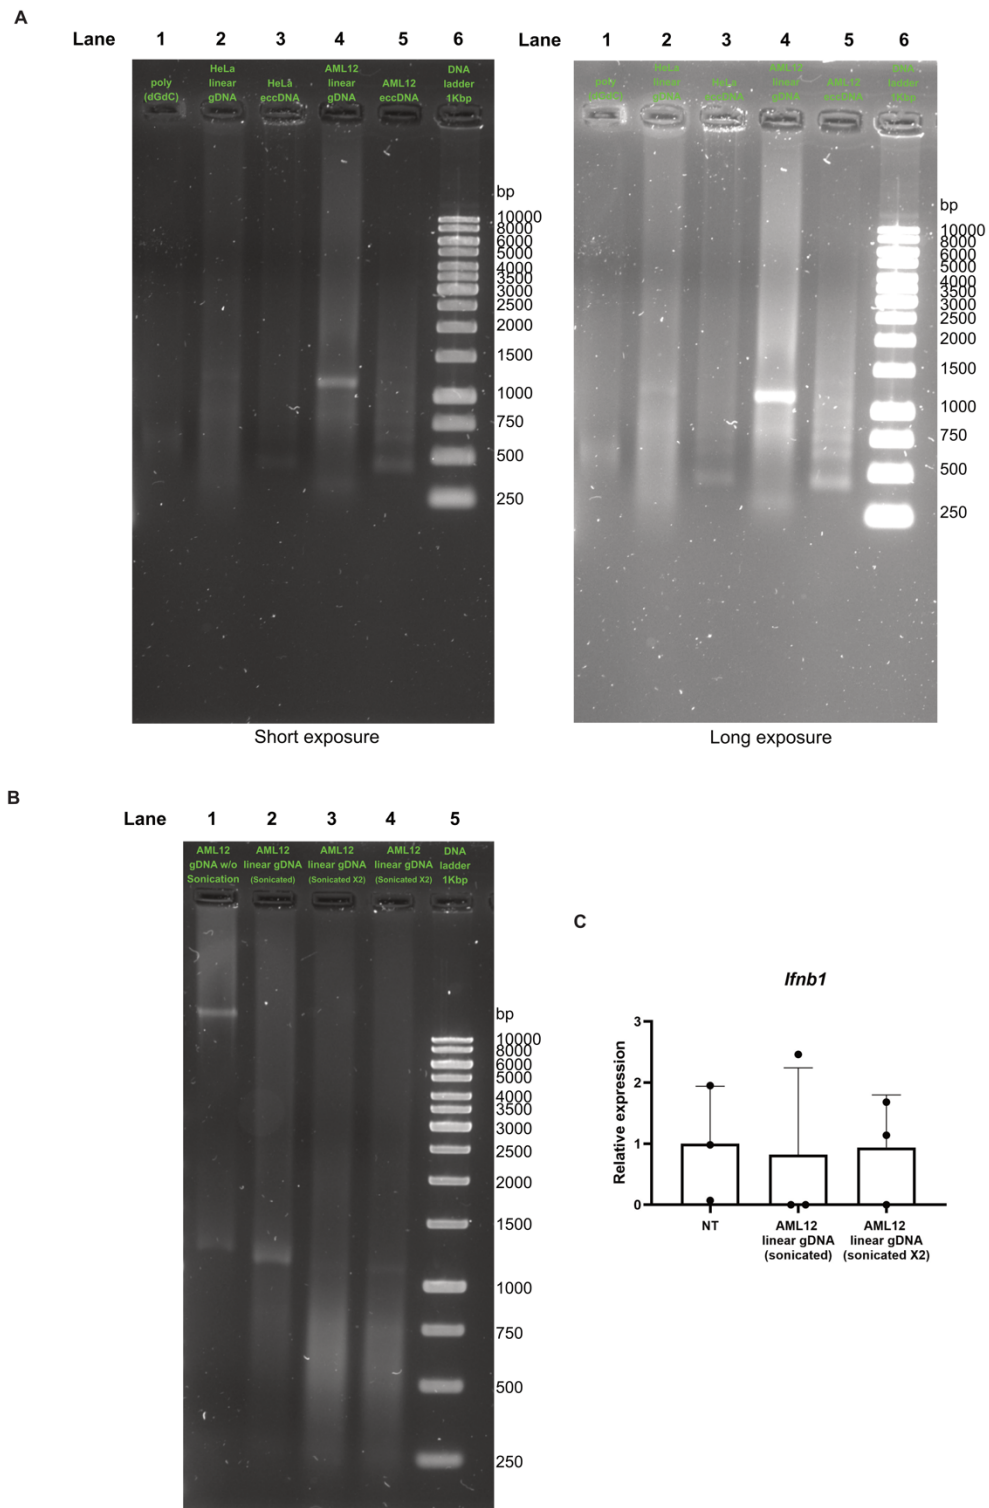

**Fig. S4.** A) Visualization of the molecular size of DNA used for stimulating bone marrow-derived macrophages (BMDMs). Agarose gel electrophoresis showing the molecular size of DNA. For each lane, 10ng of DNA was loaded onto a 1% agarose gel. Lane 1: poly(dGdC); lane 2: HeLa

linear DNA; lane 3: HeLa eccDNA; lane 4: AML12 linear gDNA; lane 5: AML12 eccDNA; lane 6: 1 Kbp DNA ladder. Left and right gel images were taken from the same gel with different exposure times. B) Study of the effect of additional shearing of linear gDNA in inducing *Ifnb1* in bone-marrow derived macrophages (BMDMs). Agarose gel electrophoresis is used to visualize the molecular size of DNA. Lane 1: AML12 linear gDNA without sonication; lane 2: sonicated AML12 linear gDNA (representing linear gDNA sample used in Fig. 2H); lane 3 & 4: repeated sonication of the linear DNA sample used in lane 2. C) Quantitative PCR analysis of *Ifnb1* expression in WT BMDMs. BMDM were transfected with 10ng of AML12 linear gDNA (lane 2) or AML12 linear gDNA with repeated sonication (lane 3). Note: The AML12 linear gDNA (lane 2) is the same sample used for the transfection experiment in Fig. 2H&S3I. NT: non-treated control. n=3.

**Fig. S5**

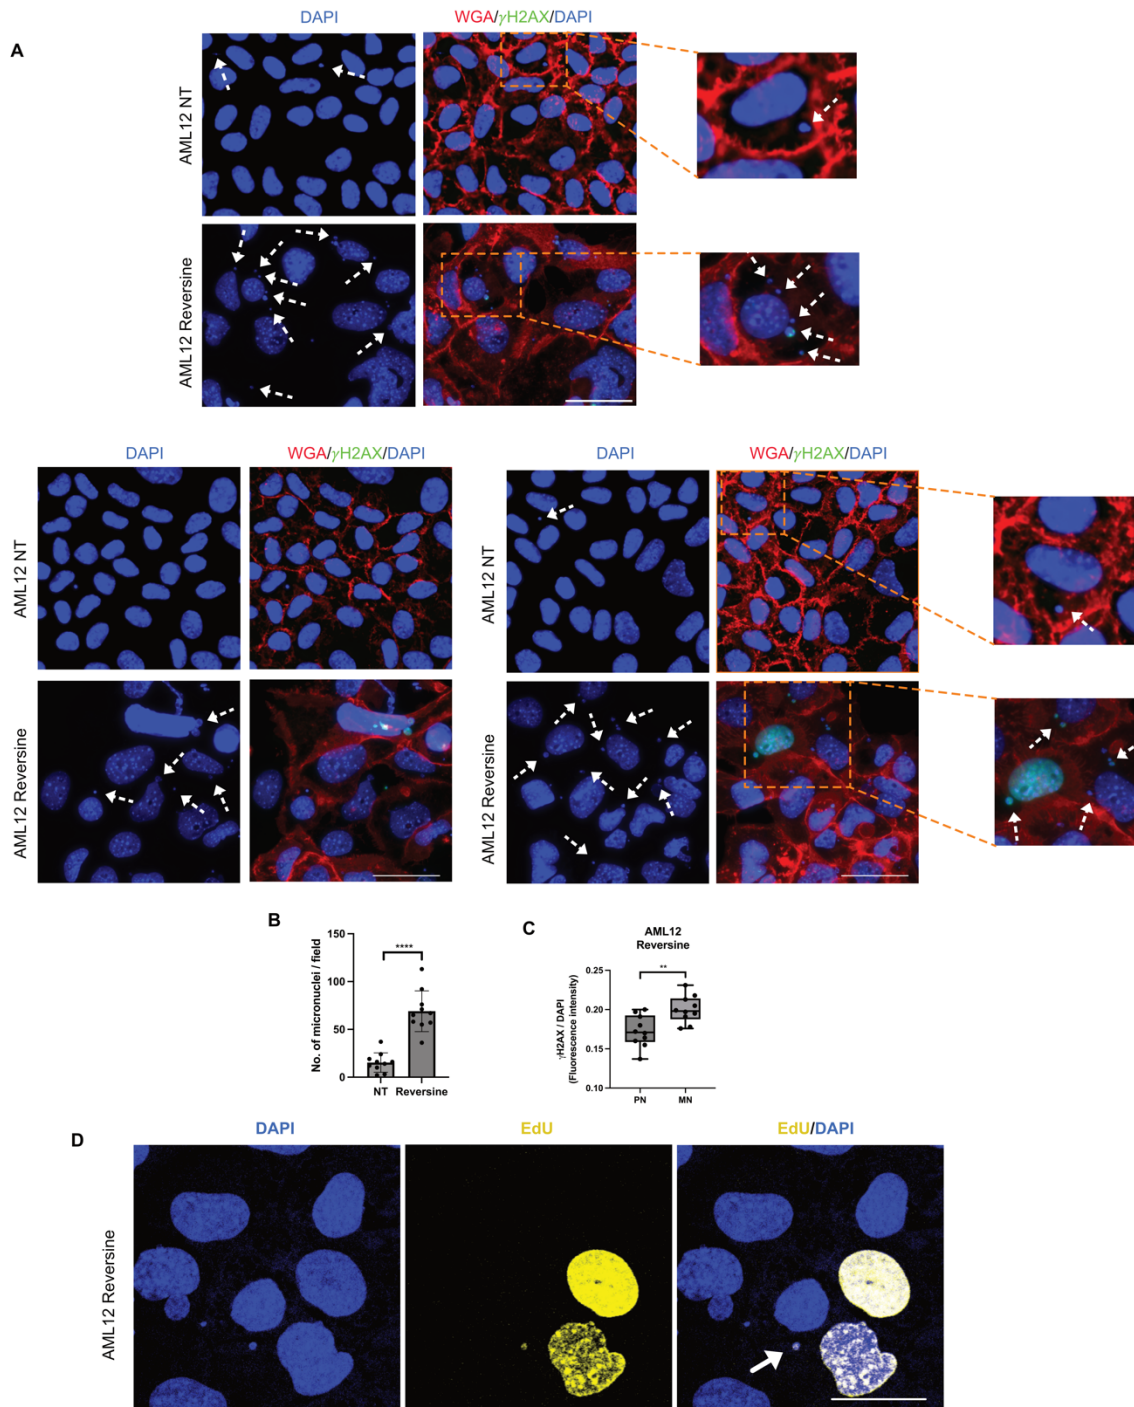

**Fig. S5.** A) AML12 cells treated with reversine for 48 hours showing an increase in micronuclei levels. NT: non-treated. WGA: wheat germ agglutinin (membrane dye). Three fields of view from the NT and reversine-treated cells are shown. Dashed arrow indicated micronuclei. Scale bar: 40μm. B) Quantification of the number of micronuclei observed per captured field. Student's t-test: \*\*\*\*  $p < 0.0001$ . C) Comparison of  $\gamma$ H2AX intensity normalized to DAPI intensity between

primary nuclei (PN) and micronuclei (MN). Student's t-test: \*\*  $p < 0.01$ . D) AML12 cells were labeled with EdU for 2 hours at the end of the reversine treatment. Arrow indicates a S phase micronucleus. Scale bar: 20 $\mu$ m.

**Fig. S6**

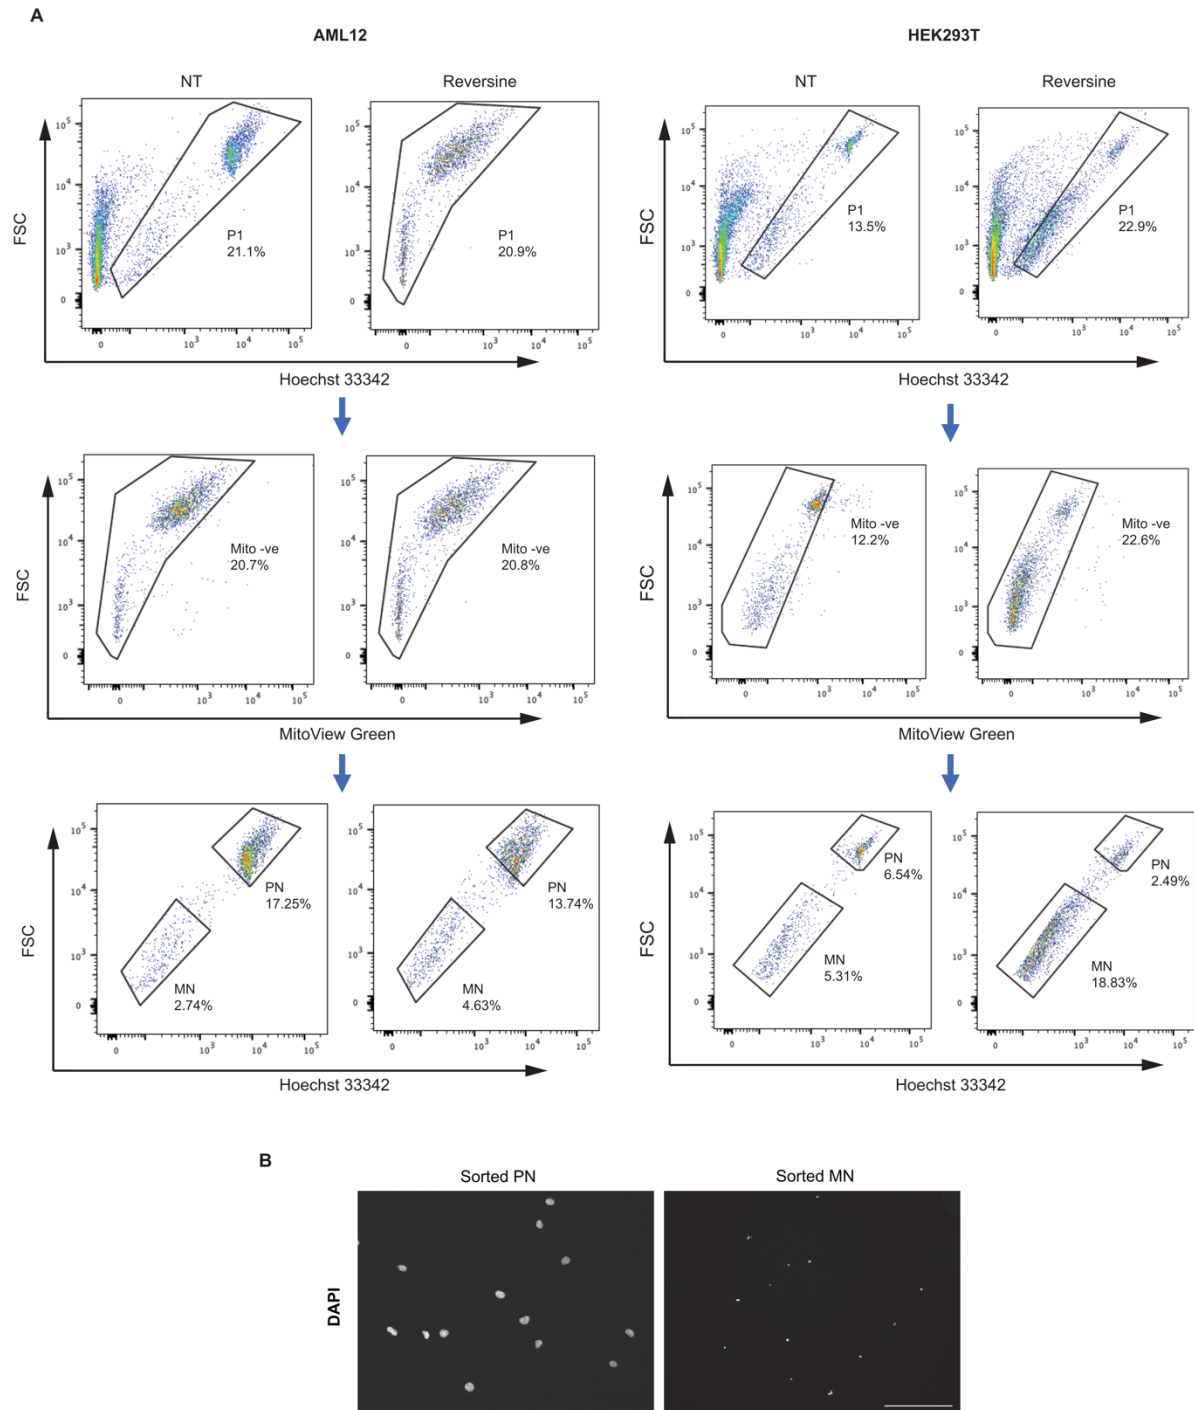

**Fig. S6.** A) FACS sorting of primary nuclei and micronuclei from AML12 cells and HEK293T cells 48 hours after reversine treatment. B) Images showing sorted primary nuclei (PN) and micronuclei (MN) from HEK293T cells. Scale bar: 100 $\mu$ m.

**Fig. S7**

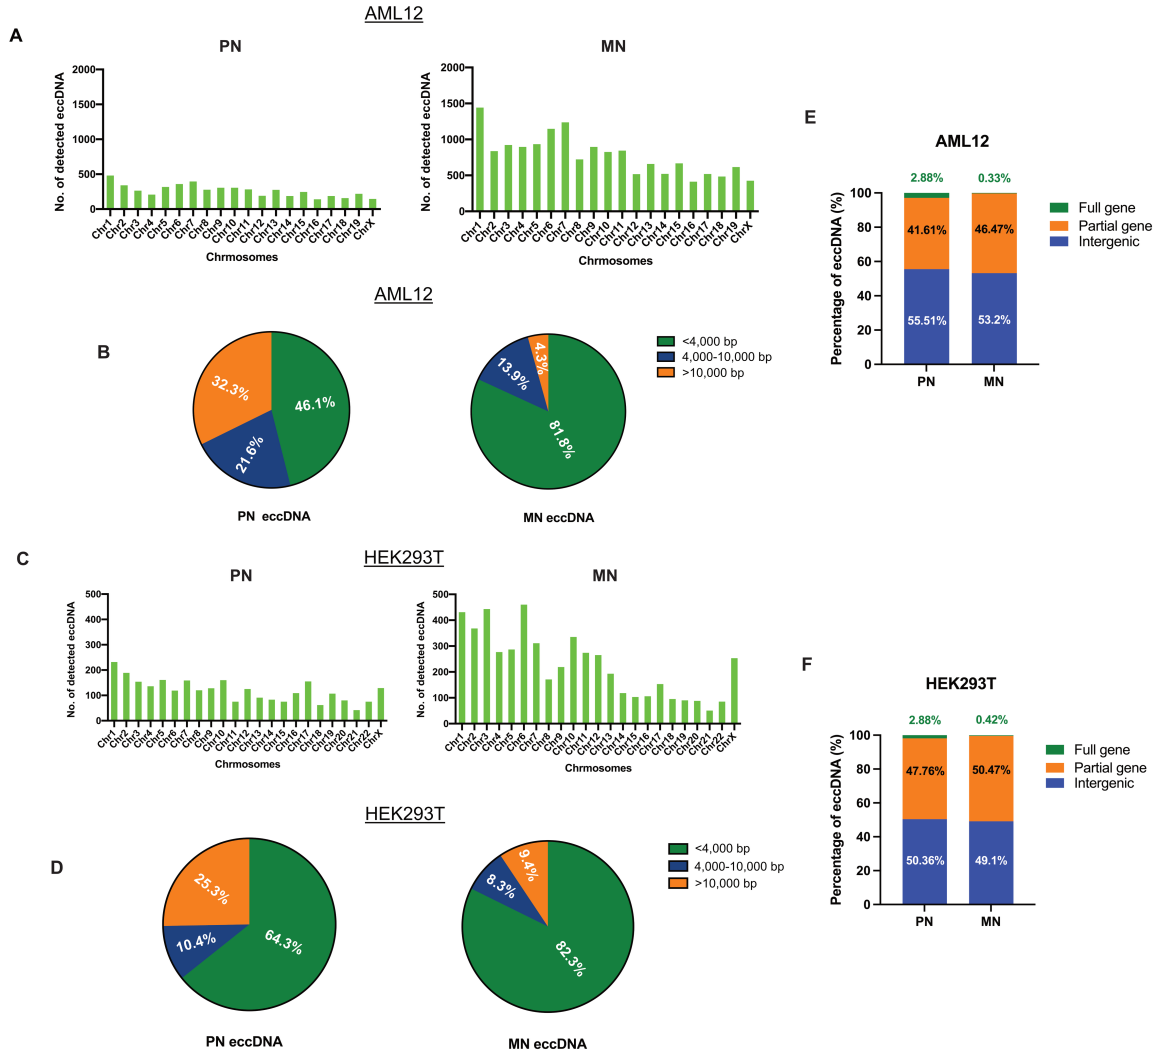

**Fig. S7.** A&C) eccDNA detected by cirSeq from isolated primary nuclei (PN) and micronuclei (MN) were mapped to the reference genome of mouse (AML12) and human (HEK293T). The frequency of detected eccDNA was plotted across all chromosomes. B&D) Pie charts showing the percentage of eccDNA with size <4,000bp, 4,000-10,000bp, and >10,000bp. E&F) Bar charts showing the percentages of eccDNA containing full gene, partial gene, and intergenic sequences in PN and MN.

**Fig. S8**

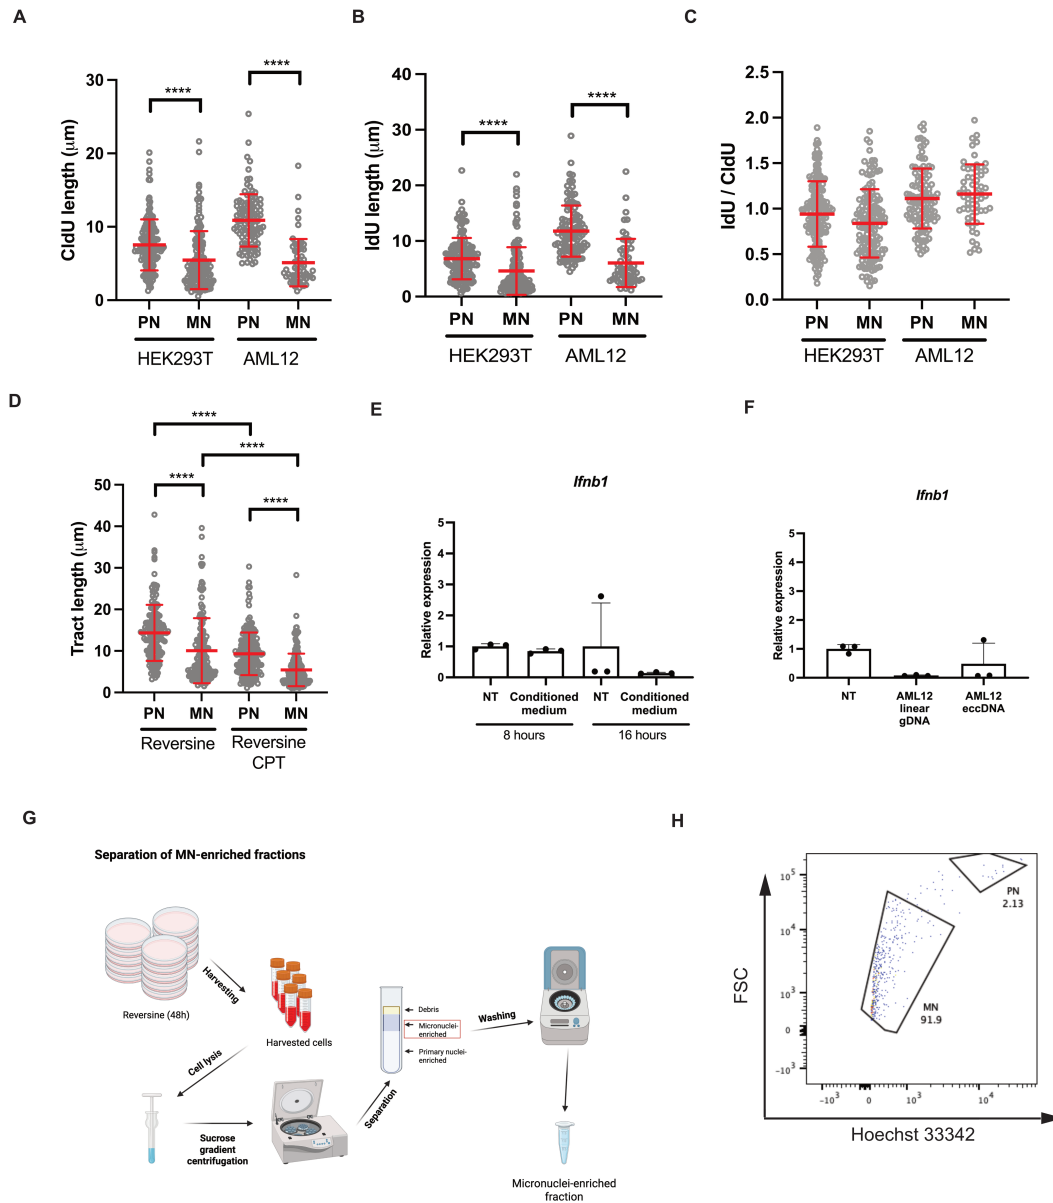

**Fig. S8.** A-C) NuSeF assay comparing the DNA fibers from primary nuclei (PN) and micronuclei (MN) of HEK293T and AML12 cells. CldU and IdU were pulse-labelled for 30 minutes each. The CldU tract length, IdU tract length, or IdU/CldU ratio was compared between PN and MN. Student's t-test: \*\*\*\* p<0.0001. D) Tract length (CldU + IdU) measurement from DNA fibers obtained from PN and MN from HEK293T cells treated with reversine with/without CPT. One-way ANOVA: \*\*\*\* p<0.0001. E) Quantitative PCR analysis of *Ifnb1* expression in BMDMs 8 or 16 hours after the treatment with conditioned medium from reversine-treated AML12 cells. n=3. F) Quantitative PCR analysis of *Ifnb1* expression in BMDMs 12 hours after the treatment of linear gDNA or eccDNA by adding DNA directly into the culture medium. NT samples were treated with PBS. n=3. G) Scheme of separation of the MN-enriched fraction. Created in BioRender.

Chan, L. (2025) <https://BioRender.com/0omqdyj>. H) Flow cytometry analysis of the MN-enriched fraction after additional washing steps.

**Fig. S9**

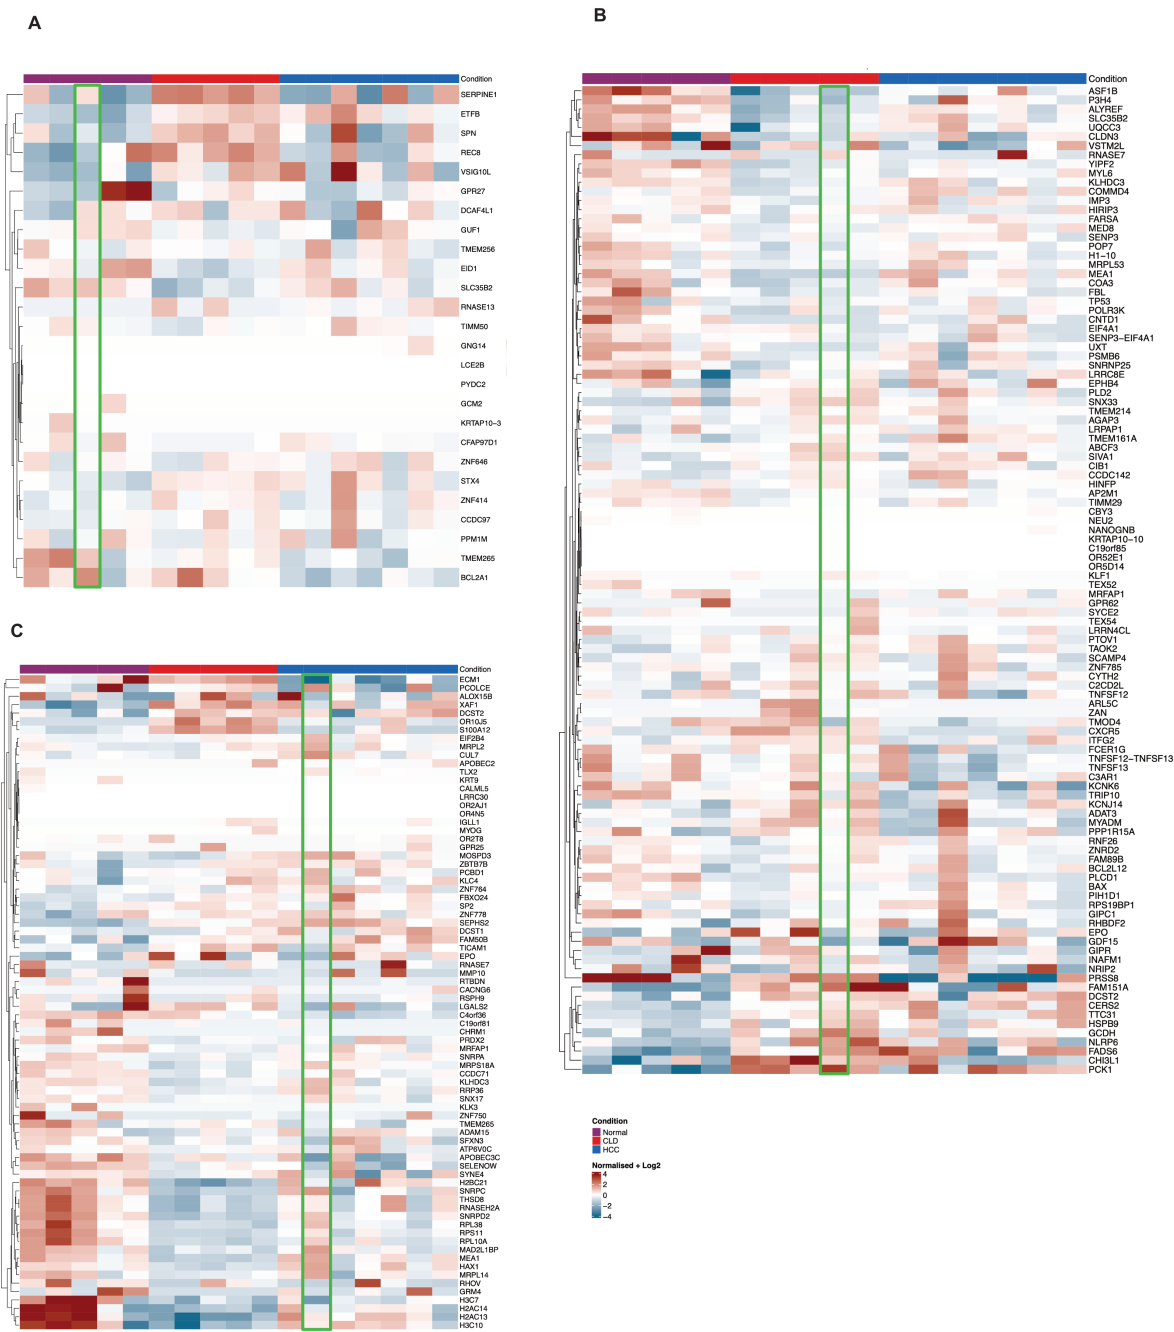

**Fig. S9.** Heatmap showing the expression of genes across normal liver, CLD, and HCC tissue. Gene lists show genes found in the eccDNA of A) normal liver, B) CLD, and C) HCC tissue. The samples with the list of genes present in eccDNA are highlighted by green rectangles.

**Fig. S10**

**A**

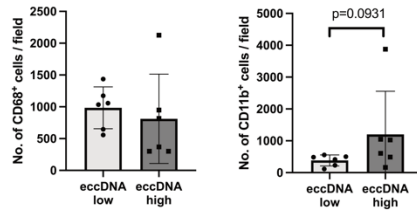

**B**

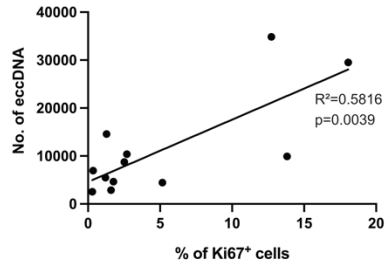

**C**

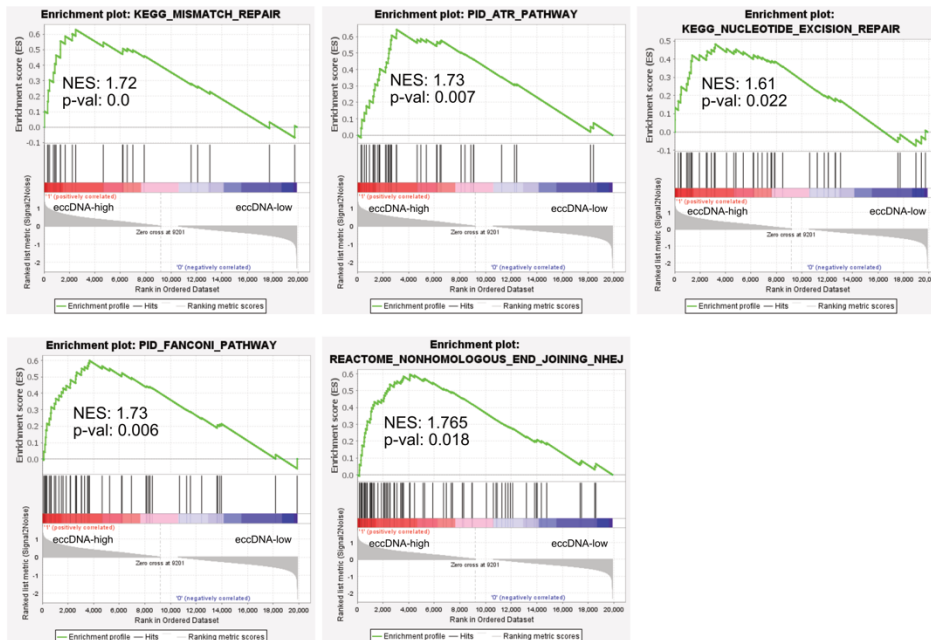

**Fig. S10.** A) Comparison of CD68<sup>+</sup> and CD11b<sup>+</sup> cells between eccDNA-high and eccDNA-low groups. Mann-Whitney test. n=6. B) Correlation of the percentage of Ki67<sup>+</sup> cells with the number of detected eccDNA in CLD and HCC tissue samples. n=12. C) GSEA analysis showing enrichment gene signatures related to DDR and DNA repair pathways.

**Fig. S11**

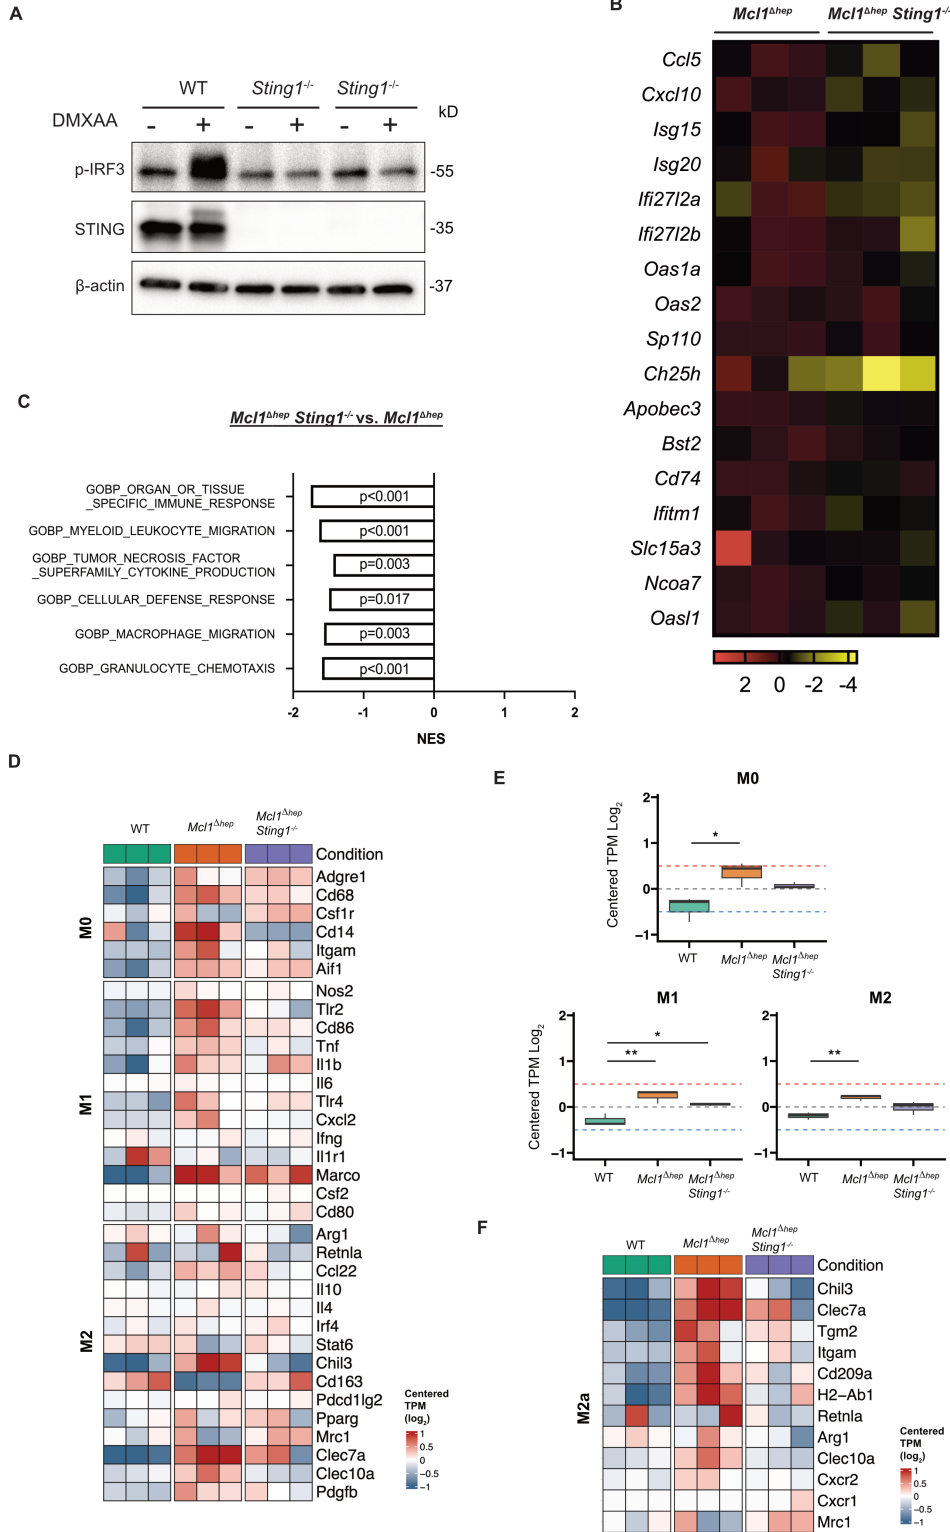

**Fig. S11.** A) Western blot for analyzing splenocytes obtained from WT and *Sting1*<sup>-/-</sup> mice. Splenocytes were treated with or without DMXAA for 3 hours. B) Heatmap of ISGs from RNAseq

data. C) Depleted GSEA signatures in *Mcll*<sup>Δhep</sup> *Stingl*<sup>-/-</sup> mice. D) Heatmap showing M0-, M1-, and M2-associated genes extracted from RNAseq data of WT, *Mcll*<sup>Δhep</sup>, and *Mcll*<sup>Δhep</sup> *Stingl*<sup>-/-</sup> mice. E) Boxplot comparing the log<sub>2</sub> centered TPM of the averaged M0-, M1-, and M2-associated genes. One-way ANOVA followed by post-hoc pairwise two-sided Student's t-test: \* p<0.05; \*\* p<0.01. F) Heatmap showing genes associated with the M2a subset of macrophages.

## Supplementary Tables

|                                | Total hepatocytes examined | Number of micronuclei <sup>+</sup> hepatocytes | % of micronucleated hepatocytes |
|--------------------------------|----------------------------|------------------------------------------------|---------------------------------|
| <i>Mcll</i> <sup>Δhep</sup> #1 | 1000                       | 53                                             | 5.3                             |
| <i>Mcll</i> <sup>Δhep</sup> #2 | 1001                       | 39                                             | 3.9                             |
| <i>Mcll</i> <sup>Δhep</sup> #3 | 1003                       | 18                                             | 1.8                             |
| <i>Mcll</i> <sup>Δhep</sup> #4 | 1021                       | 62                                             | 6.1                             |
| WT#1                           | 1059                       | 1                                              | 0.1                             |
| WT#2                           | 1071                       | 0                                              | 0                               |
| WT#3                           | 1002                       | 3                                              | 0.3                             |
| WT#4                           | 1047                       | 4                                              | 0.4                             |

**Table S1.** Quantification of the percentage of micronucleated hepatocytes in 2-month-old WT and *Mcll*<sup>Δhep</sup> mice.

| sample id | chr circle | start circle | end circle | chr gene | start gene | end gene  | gene symbol          |
|-----------|------------|--------------|------------|----------|------------|-----------|----------------------|
| WT1       | chr1       | 88139927     | 88198043   | chr1     | 88154708   | 88190011  | <i>Mroh2a</i>        |
| WT1       | chr10      | 38696225     | 38697993   | chr10    | 38696537   | 38697775  | <i>Rfpl4b</i>        |
| WT1       | chr17      | 13093453     | 13097236   | chr17    | 13094921   | 13096864  | <i>Mrgprh</i>        |
| WT1       | chr17      | 13433078     | 13458279   | chr17    | 13440075   | 13446545  | <i>Smok2a</i>        |
| WT1       | chr17      | 13433078     | 13458279   | chr17    | 13449144   | 13456071  | <i>Smok2b</i>        |
| WT2       | chr1       | 88138955     | 88184803   | chr1     | 88139681   | 88146719  | <i>Ugt1a1</i>        |
| WT2       | chr4       | 136332370    | 136356223  | chr4     | 136337748  | 136340537 | <i>Tex46</i>         |
| WT2       | chr5       | 24639608     | 24655928   | chr5     | 24643438   | 24650285  | <i>Fastk</i>         |
| WT2       | chr5       | 24639608     | 24655928   | chr5     | 24650456   | 24652852  | <i>Tmub1</i>         |
| WT2       | chr5       | 25427846     | 25428588   | chr5     | 25427846   | 25428151  | <i>E130116L18Rik</i> |
| WT2       | chr8       | 19297542     | 19301227   | chr8     | 19297596   | 19300844  | <i>Defb5</i>         |
| WT2       | chr8       | 115144223    | 115154275  | chr8     | 115144826  | 115152586 | <i>Clec3a</i>        |
| WT2       | chr9       | 108736926    | 108752150  | chr9     | 108743687  | 108744631 | <i>Tmem89</i>        |
| WT2       | chr17      | 13436747     | 13458908   | chr17    | 13440075   | 13446545  | <i>Smok2a</i>        |
| WT2       | chr17      | 13436747     | 13458908   | chr17    | 13449144   | 13456071  | <i>Smok2b</i>        |
| WT2       | chr19      | 5777890      | 5780417    | chr19    | 5778115    | 5779681   | <i>Fam89b</i>        |
| WT2       | chr19      | 47139224     | 47155304   | chr19    | 47140048   | 47146203  | <i>Calhm3</i>        |
| WT3       | chr1       | 88139117     | 88173315   | chr1     | 88139681   | 88146719  | <i>Ugt1a1</i>        |
| WT3       | chr8       | 93624612     | 93631124   | chr8     | 93628035   | 93629039  | <i>Capns2</i>        |
| WT3       | chr19      | 47137404     | 47150438   | chr19    | 47140048   | 47146203  | <i>Calhm3</i>        |
| MCL1      | chr2       | 24859577     | 24866010   | chr2     | 24864129   | 24865110  | <i>Mrpl41</i>        |
| MCL1      | chr2       | 27326957     | 27348407   | chr2     | 27332336   | 27334233  | <i>Brd3os</i>        |
| MCL1      | chr4       | 132028593    | 132031030  | chr4     | 132029508  | 132030696 | <i>Rab42</i>         |
| MCL1      | chr6       | 38085357     | 38093346   | chr6     | 38086190   | 38092744  | <i>Tmem213</i>       |
| MCL1      | chr7       | 126969975    | 126975384  | chr7     | 126971709  | 126975222 | <i>Zfp747</i>        |
| MCL1      | chr8       | 111782961    | 111785535  | chr8     | 111782971  | 111784296 | <i>Exosc6</i>        |
| MCL1      | chr10      | 75605971     | 75609940   | chr10    | 75607064   | 75609248  | <i>Ddt</i>           |
| MCL1      | chr13      | 23940875     | 23945433   | chr13    | 23940996   | 23941392  | <i>H4c2</i>          |
| MCL1      | chr13      | 23940875     | 23945433   | chr13    | 23944675   | 23945213  | <i>H4c1</i>          |
| MCL1      | chr17      | 27781671     | 27800171   | chr17    | 27782547   | 27784730  | <i>Smim29</i>        |
| MCL1      | chrX       | 94600343     | 94602643   | chrX     | 94601710   | 94602409  | <i>Pfn5</i>          |
| MCL2      | chr2       | 152403217    | 152412052  | chr2     | 152404897  | 152411458 | <i>Gm17416</i>       |
| MCL2      | chr10      | 128042950    | 128048431  | chr10    | 128045777  | 128047676 | <i>Spryd4</i>        |
| MCL2      | chr17      | 13442937     | 13458005   | chr17    | 13449144   | 13456071  | <i>Smok2b</i>        |
| MCL2      | chr2       | 25388004     | 25392108   | chr2     | 25388663   | 25391731  | <i>C8g</i>           |
| MCL2      | chr4       | 128998668    | 129007664  | chr4     | 128999341  | 129005419 | <i>Tmem54</i>        |
| MCL2      | chr5       | 115435039    | 115441508  | chr5     | 115435169  | 115439058 | <i>Dynll1</i>        |
| MCL2      | chr6       | 131662729    | 131666334  | chr6     | 131663495  | 131664458 | <i>Tas2r105</i>      |
| MCL2      | chr7       | 126612862    | 126616695  | chr7     | 126614205  | 126616524 | <i>Pagr1a</i>        |
| MCL2      | chr8       | 71915559     | 71919182   | chr8     | 71917603   | 71918391  | <i>Mrpl34</i>        |
| MCL2      | chr9       | 108215480    | 108218880  | chr9     | 108216102  | 108217542 | <i>Gpx1</i>          |
| MCL2      | chr10      | 82700868     | 82704799   | chr10    | 82702460   | 82703764  | <i>Eid3</i>          |

|      |       |           |           |       |           |           |                      |
|------|-------|-----------|-----------|-------|-----------|-----------|----------------------|
| MCL2 | chr11 | 72101167  | 72112390  | chr11 | 72102550  | 72106418  | <i>Med31</i>         |
| MCL2 | chr11 | 72101167  | 72112390  | chr11 | 72105964  | 72109270  | <i>4930563E22Rik</i> |
| MCL2 | chr11 | 120652816 | 120655283 | chr11 | 120653620 | 120655245 | <i>Hmgal1b</i>       |
| MCL3 | chr1  | 88138901  | 88184406  | chr1  | 88139681  | 88146719  | <i>Ugt1a1</i>        |
| MCL3 | chr1  | 173100266 | 173106057 | chr1  | 173101949 | 173105344 | <i>Mptx2</i>         |
| MCL3 | chr2  | 18000951  | 18002248  | chr2  | 18001228  | 18001769  | <i>H2al2a</i>        |
| MCL3 | chr2  | 152577438 | 152580878 | chr2  | 152578171 | 152579330 | <i>Id1</i>           |
| MCL3 | chr4  | 3870655   | 3874326   | chr4  | 3870657   | 3872105   | <i>Mos</i>           |
| MCL3 | chr4  | 88439944  | 88445775  | chr4  | 88440262  | 88441011  | <i>Ifnb1</i>         |
| MCL3 | chr4  | 118772679 | 118777852 | chr4  | 118773721 | 118774662 | <i>Or10ak8</i>       |
| MCL3 | chr4  | 138694111 | 138700136 | chr4  | 138694423 | 138695676 | <i>Rnf186</i>        |
| MCL3 | chr6  | 40470035  | 40475290  | chr6  | 40470463  | 40471475  | <i>Tas2r108</i>      |
| MCL3 | chr6  | 96141391  | 96143923  | chr6  | 96141478  | 96143224  | <i>Nup50l</i>        |
| MCL3 | chr6  | 132818659 | 132825642 | chr6  | 132824105 | 132825106 | <i>Tas2r123</i>      |
| MCL3 | chr7  | 104382129 | 104386668 | chr7  | 104382592 | 104383557 | <i>Or52n1</i>        |
| MCL3 | chr7  | 141710131 | 141711865 | chr7  | 141710191 | 141710850 | <i>Gm29735</i>       |
| MCL3 | chr8  | 19243910  | 19247174  | chr8  | 19244373  | 19245228  | <i>Defb14</i>        |
| MCL3 | chr11 | 99515502  | 99519621  | chr11 | 99518050  | 99519064  | <i>Krtap4-1</i>      |
| MCL3 | chr13 | 110487329 | 110493929 | chr13 | 110489150 | 110493733 | <i>Gapt</i>          |
| MCL3 | chr13 | 120776702 | 120780412 | chr13 | 120778414 | 120779714 | <i>Tcstv3</i>        |
| MCL3 | chr15 | 98377329  | 98383171  | chr15 | 98378281  | 98380602  | <i>Lalba</i>         |
| MCL3 | chr17 | 14168478  | 14172304  | chr17 | 14168635  | 14170940  | <i>Gm7168</i>        |
| MCL3 | chr18 | 36856558  | 36859977  | chr18 | 36858120  | 36859851  | <i>Cd14</i>          |
| MCL3 | chrX  | 72271872  | 72274647  | chrX  | 72271897  | 72274401  | <i>F8a</i>           |

**Table S2.** List of full genes present in eccDNA.

**Table S3.** Information on the patients from whom tissue was used in this study.

| <b>Antibody</b>              | <b>Company</b> | <b>Cat. #</b> | <b>Dilution</b> |
|------------------------------|----------------|---------------|-----------------|
| Rabbit anti-MCL1             | abcam          | ab32087       | 1:1000          |
| Mouse anti- $\beta$ -Catenin | BD             | 610153        | 1:400           |
| Mouse anti- $\gamma$ H2AX    | BioLegend      | 613410        | 1:100           |
| Rat anti-CldU                | abcam          | ab6326        | 1:400           |
| Mouse anti-IdU               | BD             | 347580        | 1:80            |
| Mouse anti-ssDNA             | DSHB           | 10805144      | 1:100           |
| Rabbit anti-Ki67             | abcam          | ab16667       | 1:100           |
| Rabbit anti-Cl. Caspase 3    | Cell Signaling | 9664S         | 1:100           |
| Rat anti-F4/80               | Biomedicals AG | T-2006        | 1:50            |
| Rabbit anti- $\gamma$ H2AX   | Novus          | NB100-384     | 1:200           |
| Rat anti-B220                | Pharmingen     | 553084        | 1:4000          |
| Rat anti-Ly6G                | Pharmingen     | 551459        | 1:600           |
| Rabbit anti-CD3              | Thermo Fischer | MA1-90582     | 1:300           |
| Rabbit anti-cGAS             | Cell Signaling | 31659S        | 1:100           |
| Rabbit anti-STING            | proteintech    | 19851-I-AP    | 1:1000          |

**Table S4.** List of antibodies used for IHC and IF

| <b>Antibody</b>     | <b>Company</b> | <b>Cat. #</b> | <b>Dilution</b> |
|---------------------|----------------|---------------|-----------------|
| Rabbit anti- MCL1   | Rockland       | 600-401-394   | 1:1000          |
| Rabbit anti-cGAS    | Cell Signaling | 31659S        | 1:1000          |
| Rabbit anti-STING   | proteintech    | 19851-I-AP    | 1:1000          |
| Rabbit anti-GAPDH   | Cell Signaling | 5174S         | 1:1000          |
| Rabbit anti-p-p65   | Cell Signaling | 3033L         | 1:1000          |
| Rabbit anti-p65     | Cell Signaling | 3034S         | 1:1000          |
| Rabbit anti-CD45    | Cell Signaling | 72787S        | 1:1000          |
| Rabbit anti-H3      | Cell Signaling | 4499S         | 1:1000          |
| Rabbit anti-Albumin | Cell Signaling | 4929S         | 1:1000          |
| Rabbit anti-p-IRF3  | Cell Signaling | 4947S         | 1:1000          |
| Rabbit anti-TBK1    | Cell Signaling | 5483T         | 1:1000          |
| Rabbit anti-TBK1    | Invitrogen     | PA5-105919    | 1:1000          |

**Table S5.** List of antibodies used for Western blotting

| <b>Antibody</b> | <b>Company</b> | <b>Cat. #</b> | <b>Dilution</b> |
|-----------------|----------------|---------------|-----------------|
| CD11b-FITC      | BioLegend      | 101205        | 1:100           |
| CD11c-V450      | BioLegend      | 117329        | 1:100           |
| F4/80-PerCP     | BioLegend      | 123125        | 1:100           |

**Table S6.** List of antibodies used for flow cytometry

| <b>Name</b>      | <b>Sequence</b>        | <b>Supplier</b>             |
|------------------|------------------------|-----------------------------|
| <i>Cgas</i> -F   | CAGGCGTCTTCTTCAGTCATAC | Integrated DNA Technologies |
| <i>Cgas</i> -R   | CTGGTCTACAGAGGGAGTTACA | Integrated DNA Technologies |
| <i>Sting1</i> -F | ACATTCCCTGCTCTCTGTTG   | Integrated DNA Technologies |
| <i>Sting1</i> -R | TCCCTCTCGCCATCTACTT    | Integrated DNA Technologies |

**Table S7.** List of oligonucleotide primers used for qPCR

## REFERENCES AND NOTES

1. H. Rungay, M. Arnold, J. Ferlay, O. Lesi, C. J. Cabasag, J. Vignat, M. Laversanne, K. A. McGlynn, I. Soerjomataram, Global burden of primary liver cancer in 2020 and predictions to 2040. *J. Hepatol.* **77**, 1598–1606 (2022).
2. J. D. Yang, P. Hainaut, G. J. Gores, A. Amadou, A. Plymoth, L. R. Roberts, A global view of hepatocellular carcinoma: Trends, risk, prevention and management. *Nat. Rev. Gastroenterol. Hepatol.* **16**, 589–604 (2019).
3. P. Le, M. Tatar, S. Dasarathy, N. Alkhouri, W. H. Herman, G. B. Taksler, A. Deshpande, W. Ye, O. A. Adekunle, A. M. Cullough, M. B. Rothberg, Estimated burden of metabolic dysfunction-associated steatotic liver disease in US adults, 2020 to 2050. *JAMA Netw. Open* **8**, e2454707 (2025).
4. G. Feng, G. Targher, C. D. Byrne, Y. Yilmaz, V. Wai-Sun Wong, C. R. Adithya Lesmana, L. A. Adams, J. Boursier, G. Papatheodoridis, M. el-Kassas, N. Méndez-Sánchez, S. Sookoian, L. Castera, W. K. Chan, F. Ye, S. Treeprasertsuk, H. Cortez-Pinto, H. H. Yu, W. Kim, M. Romero-Gómez, A. Nakajima, K. M. Win, S. U. Kim, A. G. Holleboom, G. Sebastiani, P. Ocama, J. D. Ryan, M. Lupşor-Platon, H. Ghazinyan, M. al-Mahtab, S. Hamid, N. Perera, K. A. Alswat, Q. Pan, M. T. Long, V. Isakov, M. Mi, M. Arrese, A. J. Sanyal, S. K. Sarin, N. C. Leite, L. Valenti, P. N. Newsome, H. Hagström, S. Petta, H. Yki-Järvinen, J. M. Schattenberg, M. I. Castellanos Fernández, I. A. Leclercq, G. Aghayeva, A. N. Elzouki, A. Tumi, A. I. Sharara, A. Labidi, F. M. Sanai, K. Matar, M. al-Mattooq, M. W. Akroush, M. Benazzouz, N. Debzi, M. Alkhatry, S. Barakat, S. A. al-Busafi, J. Rwegasha, W. Yang, A. Adwoa, C. K. Opio, M. Sotoudeheian, Y. J. Wong, J. George, M. H. Zheng, Global burden of metabolic dysfunction-associated steatotic liver disease, 2010 to 2021. *JHEP Rep.* **7**, 101271 (2025).
5. M. Ringelhan, D. Pfister, T. O'Connor, E. Pikarsky, M. Heikenwalder, The immunology of hepatocellular carcinoma. *Nat. Immunol.* **19**, 222–32 (2018).
6. A. Weber, R. Boger, B. Vick, T. Urbanik, J. Haybaeck, S. Zoller, A. Teufel, P. H. Krammer, J. T. Opferman, P. R. Galle, M. Schuchmann, M. Heikenwalder, H. Schulze-Bergkamen, Hepatocyte-

specific deletion of the antiapoptotic protein myeloid cell leukemia-1 triggers proliferation and hepatocarcinogenesis in mice. *Hepatology* **51**, 1226–1236 (2010).

7. H. Nakagawa, A. Umemura, K. Taniguchi, J. Font-Burgada, D. Dhar, H. Ogata, Z. Zhong, M. A. Valasek, E. Seki, J. Hidalgo, K. Koike, R. J. Kaufman, M. Karin, ER stress cooperates with hypernutrition to trigger TNF-dependent spontaneous HCC development. *Cancer Cell* **26**, 331–343 (2014).
8. Y. Boege, M. Malehmir, M. E. Healy, K. Bettermann, A. Lorentzen, M. Vucur, A. K. Ahuja, F. Böhm, J. C. Mertens, Y. Shimizu, L. Frick, C. Remouchamps, K. Mutreja, T. Kähne, D. Sundaravinayagam, M. J. Wolf, H. Rehrauer, C. Koppe, T. Speicher, S. Padrissa-Altés, R. Maire, J. M. Schattenberg, J. S. Jeong, L. Liu, S. Zwirner, R. Boger, N. Hüser, R. J. Davis, B. Müllhaupt, H. Moch, H. Schulze-Bergkamen, P. A. Clavien, S. Werner, L. Borsig, S. A. Luther, P. J. Jost, R. Weinlich, K. Unger, A. Behrens, L. Hillert, C. Dillon, M. di Virgilio, D. Wallach, E. Dejjardin, L. Zender, M. Naumann, H. Walczak, D. R. Green, M. Lopes, I. Lavrik, T. Luedde, M. Heikenwalder, A. Weber, A dual role of caspase-8 in triggering and sensing proliferation-associated DNA damage, a key determinant of liver cancer development. *Cancer Cell* **32**, 342–359.e10 (2017).
9. L. W. Thomas, C. Lam, S. W. Edwards, Mcl-1; The molecular regulation of protein function. *FEBS Lett.* **584**, 2981–2989 (2010).
10. D. A. Jackson, A. Pombo, Replicon clusters are stable units of chromosome structure: Evidence that nuclear organization contributes to the efficient activation and propagation of s phase in human cells. *J. Cell Biol.* **140**, 1285–1295 (1998).
11. C. J. Merrick, D. Jackson, J. F. X. Diffley, Visualization of altered replication dynamics after DNA damage in human cells. *J. Biol. Chem.* **279**, 20067–20075 (2004).
12. M. Di Bona, S. F. Bakhoun, Micronuclei and cancer. *Cancer Discov.* **14**, 214–226 (2024).
13. J. Kwon, S. F. Bakhoun, The cytosolic DNA-sensing cGAS-STING pathway in cancer. *Cancer Discov.* **10**, 26–39 (2020).

14. X. Luo, H. Li, L. Ma, J. Zhou, X. Guo, S. L. Woo, Y. Pei, L. R. Knight, M. Deveau, Y. Chen, X. Qian, X. Xiao, Q. Li, X. Chen, Y. Huo, K. McDaniel, H. Francis, S. Glaser, F. Meng, G. Alpini, C. Wu, Expression of STING is increased in liver tissues from patients with NAFLD and promotes macrophage-mediated hepatic inflammation and fibrosis in mice. *Gastroenterology* **155**, 1971–1984.e4 (2018).
15. M. K. Thomsen, R. Nandakumar, D. Stadler, A. Malo, R. M. Valls, F. Wang, L. S. Reinert, F. Dagnæs-Hansen, A. K. Hollensen, J. G. Mikkelsen, U. Protzer, S. R. Paludan, Lack of immunological DNA sensing in hepatocytes facilitates hepatitis B virus infection. *Hepatology* **64**, 746–59 (2016).
16. Y. Yu, Y. Liu, W. An, J. Song, Y. Zhang, X. Zhao, STING-mediated inflammation in Kupffer cells contributes to progression of nonalcoholic steatohepatitis. *J. Clin. Invest.* **129**, 546–55 (2019).
17. A. Ablasser, M. Goldeck, T. Cavlar, T. Deimling, G. Witte, I. Röhl, K. P. Hopfner, J. Ludwig, V. Hornung, cGAS produces a 2'-5'-linked cyclic dinucleotide second messenger that activates STING. *Nature* **498**, 380–384 (2013).
18. A. Ablasser, J. L. Schmid-Burgk, I. Hemmerling, G. L. Horvath, T. Schmidt, E. Latz, V. Hornung, Cell intrinsic immunity spreads to bystander cells via the intercellular transfer of cGAMP. *Nature* **503**, 530–534 (2013).
19. H. D. Moller, M. Mohiyuddin, I. Prada-Luengo, M. Reza Sailani, J. F. Halling, P. Plomgaard, L. Maretty, A. J. Hansen, M. P. Snyder, H. Pilegaard, H. Y. K. Lam, B. Regenberg, Circular DNA elements of chromosomal origin are common in healthy human somatic tissue. *Nat. Commun.* **9**, 1069 (2018).
20. Y. Wang, M. Wang, M. N. Djekidel, H. Chen, D. Liu, F. W. Alt, Y. Zhang, eccDNAs are apoptotic products with high innate immunostimulatory activity. *Nature* **599**, 308–314 (2021).

21. L. W. Dillon, P. Kumar, Y. Shibata, Y.-H. Wang, S. Willcox, J. D. Griffith, Y. Pommier, S. Takeda, A. Dutta, Production of extrachromosomal MicroDNAs is linked to mismatch repair pathways and transcriptional activity. *Cell Rep.* **11**, 1749–1759 (2015).
22. Y. Wang, M. Wang, Y. Zhang, Purification, full-length sequencing and genomic origin mapping of eccDNA. *Nat. Protoc.* **18**, 683–699 (2023).
23. G. Sankar, M. Karin, Missing pieces in the NF- $\kappa$ B puzzle. *Cell* **109**, S81–S96 (2002).
24. S. Luecke, A. Holleufer, M. H. Christensen, K. L. Jønsson, G. A. Boni, L. K. Sørensen, M. Johannsen, M. R. Jakobsen, R. Hartmann, S. R. Paludan, cGAS is activated by DNA in a length-dependent manner. *EMBO Rep.* **18**, 1707–1715 (2017).
25. Y. Liu, X. Chen, Y. Zhao, X. Y. Wang, Y. W. Luo, L. Chen, W. Wang, S. Zhong, M. Hu, Z. Dai, J. Jiang, X. Wang, H. Ji, X. X. Cheng, A. Zheng, J. Zuo, H. Liu, D. Ma, Z. Luo, F. Cao, S. Hu, A. L. Huang, K. F. Tang, Small cytosolic double-stranded DNA represses cyclic GMP-AMP synthase activation and induces autophagy. *Cell Rep.* **42**, 112852 (2023).
26. A. Henssen, I. MacArthur, R. Koche, H. Dorado-García, A. Henssen, Purification and sequencing of large circular DNA from human cells. *Protoc. Exch.*, 10.1038/protex.2019.006 (2019).
27. R. P. Koche, E. Rodriguez-Fos, K. Helmsauer, M. Burkert, I. C. MacArthur, J. Maag, R. Chamorro, N. Munoz-Perez, M. Puiggròs, H. Dorado Garcia, Y. Bei, C. Röefzaad, V. Bardinet, A. Szymansky, A. Winkler, T. Thole, N. Timme, K. Kasack, S. Fuchs, F. Klironomos, N. Thiessen, E. Blanc, K. Schmelz, A. Künkele, P. Hundsdörfer, C. Rosswog, J. Theissen, D. Beule, H. Deubzer, S. Sauer, J. Toedling, M. Fischer, F. Hertwig, R. F. Schwarz, A. Eggert, D. Torrents, J. H. Schulte, A. G. Henssen, Extrachromosomal circular DNA drives oncogenic genome remodeling in neuroblastoma. *Nat. Genet.* **52**, 29–34 (2020).
28. C. Z. Zhang, A. Spektor, H. Cornils, J. M. Francis, E. K. Jackson, S. Liu, M. Meyerson, D. Pellman, Chromothripsis from DNA damage in micronuclei. *Nature* **522**, 179–184 (2015).

29. P. J. Stephens, C. D. Greenman, B. Fu, F. Yang, G. R. Bignell, L. J. Mudie, E. D. Pleasance, K. W. Lau, D. Beare, L. A. Stebbings, S. McLaren, M. L. Lin, D. McBride, I. Varela, S. Nik-Zainal, C. Leroy, M. Jia, A. Menzies, A. P. Butler, J. W. Teague, M. A. Quail, J. Burton, H. Swerdlow, N. P. Carter, L. A. Morsberger, C. Iacobuzio-Donahue, G. A. Follows, A. R. Green, A. M. Flanagan, M. R. Stratton, P. A. Futreal, P. J. Campbell, Massive genomic rearrangement acquired in a single catastrophic event during cancer development. *Cell* **144**, 27–40 (2011).
30. E. Toufektchan, J. Maciejowski, Purification of micronuclei from cultured cells by flow cytometry. *STAR Protoc.* **2**, 100378 (2021).
31. K. Müller, H. Honcharova-Biletska, C. Koppe, M. Egger, L. K. Chan, A. T. Schneider, L. Küsgens, F. Böhm, Y. Boege, M. E. Healy, J. Schmitt, S. Comtesse, M. Castoldi, C. Preisinger, M. Szydlowska, E. Focaccia, N. T. Gaisa, S. H. Loosen, S. Jörs, F. Tacke, C. Roderburg, V. Keitel, J. G. Bode, P. Boor, R. J. Davis, T. Longerich, F. Geisler, M. Heikenwalder, A. Weber, M. Vucur, T. Luedde, JNK signaling prevents biliary cyst formation through a CASPASE-8-dependent function of RIPK1 during aging. *Proc. Natl. Acad. Sci. U.S.A.* **118**, e2007194118 (2021).
32. J. He, M. Gerstenlauer, L. K. Chan, F. Leithäuser, M. M. Yeh, T. Wirth, H. J. Maier, Block of NF- $\kappa$ B signaling accelerates MYC-driven hepatocellular carcinogenesis and modifies the tumor phenotype towards combined hepatocellular cholangiocarcinoma. *Cancer Lett.* **458**, 113–122 (2019).
33. M. J. Wolf, A. Adili, K. Piotrowitz, Z. Abdullah, Y. Boege, K. Stemmer, M. Ringelhan, N. Simonavicius, M. Egger, D. Wohlleber, A. Lorentzen, C. Einer, S. Schulz, T. Clavel, U. Protzer, C. Thiele, H. Zischka, H. Moch, M. Tschöp, A. V. Tumanov, D. Haller, K. Unger, M. Karin, M. Kopf, P. Knolle, A. Weber, M. Heikenwalder, Metabolic activation of intrahepatic CD8<sup>+</sup> T cells and NKT cells causes nonalcoholic steatohepatitis and liver cancer via cross-talk with hepatocytes. *Cancer Cell* **26**, 549–564 (2014).
34. Z. Strizova, I. Benesova, R. Bartolini, R. Novysedlak, E. Cecrdlova, L. K. Foley, I. Striz, M1/M2 macrophages and their overlaps – Myth or reality? *Clin. Sci. (Lond.)* **137**, 1067–1093 (2023).

35. C. Wang, C. Ma, L. Gong, Y. Guo, K. Fu, Y. Zhang, H. Zhou, Y. Li, Macrophage polarization and its role in liver disease. *Front. Immunol.* **12**, 803037 (2021).
36. T. M. de Almeida, R. C. Leitão, J. D. Andrade, W. Beçak, F. J. Carrilho, S. Sonohara, Detection of micronuclei formation and nuclear anomalies in regenerative nodules of human cirrhotic livers and relationship to hepatocellular carcinoma. *Cancer Genet. Cytogenet.* **150**, 16–21 (2004).
37. H. Dugrawala, K. L. Rose, K. P. Bhat, K. N. Mohni, G. G. Glick, F. B. Couch, D. Cortez, The replication checkpoint prevents two types of fork collapse without regulating replisome stability. *Mol. Cell* **59**, 998–1010 (2015).
38. Y. Zhao, L. Yu, S. Zhang, X. Su, X. Zhou, Extrachromosomal circular DNA: Current status and future prospects. *eLife* **11**, e81412 (2022).
39. L. Mohr, E. Toufekhtchan, P. von Morgen, K. Chu, A. Kapoor, J. Maciejowski, ER-directed TREX1 limits cGAS activation at micronuclei. *Mol. Cell* **81**, 724–738.e9 (2021).
40. S. T. Sin, J. Deng, L. Ji, M. Yukawa, R. W. Chan, S. Volpi, A. Vaglio, P. Fenaroli, P. Bocca, S. H. Cheng, D. K. Wong, K. O. Lui, P. Jiang, K. C. A. Chan, R. W. Chiu, Y. M. D. Lo, Effects of nucleases on cell-free extrachromosomal circular DNA. *JCI Insight* **7**, e156070 (2022).
41. E. Pikarsky, R. M. Porat, I. Stein, R. Abramovitch, S. Amit, S. Kasem, E. Gutkovich-Pyest, S. Urieli-Shoval, E. Galun, Y. Ben-Neriah, NF- $\kappa$ B functions as a tumour promoter in inflammation-associated cancer. *Nature* **431**, 461–466 (2004).
42. Z. Dou, K. Ghosh, M. G. Vizioli, J. Zhu, P. Sen, K. J. Wangenstein, J. Simithy, Y. Lan, Y. Lin, Z. Zhou, B. C. Capell, C. Xu, M. Xu, J. E. Kieckhafer, T. Jiang, M. Shoshkes-Carmel, K. M. A. A. Tanim, G. N. Barber, J. T. Seykora, S. E. Millar, K. H. Kaestner, B. A. Garcia, P. D. Adams, S. L. Berger, Cytoplasmic chromatin triggers inflammation in senescence and cancer. *Nature* **550**, 402–406 (2017).
43. S. Glück, B. Guey, M. F. Gulen, K. Wolter, T.-W. Kang, N. A. Schmacke, A. Bridgeman, J. Rehwinkel, L. Zender, A. Ablasser, Innate immune sensing of cytosolic chromatin fragments through cGAS promotes senescence. *Nat. Cell Biol.* **19**, 1061–1070 (2017).

44. H. Yang, H. Wang, J. Ren, Q. Chen, Z. J. Chen, cGAS is essential for cellular senescence. *Proc. Natl. Acad. Sci. U.S.A.* **114**, E4612–E4620 (2017).
45. H. Liu, H. Zhang, X. Wu, D. Ma, J. Wu, L. Wang, Y. Jiang, Y. Fei, C. Zhu, R. Tan, P. Jungblut, G. Pei, A. Dorhoi, Q. Yan, F. Zhang, R. Zheng, S. Liu, H. Liang, Z. Liu, H. Yang, J. Chen, P. Wang, T. Tang, W. Peng, Z. Hu, Z. Xu, X. Huang, J. Wang, H. Li, Y. Zhou, F. Liu, D. Yan, S. H. E. Kaufmann, C. Chen, Z. Mao, B. Ge, Nuclear cGAS suppresses DNA repair and promotes tumorigenesis. *Nature* **563**, 131–136 (2018).
46. C. Zierhut, N. Yamaguchi, M. Paredes, J. D. Luo, T. Carroll, H. Funabiki, The cytoplasmic DNA sensor cGAS promotes mitotic cell death. *Cell* **178**, 302–315.e23 (2019).
47. G. Dunphy, S. M. Flannery, J. F. Almine, D. J. Connolly, C. Paulus, K. L. Jønsson, M. R. Jakobsen, M. M. Nevels, A. G. Bowie, L. Unterholzner, Non-canonical activation of the DNA sensing adaptor STING by ATM and IFI16 mediates NF- $\kappa$ B signaling after nuclear DNA damage. *Mol. Cell* **71**, 745–760.e5 (2018).
48. M. Charni-Natan, I. Goldstein, Protocol for primary mouse hepatocyte isolation. *STAR Protoc.* **1**, 100086 (2020).
49. G. Toda, T. Yamauchi, T. Kadowaki, K. Ueki, Preparation and culture of bone marrow-derived macrophages from mice for functional analysis. *STAR Protoc.* **2**, 100246 (2021).

How the deposited data were processed for this re-analysis (not part of the article)

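The files hold total RNA-seq gene counts of 12 mouse livers, with 3 each of the genotypes WT, *Mcl1* Δhep, *Mcl1* Δhep *Sting1*-/-, and *Sting1*-/-. Genotype and replicate were taken from the sample labels and checked against the paper. The authors deposited raw counts, whole numbers of reads per Ensembl gene without normalization. The paper's methods name the sequencing center and its SUSHI platform, and its text does not name the aligner, the annotation, the use of strand, or a threshold for differential expression. The labels and the paper name different RNA extraction kits. From 28826367 to 45266387 counts fell on genes per library, and intervals of gene values reflect this depth and 3 livers per group.

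From the counts, CPM with TMM factors, log2 fold changes, and p-values were computed with edgeR 4.0.16 (glmQLFit and glmQLFTest, filterByExpr by genotype, prior count of 2) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. All 12 libraries entered the model without covariates, and the common dispersion was 0.0699. Of 40551 genes, 15070 were tested. DESeq2 1.42.0 was an alternative. Gene sets were tested with camera (correlation of 0.01) and fry of limma 3.58.1 over 869 mouse Reactome sets that come with fgsea 1.28.0, for the 14144 tested genes with an Entrez identifier, and over 24 lists of genes for ISGs, cell types, sex, DNA sensing, and proliferation. The adjustment of fry and of the estimated correlation over the 24 lists was added after the results were seen. Overrepresentation used one-sided Fisher's exact tests. TPM were computed from the deposited counts with the summed exon lengths of the GENCODE vM39 annotation (GRCm39), in which 1018 identifiers have no length, with at most 0.101% of a library's counts. The macrophage score is the mean of centered log2(TPM + 1) values, tested by exact two-sided permutation. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9 were used.

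The genes named are *Mcl1*, *Sting1*, and *Cgas*, the genes the paper names for these livers, and the 5 genes with the largest rise and the 5 with the largest fall per comparison among called genes with at least 1 CPM on average and no overlap between groups. *H19* and the genes near *Sting1* were named after their values were seen. The quasi-likelihood test, DESeq2, camera at its preset correlation, fry, and Fisher's exact test were tested on simulated data with a log2 change of 2. The first recovered 172 of 198 changed genes among 14809 with 7 false calls, DESeq2 recovered 177 of 200 among 15064 with 30 false calls, and camera, fry, and Fisher's exact test each found the 1 changed set of 201 with 0 false calls. The simulated genes varied independently of each other, and the other sets held only unchanged genes. The 0 false calls therefore do not show how often these set tests err where genes are correlated, as in the libraries. The libraries were checked for duplicates, and pairs of the same genotype differed by 46.3 to 304 chi-square units per degree of freedom. The alternatives tried were other normalizations, filters, tests, covariates, list definitions, score constructions, a replicate block, and leaving out each library. Human samples, circular DNA data, and the gene sets of the paper's GSEA were not analysed here.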

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

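The tests of the ISG list without libraries expressing Y-linked genes, of liver expression of pancreas transcripts, of dividing cells and histone genes, of library preparation, of *H19*, and of the small RNA share in the lists of immune cells were chosen only after the result was seen, as was the requirement of an unadjusted fry p under 0.05 for setting an explanation aside.

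The sex of the livers differed between genotypes, in data the paper does not report on. The mean CPM of Y-linked genes was 36.8 in WT replicate 2, 35.6 in WT replicate 3, and 36.7 in *Mcl1* Δhep *Sting1*-/- replicate 1, and at most 0.0502 in the other libraries. *Xist* was at 0.0278 to 0.0347 CPM in these 3 libraries and at 38.6 to 73.6 CPM in the others. The 10 male-biased liver genes had a median log2 fold change of −4.01 between *Mcl1* Δhep and WT livers, and all 10 were lower (camera adjusted p = 0.000539 over 24 lists, fry adjusted p = 0.0562). The gap between the medians of female-biased and male-biased genes was 3.96, and with Y-linked expression as a covariate it was −0.199, as the sex of the livers would give. With the covariate, the male-biased median was still −1.07, and the female-biased median went from −0.06 to −1.27. The gap thus closed partly because both lists were lower, and not only because the change of male-biased genes shrank. Sex as the whole cause of the genes called between *Mcl1* Δhep and WT is argued against by the comparison of *Mcl1* Δhep *Sting1*-/- with *Sting1*-/- livers, where Y-linked genes are expressed on the other side and 83.8% of the called genes had the same direction, against 63.3% of all genes. The ISG list kept a median of 0.69 between *Mcl1* Δhep and WT with the covariate (unadjusted fry p of 0.0112). Between *Mcl1* Δhep *Sting1*-/- and *Mcl1* Δhep livers it had −0.549 without the libraries that express Y-linked genes (unadjusted fry p of 0.00591). How many single genes differ by sex stays open, since none of the *Mcl1* Δhep libraries expresses Y-linked genes.

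*Mcl1* Δhep replicate 3 had 1.7% of its counts on pancreas and skeletal muscle transcripts, where no other library was above 0.00347%. By lists made after the first such genes were seen, 23 of 24 further transcripts of these tissues were at least 10 times higher there than in any other library. The remaining one, *Cela3a*, had 7 counts there and 0 CPM in every other library, and was not counted as higher. *Cela1* was at 1712 CPM against at most 29 elsewhere, *Ctrl* at 513 against 0.104, and *Atp2a1* at 172 against 1.2. These values are what RNA of both tissues in the sample would give. Of 40 such transcripts, 2 were higher in both other *Mcl1* Δhep livers than in every WT liver, which argues against expression by *Mcl1*-deficient liver. The livers express 2 of the 40 above 1 CPM at the median of the other libraries. Of the lists of intestine, adipose tissue, brain, islet, kidney, lung, spleen, and stomach, only intestine had a gene counted as so much higher, 1 of 8. Islet transcripts were also seen only in this library, at a low level. They had 8.03e-05% of its counts (median 0.117 CPM) and 0% of those of every other library. No other biological explanation was tested.

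Small structured RNAs took 2.37% of the counts of *Mcl1* Δhep replicate 2 and 1.36% of *Mcl1* Δhep replicate 3, against 0.172 to 0.897% of the other libraries. The SD of their log2 share was 0.883 within genotypes and 0.882 between the genotype means, a ratio of 1, so library preparation and genotype cannot be told apart with 3 livers per genotype. Longer genes had lower counts in these libraries than in the mean library (Spearman's rho of −0.27 and −0.38 with gene length, across genes, which are not independent replicates).

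Histone genes, which the paper does not discuss, were lower in *Mcl1* Δhep *Sting1*-/- than in *Mcl1* Δhep livers, with a median log2 fold change of −0.89 and 55 of 60 genes lower. It was −0.711 with the share of small structured RNAs as a covariate (unadjusted fry p of 0.00822) and −0.662 with each library's trend with gene length removed (unadjusted fry p of 0.00437), which argues against capture of short RNAs or a length trend as the whole cause. With the proliferation score of each library as a covariate it was −0.889 (unadjusted fry p of 0.00503). That score changed by only −0.105 from *Mcl1* Δhep to *Mcl1* Δhep *Sting1*-/- livers, against a pooled SD of 0.669. The covariate could therefore hardly move the median, and it cannot decide whether fewer dividing cells are the cause. What causes the fall stays open.

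Proliferation genes were also higher with *Mcl1* deletion on the *Sting1*-/- background, a comparison the paper does not make. Their median log2 fold change between *Mcl1* Δhep *Sting1*-/- and *Sting1*-/- livers was 2.50. It was 2.11 with Y-linked expression as a covariate, 2.47 with the small RNA share as a covariate, and 2.51 without the trend with gene length. Other technical explanations were not tested.

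*H19* (chromosome 7, 142129262 to 142133957), a noncoding RNA outside the genes the paper discusses, had a log2 fold change of 5.91 between *Mcl1* Δhep and WT livers (standard error 0.98, edgeR adjusted p = 0.00334). It was at 55.5, 23.1, and 37.3 CPM in *Mcl1* Δhep livers, 0.0660 to 1.50 in WT, 0.372 to 1.57 in *Sting1*-/-, and 0.969, 1.12, and 6.1 in *Mcl1* Δhep *Sting1*-/- livers. The change between *Mcl1* Δhep *Sting1*-/- and *Mcl1* Δhep was −3.82 (standard error 0.86, edgeR adjusted p = 0.131). Muscle RNA is argued against by 23.1 CPM in *Mcl1* Δhep replicate 2, which has few muscle transcripts. Sex is argued against by at most 6.1 CPM in *Mcl1* Δhep *Sting1*-/- livers, of which 2 lack Y-linked expression as the *Mcl1* Δhep livers do. Proliferation is argued against by at most 1.12 CPM in *Mcl1* Δhep *Sting1*-/- replicates 1 and 2, whose proliferation scores of 1.82 and 1.32 are not below the lowest *Mcl1* Δhep score of 0.66. A change in fetal-type expression with *Mcl1* deletion that depends on *Sting1* is a candidate explanation, found and tested on the same data, and the *Mcl1* Δhep *Sting1*-/- to *Mcl1* Δhep change is not past the threshold.

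The change with *Mcl1* deletion differed between *Sting1* backgrounds for 5 of 24 lists by an interaction term, at a camera adjusted p under 0.05 and an unadjusted fry p under 0.05. With fry adjusted over the lists, 0 of the 24 passed, and the 5 had values from 0.192 to 0.199. Their median interactions were −1.54 for neutrophil genes (9 of 9 lower), −1.21 for T cell genes (8 of 9 lower), −0.90 for M1 genes (9 of 10 lower), −1.05 for M2a genes (9 of 11 lower), and 6.36 for male-biased liver genes (10 of 10 higher). For M1 genes the median is −0.65 with the 2 genes at the floor at their bounds. The male-biased median was 1.15 with Y-linked expression as a covariate (unadjusted fry p of 0.339), as the sex of the livers would give.

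For the other 4 lists, Y-linked expression as a covariate gave −1.61 for neutrophil, −1.02 for T cell, and −0.793 for M1 genes (unadjusted fry p of 0.1, 0.0764, and 0.08), so sex cannot be told apart from *Sting1* there, and −1.022 for M2a genes (fry p of 0.0285), which argues against sex. The small RNA share as a covariate gave −0.573 for T cell and −0.280 for M2a genes (fry p of 0.336 and 0.25), as capture of short RNAs would give. For neutrophil and M1 genes it gave −1.15 and −0.936 (fry p of 0.321 and 0.169), with which that explanation cannot be told apart. Without *Mcl1* Δhep replicate 3 the medians were −1.73, −1.31, −1.097, and −1.105 for neutrophil, T cell, M1, and M2a genes (fry p of 0.0206, 0.0334, 0.0111, and 0.00324), which argues against its pancreas and muscle RNA as the cause.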

How the results depend on the processing

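The covariate of small structured RNAs, the removal of the trend with gene length, the restriction to libraries without Y-linked expression, the overrepresentation list without histone genes among unadjusted genes, and the lists called by DESeq2 were chosen only after the result was seen. The other alternatives were set before the data were examined. Where no cause is given, the cause was not tested.

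Between *Mcl1* Δhep and WT livers, 3050 genes became 1504 at an absolute log2 fold change of at least 1, 1178 with only these genotypes in the fit, 1531 with Y-linked expression as a covariate, and 407 with the small RNA covariate. Leaving out each library gave 1233 (WT replicate 2) to 5232 (*Mcl1* Δhep replicate 1) genes, 1238 without *Mcl1* Δhep replicate 2, and 1596 without WT replicate 3. Between *Mcl1* Δhep *Sting1*-/- and *Mcl1* Δhep, 0 genes (3098 unadjusted) became 1 with the Y-linked covariate, 663 with DESeq2, and 0 to 3108 without a library, 3108 without *Mcl1* Δhep replicate 1. Between *Sting1*-/- and WT, 0 genes (821 unadjusted) became 2 with only these genotypes, 51 with DESeq2, and 0 to 22 without a library, 22 without WT replicate 1. Between *Mcl1* Δhep *Sting1*-/- and *Sting1*-/-, 121 genes became 66 with at least 10 counts in every library, 17 with only these genotypes, 45 with the Y-linked covariate, 461 with DESeq2, and 0 (1117 unadjusted) without libraries expressing Y-linked genes, where fewer libraries remain. Without a library they were 1 (*Sting1*-/- replicate 2) to 249 (*Mcl1* Δhep *Sting1*-/- replicate 3), at most 3 without any other *Sting1*-/- library or *Mcl1* Δhep *Sting1*-/- replicate 1 or 2, 65 without *Mcl1* Δhep replicate 2, and 52 or 59 without WT replicate 2 or 3. For the interaction, 0 genes (2165 unadjusted) became 170 with DESeq2 and 0 to 1574 without a library, 1574 without *Mcl1* Δhep replicate 1 and 88 without WT replicate 1. The fit with only the genotypes compared is the same fit for the interaction, and libraries without Y-linked expression leave too few WT livers for *Mcl1* Δhep against WT.

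The ISG list between *Mcl1* Δhep and WT, at 0.81, was not past the threshold with camera's correlation estimated, the other ISGs reversed to −0.25 (0.158 without WT replicate 3), and the range without a library was 0.73 to 0.95. Between *Mcl1* Δhep *Sting1*-/- and *Mcl1* Δhep, at −0.48, it was likewise not past it with the correlation estimated, the other ISGs had −0.0783, and the range was −0.59 to −0.43. Of 167 Reactome sets between *Mcl1* Δhep and WT, 198 passed with fry, 0 with the correlation estimated (35 unadjusted), and 128 to 207 without a library. Of 109 between *Mcl1* Δhep *Sting1*-/- and *Mcl1* Δhep, 0 passed with fry (134 unadjusted), 0 with the correlation estimated (18 unadjusted), and 72 (*Mcl1* Δhep replicate 2) to 205 (*Mcl1* Δhep replicate 1) without a library.

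Medians near 0 changed sign. For *Mcl1* Δhep against WT, cytosolic DNA sensors (−0.02) had 0.0562 with the Y-linked covariate and −0.11 to 0.0318 without a library, the highest without WT replicate 3. Interferon signaling (0.03) had −0.0089 with the Y-linked covariate, −0.0866 with the small RNA covariate, −0.0356 without the length trend, and −0.10 to 0.11 without a library, below 0 without *Mcl1* Δhep replicate 1 or 3 or WT replicate 1 or 2. For *Mcl1* Δhep *Sting1*-/- against *Mcl1* Δhep, cytosolic DNA sensors (0.04) had −0.00053 without the length trend, interferon signaling (−0.04) had 0.0240 with the small RNA covariate, and cell cycle, mitotic (0.03) had −0.0401 with the Y-linked covariate, −0.0396 without libraries expressing Y-linked genes, and −0.0447 to 0.11 without a library. The chemokine set, at 0.91 and −0.61, was not past the threshold with the correlation estimated in either comparison, nor with fry in the second.

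*Cgas* (1.31) was past the threshold with DESeq2 (1.33) and without WT replicate 3, with 1.06 to 1.87 over the fits without a library and adjusted p-values of 0.0334 to 0.22 over all alternatives. *Sting1* (1.01) was not past it with the Y-linked covariate (0.84), the small RNA covariate (0.78), or without *Mcl1* Δhep replicate 2 (0.81) or any WT library, with 0.81 to 1.16 without a library and adjusted p-values of 0.00779 to 0.31. *Ifi27l2a* reversed to −0.10 with the small RNA covariate. For 38 other single genes and sets, 387 alternatives left 321 values on the same side, 52 weaker, 5 stronger, and 9 reversed. This tally leaves out *Cgas* and *Sting1* between *Mcl1* Δhep and WT and the ISG lists. It also leaves out the sets of cytosolic DNA sensors, interferon alpha beta signaling, and chemokines, so the reversals given above for the ISG list and the DNA sensors are not in it. The overrepresentation of 0 sets became 45 with the unadjusted list and 4 without histone genes, and with the genes called by DESeq2 46 and 6. The edgeR list called at an adjusted p with a fall of at least 1, or without histone genes, has no genes and gives no value.

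The M0 score (0.68) and M1 score (0.55) had an exact permutation p of 0.0556 with the replicate block. Same-numbered libraries deviated together over 0.1 in 3 of 18 pairs (correlations of −0.541 to 0.251), so the numbers do not pair the livers, and the block changed no other call. M0 had 0.50 to 0.85 without a liver, and its p was above 0.05 without *Mcl1* Δhep replicates 1 or 2, WT replicate 2, or any *Mcl1* Δhep *Sting1*-/- liver. M2 (0.36) had 0.41 with genes of at least 1 TPM, 0.59 divided by SD, and 0.26 with the median, with exact permutation p-values of 0.0643, 0.0821, and 0.146, and 0.33 to 0.39 without a liver. Dividing genes by their SD changes the scale, with *Mcl1* Δhep *Sting1*-/- minus *Mcl1* Δhep at −0.41 for M1, −0.29 for all clusters, and −0.71 for M2a. Depth limits the estimate of *Cgas*, at 7 to 50 counts per library, and for *Dmbt1*, *Wfdc3*, and *Bmp8b*, at 0 to 2 counts in WT, it leaves only a lower bound.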

Differences from the paper's values

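No test here was chosen only after the result was seen, apart from the adjustment of fry over the gene lists, the overrepresentation without histone genes, and that among genes called by DESeq2. The 15 medians of macrophage scores read by eye from Fig. 6 (E and F) and fig. S11E lay within 0.16 of the values here. The M0 median of *Mcl1* Δhep livers was read as 0.45 and was 0.29 here, where the SD between these livers was 0.35.

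The paper states an enrichment of cytosolic DNA sensing and interferon-α response signatures in *Mcl1* Δhep livers (Fig. 1H). The Reactome sets used here are not the same sets, and those for cytosolic DNA sensors and for interferon alpha beta signaling had medians of −0.02 and −0.18 (camera adjusted p = 0.849 and 0.552). The paper names *Cxcl10* among the ISGs higher in *Mcl1* Δhep livers, and it was not past the threshold in edgeR (adjusted p = 0.0977), whereas DESeq2 (adjusted p = 0.0456) and the edgeR fit without WT replicate 3 called it.

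The paper states that ISGs were significantly lower upon *Sting1* deletion (fig. S11B). Of the 16 tested, 0 passed an adjusted p of 0.05 in edgeR and 0 in DESeq2, with 4 at an unadjusted p under 0.05 in edgeR, and *Ifi27l2a* was called in edgeR without *Mcl1* Δhep replicate 1. As a list they passed with camera (adjusted p = 0.000799) and not with fry (adjusted p = 0.169). The paper states that most down-regulated signatures were related to immune response (Fig. 6C). Here 0 genes passed the threshold with edgeR, against 663 with DESeq2. The sets overrepresented among lower genes, both the unadjusted edgeR list and the 318 called by DESeq2, were led by sets with histone genes, and without these genes by muscle contraction and by platelet degranulation. The depletion of chemotaxis signatures (fig. S11C) was past the threshold for the Reactome chemokine set with camera (adjusted p = 0.00142) and not with fry (adjusted p = 0.165).

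The paper calls the reductions of the combined macrophage score and of the M2a score with *Sting1* deletion significant (Fig. 6, E and F). The exact permutation p for each was 0.10, the smallest that 3 livers against 3 allow, and over 3 genotypes it was 0.00357. The paper shows the loss of STING protein (fig. S11A), and *Sting1* counts in the libraries labelled *Sting1*-/- were not distinguishable from WT (log2 fold change −0.34, edgeR adjusted p = 0.998, and −0.70 without *Sting1*-/- replicate 3). The paper's methods state that the sex distribution was kept the same between groups, and Y-linked genes were expressed in 2 of 3 WT, 0 of 3 *Mcl1* Δhep, 1 of 3 *Mcl1* Δhep *Sting1*-/-, and 0 of 3 *Sting1*-/- livers.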

Other observations

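The test of macrophage genes of Kupffer cells and monocytes was chosen only after the result was seen, as were the comparison of windows for the genes near *Sting1*, the gap between the ISG list and the other ISGs, and the use of length-matched lists against a trend of libraries with gene length.

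With 3 livers against 3 there are 10 splits of the 6 libraries, so a share of splits cannot fall under 0.1, and other groupings cannot be told apart from the real one by this count. The real split alone gave as many genes called between *Mcl1* Δhep and WT (1 of 10 splits) and between *Mcl1* Δhep *Sting1*-/- and *Sting1*-/- (1 of 10). By genes at an unadjusted p under 0.05, it was 1 of 10 for *Mcl1* Δhep *Sting1*-/- against *Mcl1* Δhep and 1 of 10 for *Sting1*-/- against WT. In the former, the real split gave 3098 such genes, and another split reached 2840. By called genes, the real split of the former gave 0, and another split gave 13. For the ISG list, 1 of 10 splits was as large in *Mcl1* Δhep against WT and 1 of 10 in *Mcl1* Δhep *Sting1*-/- against *Mcl1* Δhep. As many Reactome sets passed in 3 of 10 splits of *Mcl1* Δhep and WT and in 7 of 10 splits of *Mcl1* Δhep *Sting1*-/- and *Mcl1* Δhep. Other groupings of the same libraries thus gave as many sets, so neither number of sets by itself shows a difference between genotypes. For the interaction, 8 of 100 drawn splits gave as many genes at an unadjusted p under 0.05, so chance is not excluded there.

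Among lists of cell types between *Mcl1* Δhep and WT livers, medians were 1.79 for monocyte genes (8 of 10 called), 1.95 for neutrophil genes, 1.30 for T cell genes, 1.35 for stellate cell genes, 0.43 for Kupffer cell genes, 0.11 for B cell genes, 0.14 for endothelial genes, −0.01 for cholangiocyte genes, −0.17 for hepatocyte genes, and −0.31 for erythroid genes. With the 2 neutrophil genes at the floor at their bounds, that median is 1.86. Proliferation genes had 3.07 (20 of 20 called), fetal liver and tumor genes 2.89, p53 targets 0.38, DNA sensing genes 0.25, and female-biased liver genes −0.06. The macrophage lists had 0.94 for M0, 1.43 for M1, 0.61 for M2, and 1.33 for M2a. In all, 13 of 24 lists passed with camera and 11 of these also with fry adjusted over the lists. Between *Mcl1* Δhep *Sting1*-/- and *Mcl1* Δhep, 7 passed with camera and 3 also with fry. These were monocyte genes (−0.87, fry adjusted p = 0.0321), M2a genes (−1.21, fry adjusted p = 0.0247), and fetal liver and tumor genes (−0.62, fry adjusted p = 0.0321). Neutrophil genes had −1.26, T cell genes −0.40, Kupffer cell genes −0.05, and proliferation genes −0.08.

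Kupffer cell genes and monocyte genes moved apart. The difference between both scores was higher in *Mcl1* Δhep than in WT livers by 1.81, against a pooled SD of 0.310. A higher share of all macrophages raises both alike and is argued against by this value. A higher share of monocyte-derived cells may be the cause, a hypothesis found and tested on the same data.

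The other ISGs did not rise with the list of Fig. 1I. Without WT replicate 3, which had high expression of ISGs, their median was 0.158 and that of the list 0.870. The gap between both scores was 0.842 against a pooled SD of 0.166, which argues against that library as the cause. Gene length as the cause of the change of the list is argued against by a percentile of 99.81 among 10000 random lists matched on length and expression in *Mcl1* Δhep against WT and of 0.58 in *Mcl1* Δhep *Sting1*-/- against *Mcl1* Δhep. With each library's trend with gene length removed, the median in the latter was −0.441 (unadjusted fry p of 0.059). Lists matched on length carry any such trend, so the percentile also argues against it as the whole cause. The paper's text does not say how the list was chosen. A choice by expression in these livers would also set it apart from random lists and from the other ISGs. Neither the percentiles nor the gap can therefore tell whether ISGs as a class changed.

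Genes near *Sting1* differed with the *Sting1* genotype. Within 10 Mb on chromosome 18, 13 of 144 tested genes had an unadjusted p under 0.01 (9.03%), against 2.15% elsewhere (Fisher's exact test, two-sided p = 1.97e-05), and 0.0568% of 14083 windows had as high a share. Some of the 13 overlap, as *Gm50318* does with *Prob1* and *Spata24*, and *Maskbp3* with *Eif4ebp3*. Reads could have been counted for more than 1 of them. The 13 are then not all separate observations, and the Fisher p is too small to that extent. Of the 13, 10 were lower, among them *Apbb3* (log2 fold change −0.73), *Eif4ebp3* (−1.49), *Myo7b* (−2.06), and *Cd14* (−0.91). DNA of another strain around the *Sting1* allele is a candidate explanation, and this share is what it would give. For *Cd14*, the fall was seen mainly beside *Mcl1* deletion. Between *Sting1*-/- and WT livers, no M0 gene, *Cd14* included, had a log2 fold change under −0.207.

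The change with *Mcl1* deletion was related between *Sting1* backgrounds. Across genes, which are not independent replicates, mean log2 differences correlated at r = 0.417, against a median of 0.213 and a highest of 0.522 for other pairs of splits, and 4 of 100 pairs were as high. The sign was the same for 2555 of 3050 called genes.

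The largest rises between *Mcl1* Δhep and WT among called genes were those of *Dmbt1* (at least 1088.2-fold higher), *Wfdc3* (at least 36.5-fold higher), *Bmp8b* (at least 24.1-fold higher), *Tff2*, and *Ly6d*. These bounds are for the mean of the 3 livers and not for each liver. *Dmbt1* had 890, 969, and 7675 counts in *Mcl1* Δhep replicates 1 to 3, so its bound rests largely on replicate 3. That library also held the pancreas and muscle transcripts. *Wfdc3* had 52, 259, and 24 counts, so its bound rests largely on replicate 2. *Bmp8b* had 90, 138, and 11 counts, the last in replicate 3. All 3 genes stayed past the threshold without any single library. *Tff2* rose by 6.83 on the log2 scale (standard error 1.73, edgeR adjusted p = 0.0195), with 1067 counts in *Mcl1* Δhep replicate 3 against 21 and 12 in the others, and without that library the change was 2.02 and not past the threshold, as was also the case without WT replicate 2 or WT replicate 3. *Ly6d* rose by 6.48 (standard error 0.67, edgeR adjusted p = 0.000966). The largest falls were those of *Mup7*, *Mup11*, *Mup14*, *Mup15*, and *Hsd3b5*. *Hsd3b5* is on the list of male-biased genes, and *Mup7* had 362, 185391, and 79055 counts in WT replicates 1 to 3, of which the last 2 express Y-linked genes. Without *Mcl1* Δhep replicate 2, *Mup7*, *Mup14*, and *Mup15* were not past the threshold. The *Mup* genes are near-identical paralogs between which reads are uncertain. Between *Mcl1* Δhep *Sting1*-/- and *Sting1*-/-, the largest rises were those of *Mmp12* (6.46, standard error 0.97, edgeR adjusted p = 0.025), *Gsta1*, *Gpnmb*, *Mmp13*, and *Esco2*, and the largest falls were those of *Mme*, *Cnmd*, *Dct*, *Ranbp3l*, and *Rps3a1*. None of these 10 genes was called when any *Sting1*-/- library, *Mcl1* Δhep *Sting1*-/- replicate 1, or *Mcl1* Δhep *Sting1*-/- replicate 2 was left out, while the change of *Mmp12* stayed between 6.10 and 6.92.

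Between *Sting1*-/- and WT livers, 0 genes were called and 821 had an unadjusted p under 0.05. With all 12 libraries centered together, the *Sting1*-/- livers scored −0.19 for M0, −0.15 for M1, −0.18 for M2, and −0.37 for M2a, and their exact two-sided permutation p against WT was 0.7, 0.3, 0.3, and 0.4.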
